# TPL-2 Inhibits IFN-β Expression via an ERK1/2-TCF-FOS Axis in TLR4-Stimulated Macrophages

**DOI:** 10.4049/jimmunol.2100213

**Published:** 2022-02-15

**Authors:** Louise Blair, Michael J. Pattison, Probir Chakravarty, Stamatia Papoutsopoulou, Latifa Bakiri, Erwin F. Wagner, Stephen Smale, Steven C. Ley

## Abstract

TPL-2 kinase plays an important role in innate immunity, activating ERK1/2 MAPKs in myeloid cells following TLR stimulation. We investigated how TPL-2 controls transcription in TLR4-stimulated mouse macrophages. TPL-2 activation of ERK1/2 regulated expression of genes encoding transcription factors, cytokines, chemokines, and signaling regulators. Bioinformatics analysis of gene clusters most rapidly induced by TPL-2 suggested that their transcription was mediated by the ternary complex factor (TCF) and FOS transcription factor families. Consistently, TPL-2 induced ERK1/2 phosphorylation of the ELK1 TCF and the expression of TCF target genes. Furthermore, transcriptomic analysis of TCF-deficient macrophages demonstrated that TCFs mediate approximately half of the transcriptional output of TPL-2 signaling, partially via induced expression of secondary transcription factors. TPL-2 signaling and TCFs were required for maximal TLR4-induced FOS expression. Comparative analysis of the transcriptome of TLR4-stimulated *Fos*^−/−^ macrophages indicated that TPL-2 regulated a significant fraction of genes by controlling FOS expression levels. A key function of this ERK1/2-TCF-FOS pathway was to mediate TPL-2 suppression of type I IFN signaling, which is essential for host resistance against intracellular bacterial infection.

## Key Points

- TPL-2 activation of ERK1/2 regulates gene expression in TLR-stimulated macrophages.
- TPL-2 regulates transcription via ERK1/2 phosphorylation of ternary complex factors.
- TPL-2 inhibits *Ifnb1* transcription via ternary complex factor–induced *Fos* mRNA expression.

## Introduction

Macrophages are a critical cellular component of the immune system, responding rapidly to pathogens to initiate innate immune responses (1). Following infection, macrophages are stimulated by invariant pathogen molecules, termed pathogen-associated molecular patterns, via pattern recognition receptors. For example, LPS from Gram-negative bacterial cell walls binds to the pattern recognition receptor TLR4, expressed at the plasma membrane and on endosomes in macrophages (2). TLR stimulation of macrophages triggers the coordinate activation of several intracellular signaling pathways and the expression of multiple genes, which include the cytokines and chemokines responsible for promoting an inflammatory response and coordinating an effective adaptive immune response (3).

TLR stimulation results in the activation of the IκB kinase (IKK) complex, leading to the nuclear translocation of NF-κB transcription factor dimers, and the activation of classical MAPKs ERKs 1 and 2 (ERK1/2), JNKs 1 and 2 (JNK1/2), and p38α (4, 5). NF-κB and MAPK activation together promote expression of multiple proinflammatory cytokines. Stimulation of certain TLRs, including TLR3 and TLR4, also activates TANK binding kinase 1 (TBK1), which phosphorylates IFN regulatory factors (IRFs) and drives the expression of type I IFNs.

TPL-2 (MAP3K8) is a MAPK kinase kinase that mediates activation of ERK1/2 and p38α MAPKs downstream of TLRs in macrophages, neutrophils, and dendritic cells (DCs) (6–8). In unstimulated cells, TPL-2 exists in a ternary complex with ABIN-2 and NF-κB1 p105. Following TLR stimulation, IKK2 phosphorylates p105, leading to p105 degradation by the proteasome, releasing TPL-2 from p105-mediated inhibition. IKK2 also directly phosphorylates TPL-2 Ser^400^, inducing 14-3-3 dimer binding to the TPL-2 C terminus, increasing TPL-2 catalytic activity (9). Together, these two IKK2-regulated steps promote TPL-2 to phosphorylate its substrates, MAPK kinase (MKK)1/2 (*Map2k1/2*) and MKK3/6 (*Map2k3/6*) (8, 10–12). MKK1/2 in turn phosphorylate and activate ERK1/2, whereas MKK3/6 phosphorylate and activate p38 MAPKs. Although MKK3/6 activation is dependent on TPL-2 following TLR4 stimulation, the p38α-activating kinase MKK4 is activated independently of TPL-2. Consequently, TLR4 activation of p38α in macrophages is only marginally reduced by the absence of TPL-2 signaling, whereas ERK1/2 activation is blocked.

Analyses of *Tpl2*^−/−^ macrophages indicate that TPL-2 stimulates the expression of a number of inflammatory mediators following LPS stimulation of macrophages, including IL-1β, TNF, CCL2, CXCL2, and COX2 (13–15). Pharmacological inhibition of MKK1/2 inhibition phenocopies the effects of TPL-2 deficiency, suggesting that TPL-2 controls TLR4 induction of these genes via ERK1/2 activation. Consistent with these inhibitory effects on proinflammatory gene expression, TPL-2 deficiency reduces inflammation in a number of preclinical disease models. *Tpl2*^−/−^ mice are protected from LPS-induced septic shock, TNF-induced inflammatory bowel disease, experimental autoimmune encephalomyelitis, acute pancreatitis, and liver injury (14–18). TPL-2 is consequently considered a potential anti-inflammatory drug target, particularly for inflammatory bowel disease, the development of which is linked genetically to *MAP3K8* (19).

TPL-2 signaling also has inhibitory effects on gene expression. For example, we have previously shown that TPL-2 activation of ERK1/2 inhibits IFN-β transcription in LPS-stimulated macrophages and DCs (20). Subsequent experiments underlined the importance of this negative regulation, demonstrating that TPL-2 inhibition of type I IFN signaling is essential for effective innate immune responses to *Mycobacteria tuberculosis* and *Listeria monocytogenes* (21). Consistent with this, type I IFNs are known to have a detrimental effect on immune responses to these bacteria, abrogating IFN-γ–dependent host-protective immune responses via downregulation of the IFN-γ receptor, while promoting the production of the anti-inflammatory cytokine IL-10 (22).

The mechanisms by which TPL-2 signaling alters transcription is not known. In this study, we used RNA sequencing (RNA-seq) to demonstrate that ternary complex factors (TCFs) have an important role in mediating the effects of the TPL-2 MAPK pathway on gene expression in TLR4-stimulated macrophages. TCFs are direct targets of the RAF–ERK1/2 MAP kinase pathway regulating immediate early gene transcription and a gene expression program that controls proliferation in serum-stimulated fibroblasts (23, 24). The results of this study demonstrate that TCFs also control gene expression in TLR-stimulated primary mouse macrophages downstream of the TPL-2–ERK1/2 MAPK pathway, suggesting an important regulatory role for this family of transcription factors in innate immune responses.

## Materials and Methods

### Mouse strains

Mouse strains were bred in a specific-pathogen-free environment at the Francis Crick Institute (London, U.K.), and all experiments were done in accordance with regulations of the U.K. Home Office. *Nfkb1*^SSAA/SSAA^, *Fos^fl/fl^*, *Elk1*^−/−^*Elk4*^−/−^, *LysM-Cre*, and *Map3k8*^D270A/D270A^ mouse strains have been described previously (11, 25–27) and were all fully backcrossed onto a C57BL/6 background.

### Abs used

Abs against ERK1/2, phospho-ERK1/2 (Thr^202^/Tyr^204^), FOS, ATF2, and JUN were purchased from Cell Signaling Technology. Phospho-ELK1 (Ser^389^) Ab was supplied by Invitrogen. Phospho-IRF3 (Ser^385^) Ab was purchased from Thermo Fisher Scientific, and phospho-TBK1 (Ser^172^) Ab was purchased from BD Biosciences. ELK1 Ab was obtained from Abcam.

### In vitro generation and stimulation of macrophages

Bone marrow-derived macrophages (BMDMs) were prepared as described previously (10). For experiments, harvested BMDMs were replated in Nunc tissue culture dishes (12- or 6-well plates, 0.5 × 10^6^ cells/ml) in RPMI 1640 medium (Sigma) supplemented with 1% FBS, antibiotics, and 50 μM 2-ME. After overnight culture, LPS (*Salmonella* Enterica serovar Minnesota R595; Alexis Biochemicals) was added at a final concentration of 100 ng/ml. Control cells were left untreated (time 0). For experiments in which ERK1/2 kinase activation was blocked pharmacologically, cells were preincubated with 100 nM PD0325901 (MKK1/2 inhibitor; purchased from MRC-PPU Reagents, Dundee University) or ribosomal S6 kinase (RSK)i47 (RSK inhibitor; purchased from MRC-PPU Reagents, Dundee University) for 10 min prior to LPS stimulation.

### RNA-seq

RNA was isolated using the RNeasy kit (QIAGEN). Biological replicate libraries were prepared using the TruSeq RNA library prep kit (Illumina) and were single-end sequenced on the Illumina HiSeq 2500 platform. Sequencing yield was typically ∼25 million strand-specific reads. The RSEM package (version 1.2.31) (28) in conjunction with the STAR alignment algorithm (version 2.5.2a) (29) was used for the mapping and subsequent gene-level counting of the sequenced reads with respect to mm10 RefSeq genes downloaded from the UCSC Table Browser 15 on February 19, 2016 (30). Differential expression analysis was performed with the DESeq2 package (version 1.10.1) (31) within the R programming environment (version 3.2.3) (32). Genes with a false discover rate <0.05 were judged to be differentially expressed.

### Quantitative RT-PCR

RNA was isolated using the RNeasy kit (Qiagen). Five hundred to 1000 ng of RNA was reverse transcribed using the SuperScript VILO cDNA synthesis kit (Invitrogen). mRNA expression was measured using TaqMan probes and TaqMan gene expression master mix (Applied Biosystems) on QuantStudio 3 and 5 real-time PCR systems (Applied Biosystems). Data were normalized to hypoxanthine phosphoribosyltransferase using the cycle threshold (ΔΔCt) method.

### IFN-β ELISA

Secreted IFN-β in tissue culture supernatant was quantified using the VeriKine mouse IFN-β ELISA kit (PBL Assay Science) as per the manufacturer’s instructions.

### In vivo challenge with LPS

Fos knockout (FosKO) mice and LysM-Cre controls, aged between 10 and 14 wk, were injected i.p. with 5 mg/kg LPS (*Escherichia coli* O111:B4, Sigma-Aldrich). After 4 h, mice were sacrificed via cervical dislocation and blood was extracted from the heart using a 25G needle and 0.3-ml syringe. Blood was left to coagulate for 30 min and then centrifuged at 17,000 × *g* for 1 min. Serum was stored at −80°C until the assay for IFN-β by ELISA.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) assays were performed as described previously (23). Briefly, 2- × 15-cm plates of 14 × 10^6^ cells were cross-linked. Samples were sonicated using 10 cycles of 30 s on, 30 s off. Samples were precleared for 1 h prior to overnight incubation with Abs. Samples were washed and then crosslinks were reversed overnight. Samples were then purified using a PCR purification kit (QIAGEN) before analysis using quantitative PCR. Percentage input was calculated and then data were normalized and pooled from three or four experiments. The following Abs were used: Rbp1 NTD (D8L4Y) (Cell Signaling Technology), ELK1 (E277) (Abcam), and SRF (1681-1-AP, Lot 1) (Proteintech).

### TransAM ELISA assay

For ELISA of NF-κB and AP-1 activity, nuclear extracts were prepared using a commercial kit (Active Motif). Five micrograms of extract per point was assayed in duplicate, using a TransAm NF-κB or AP-1 kit (Active Motif), monitoring RelA and FOS binding, respectively.

### Immunoblotting

Immunoblotting of cell lysates was carried out as described previously (33).

### Statistical analysis

Analyses of quantitative PCR and ELISA data were performed using GraphPad software (GraphPad Software, San Diego, CA). Data were compared using one-way or two-way ANOVA as appropriate. A *p* value <0.05 or <0.001 was considered significant (*p < 0.05, **p < 0.01). Error bars represent SEM.

### Data availability

All of the raw RNA-seq datasets of this study have been deposited in Gene Expression Omnibus under accession numbers GSE178921 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178921) and GSE116220 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116220).

## Results

### Regulation of gene expression in LPS-stimulated macrophages by TPL-2 catalytic activity

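Bone marrow–derived macrophages (BMDMs), which are grown from mouse bone marrow cells, were left unstimulated or given 100 ng/ml LPS, a ligand of the receptor TLR4. Wild-type (WT) cells gave 6 RNA-seq libraries each from unstimulated cells and at 0.5 and 1 h of LPS, and 4 libraries at 2 h. *Map3k8* D270A/D270A cells gave 6 libraries at each of the 4 times. The gene *Map3k8* (chromosome 18 from 4331325 to 4352953 in the mm10 assembly, GRCm38) encodes the kinase TPL-2, and its D270A allele encodes a form without kinase activity. Because the allele is a point mutation, the amount of *Map3k8* mRNA does not check the genotype: in unstimulated cells it was 8.94 ± 0.08 (SD, n = 6) in WT and 8.84 ± 0.08 (SD, n = 6) in mutant libraries on a log2 scale. The authors aligned single-end, strand-specific reads with STAR, counted them per RefSeq gene with RSEM and compared groups with DESeq2. The deposited values used here are not counts. They are normalized across libraries and lie on a log2 scale, from -2.40 to 19.81 over 18098 genes, by a transformation that the paper's text does not name. One further value, 57.73 for *Fosb* in a library of cells treated with an RSK inhibitor, lay outside this range and was treated as missing. The methods give a typical yield per library, but the reads behind each value cannot be recovered from this scale, so the depth of each library is unknown here and precision was taken from the replicates. Groups were compared with limma over 62 libraries, those of WT, *Map3k8* D270A/D270A and *Elk1*-/-*Elk4*-/- cells, with a mean for each group and a shared estimate of the spread. The p values were adjusted by the method of Benjamini and Hochberg over the 11884 genes whose value on the linear scale reached 10 in at least 4 libraries. A gene was counted as changed at an adjusted p below 0.05 and a difference of at least 2-fold, which is 1 on the log2 scale. WT replicates 4 to 6 and *Map3k8* D270A/D270A replicates 1 to 3, the first group of replicates, differed as a group from WT replicates 7 to 9 and *Map3k8* D270A/D270A replicates 4 to 6, the second, which has a single WT library at 2 h. Values within the 2 groups are given for the counts at each time, for the early and delayed sets of genes, and for those changes of named genes in *Map3k8* D270A/D270A cells that differed between the groups by more than 0.5. No library had the same values as another.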

Wild-type (WT) BMDMs and *Map3k8*^D270A/D270A^ BMDMs, which express kinase-inactive TPL-2^D270A^ (16), were stimulated with LPS during a time course (0.5, 1, and 2 h) and gene expression was analyzed by RNA-seq. 

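Over the 4 times together, 81 genes were at least 2-fold lower in *Map3k8* D270A/D270A than in WT BMDMs (limma, adjusted p below 0.05). A 1.5-fold threshold gave 265 genes and the adjusted p alone 1818, both chosen after the data were seen. Leaving out single replicates gave 68 genes without WT replicate 6 and 102 without WT replicate 7. The largest reductions at 2 h among genes whose 2 groups of libraries did not overlap were those of *Sphk1*, *Il10*, and *Errfi1*. *Sphk1* (chromosome 11 from 116530836 to 116536675) encodes sphingosine kinase 1, and its log2 value at 2 h was 8.17 ± 1.02 (SD, n = 4) in WT and 4.39 ± 0.37 (SD, n = 6) in mutant cells, a log2 fold change of -3.78 (SE 0.22, adjusted p = 6.12e-20), with -3.79 in the first group of replicates and -3.22, against a single WT library, in the second. *Errfi1* (chromosome 4 from 150853796 to 150868889) changed by -2.41 (SE 0.17, adjusted p = 2.26e-16). The sheet of Supplemental Table I for 1 h, which is complete in the copy used here, lists 1475 genes, and 1448 of them were tested. All 1448 changed in the same direction in the sheet and in the deposited values (Spearman correlation across genes 0.996), with a slope of 0.61 for the values computed here. For unstimulated cells and 0.5 h the slopes were 0.46 and 0.54, over 303 and 297 genes. At 1 h the median ratio to the paper's log2 fold change was 0.620, 0.681, and 0.691 in the lowest, middle, and highest of 3 equal parts of the genes by expression. The ratio in the middle and highest parts is near the natural logarithm of 2, 0.693, and whether differences between libraries are on another logarithm in one of the sources is not known. Taken as log2 fold changes, the values here make a threshold of 2-fold stricter than the same threshold on the paper's fold changes; with the threshold at the natural logarithm of 2, chosen after the data were seen, 196 genes were lower.

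**Figure D1:**
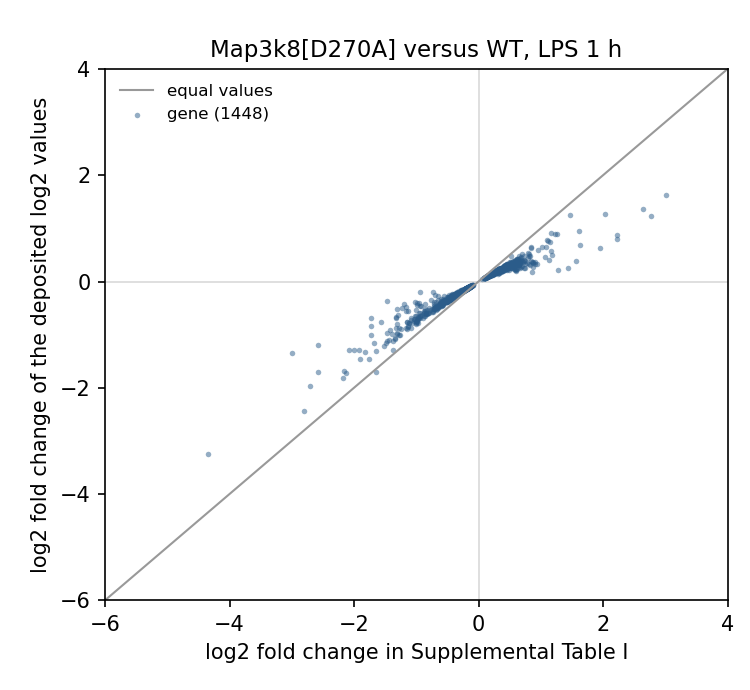
Log2 fold changes at 1 h of LPS, *Map3k8* D270A/D270A against WT, for the 1448 genes of Supplemental Table I that were tested. The horizontal axis is the paper's log2 fold change and the vertical axis the one computed from the deposited log2 values; each point is a gene and the diagonal line marks equal values. The points lie closer to 0 on the vertical axis, with a slope of 0.61.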

TPL-2 kinase activity was required for maximal expression of 131 genes during the time course (≥2-fold reduction in *Map3k8*^D270A/D270A^ cells compared with WT at any time point; (Fig. 1A, Supplemental Fig. 1A, Supplemental Table I). The expression of 278 genes was suppressed by TPL-2 catalytic activity (≥2-fold increase in *Map3k8*^D270A/D270A^ cells compared with WT at any time point; (Fig. 1A, Supplemental Fig. 1A, Supplemental Table I). 

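In the deposited values, 14 genes were at least 2-fold higher in *Map3k8* D270A/D270A than in WT BMDMs at 1 or more of the 4 times, and no gene was counted in both directions. The paper states its totals of lower and higher genes in opposite directions in different places. Its own table has 203 lower and 109 higher genes past 2-fold at 2 h, so lower genes prevail there too. In the deposited values the balance depended on the threshold. The adjusted p alone, chosen after the data were seen, gave 2134 higher genes against 1818 lower. With the 1.5-fold threshold and that at the natural logarithm of 2, also chosen later, fewer genes were higher than lower. At 2 h the largest increases among genes without overlap between the groups were in *Phyhip*, *Sgk1*, and *Tnfrsf10b*. *Phyhip* (chromosome 14 from 70457517 to 70468826) had a log2 value of 1.72 ± 0.03 (SD, n = 4) in WT and 3.24 ± 0.29 (SD, n = 6) in mutant cells, close to the floor of the scale, and a log2 fold change of 1.53 (SE 0.12, adjusted p = 4.64e-15). *Sgk1* (chromosome 10 from 21882184 to 21999903), a kinase gene expressed at a higher level, changed by 1.18 (SE 0.07, adjusted p = 9.98e-19), and *Tnfrsf10b* (chromosome 14 from 69767472 to 69784411) by 1.15 (SE 0.11, adjusted p = 7.00e-12). *Phyhip* and *Tnfrsf10b* lie within 1 Mb of each other on chromosome 14 and were also higher in unstimulated mutant cells.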

The number of genes positively and negatively regulated by TPL-2 catalytic activity increased as the time of LPS stimulation increased (Fig. 1A).

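In unstimulated cells 8 genes were changed, 4 lower and 4 higher in *Map3k8* D270A/D270A cells. After LPS, 16 genes (12 lower and 4 higher) were changed at 0.5 h, 34 (29 lower and 5 higher) at 1 h, and 79 (65 lower and 14 higher) at 2 h. Without the 2-fold requirement, 171, 163, 1163, and 3292 genes had an adjusted p below 0.05 at the 4 times. Within WT replicates 4 to 6 and *Map3k8* D270A/D270A replicates 1 to 3, 21, 13, 49, and 115 genes were changed at the 4 times in order. Within WT replicates 7 to 9 and *Map3k8* D270A/D270A replicates 4 to 6, the numbers were 9, 31, 27, and 73, with a single WT library at 2 h. The directions were split differently in the 2 groups. At 0.5 h, 6 genes were lower and 7 higher in the first group, against 28 and 3 in the second. At 2 h, 71 were lower and 44 higher in the first. Each gene changed over all replicates kept its direction in both groups of replicates. The rise over time therefore held in the pooled libraries, while within the replicates the 0.5 h count was lower than the unstimulated count in the first group and higher than the 1 h count in the second. For comparison, LPS changed 74 genes at 0.5 h, 492 at 1 h, and 1309 at 2 h in WT cells.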

**FIGURE 1.**
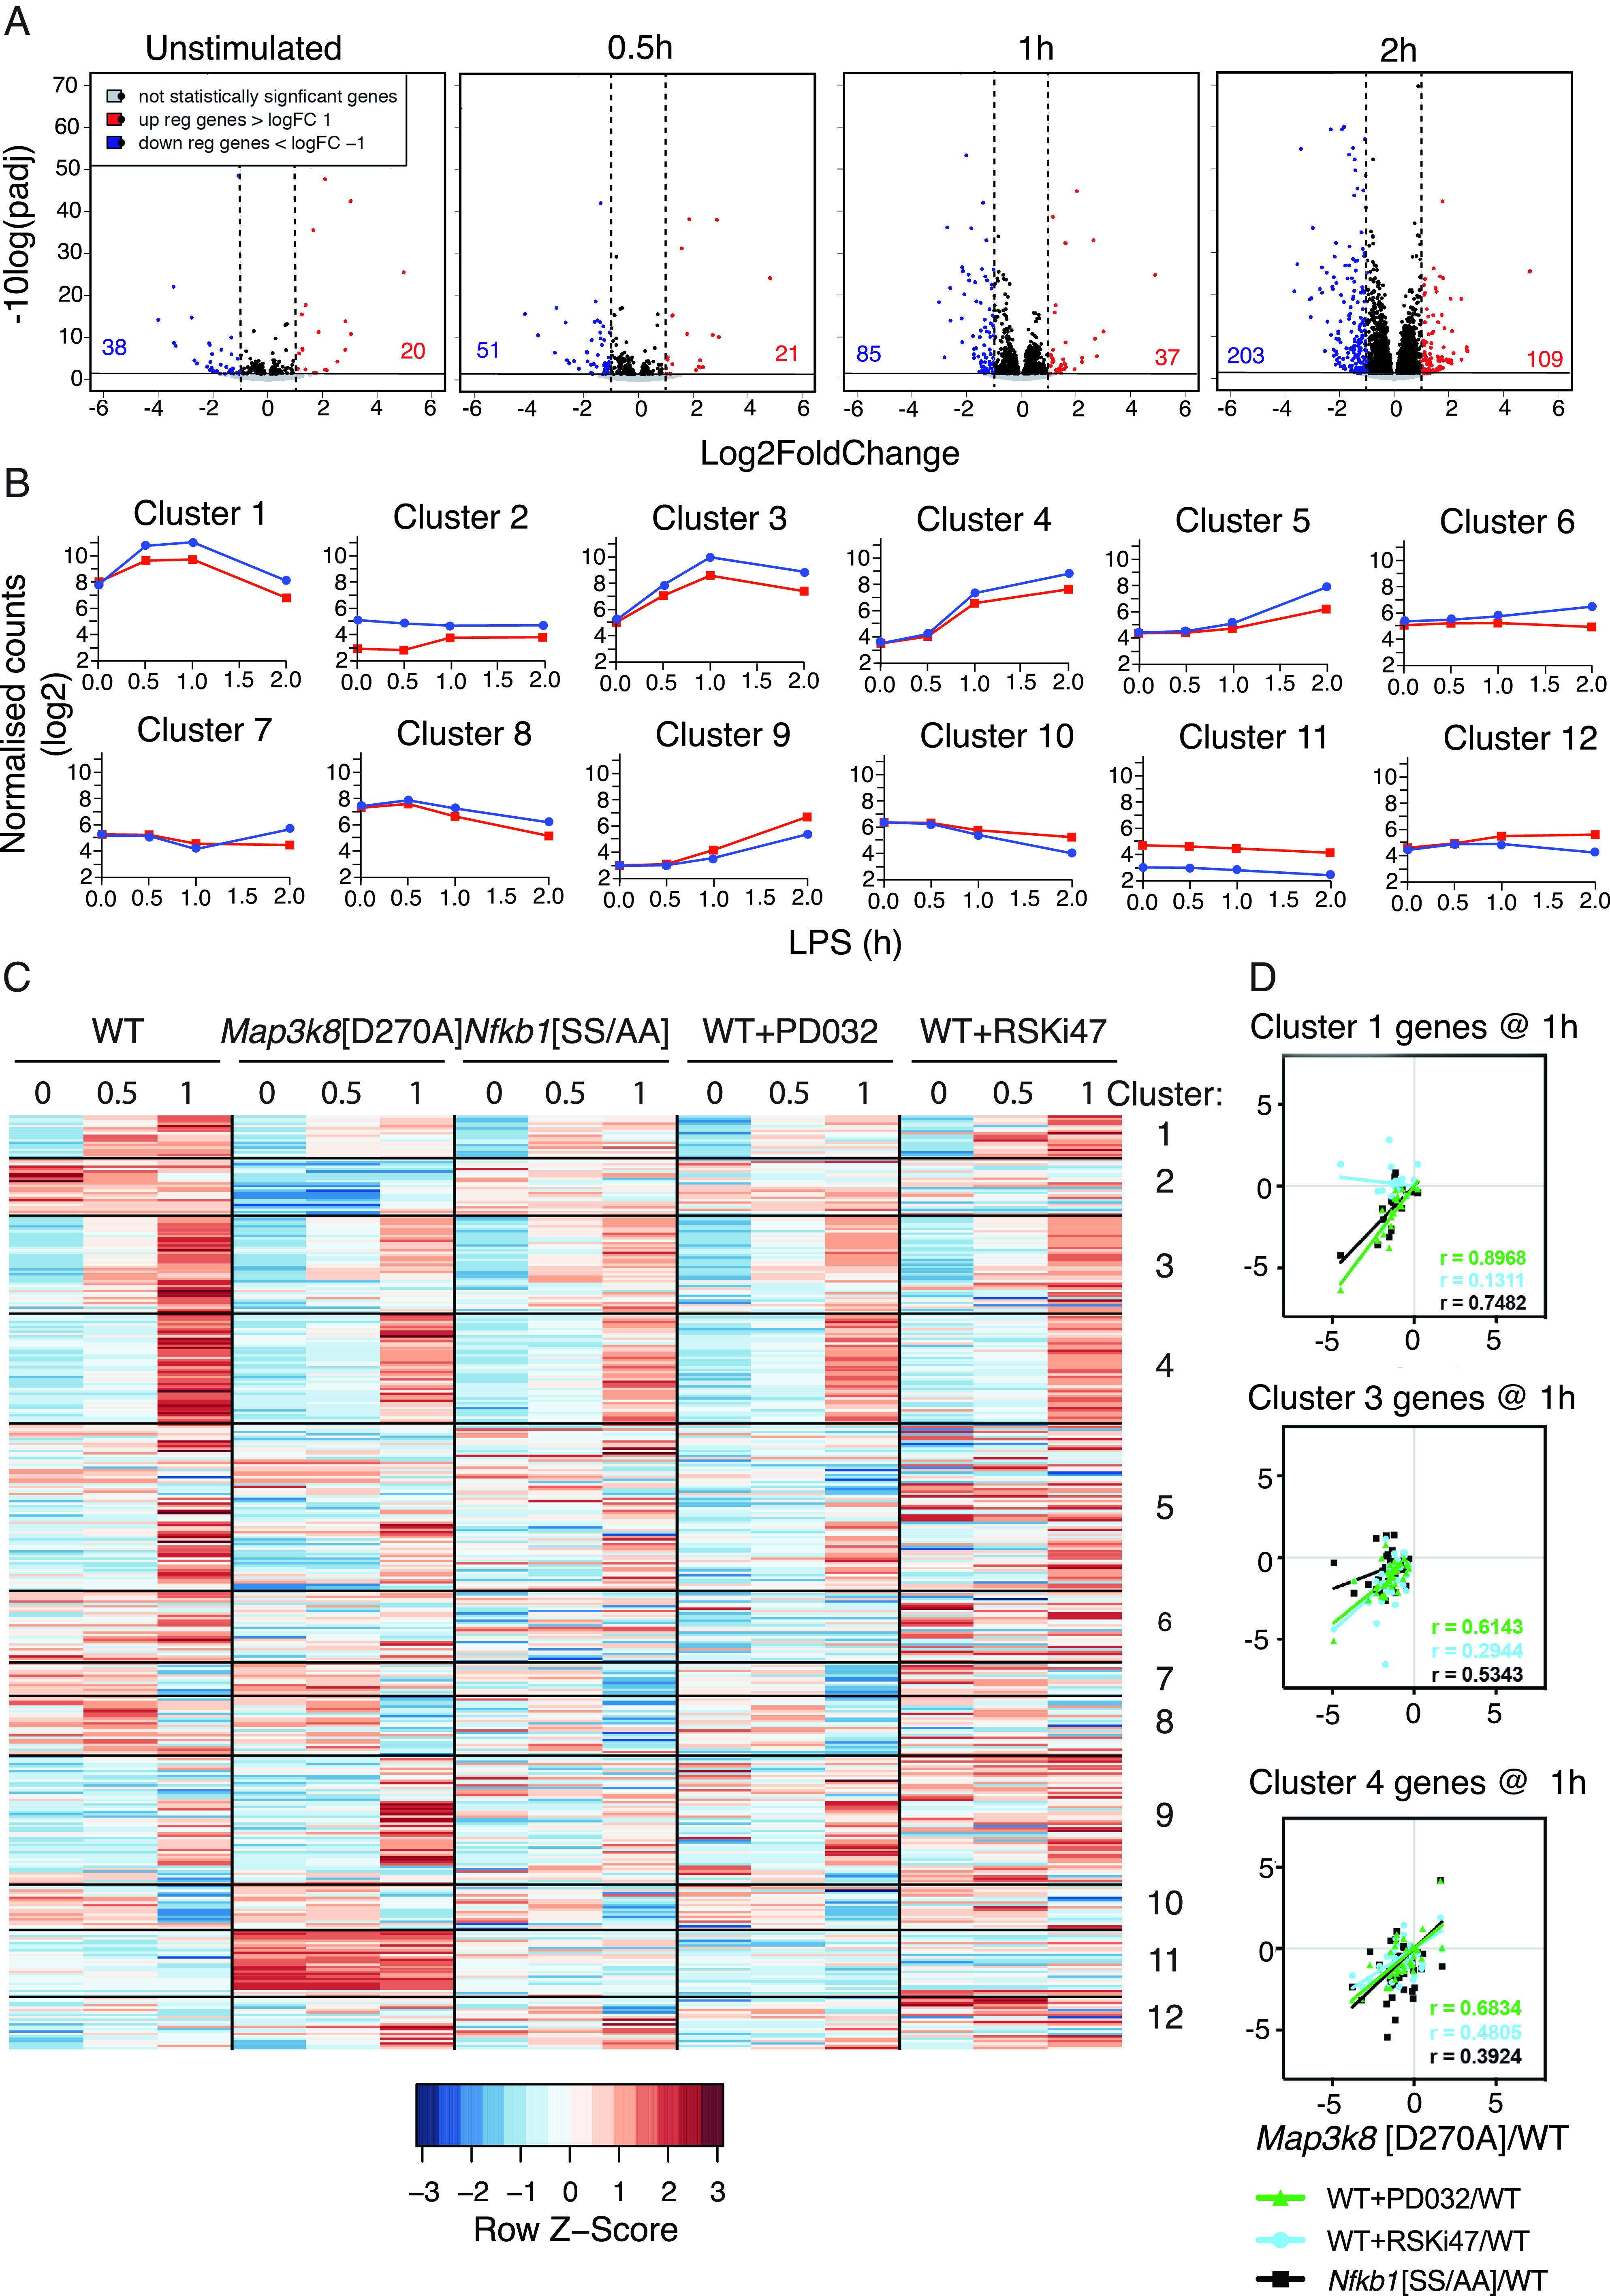
TPL-2 kinase activity induces and represses gene expression in LPS-stimulated macrophages. (**A**) Volcano plots of log_2_-transformed expression values and statistical significance of RNA-seq analyses of WT and *Map3k8*[D270A] macrophages stimulated with LPS for the indicated times. Genes significantly upregulated or downregulated (>2-fold change and false discovery rate < 0.05) are indicated by red or blue dots, respectively. (**B**) Log_2_-transformed normalized counts for WT and *Map3k8*[D270A] BMDMs for each cluster identified by k-means analysis. WT, blue; *Map3k8*[D270A], red. (**C**) Heatmap showing row-normalized expression for WT, *Map3k8*[D270A], *Nfkb1*[SS/AA], WT+PD0325901, and WT+RSKi47 macrophages for genes regulated by TPL-2 across a 1-h time course. Genes are presented in the clusters from the k-means analysis of TPL-2–regulated genes. (**D**) Log_2_ fold changes for *Map3k8*[D270A] compared with WT were taken for each gene in specific clusters and plotted against the equivalent fold changes of *Nfkb1*[SS/AA], WT+PD0325901, and WT+RSKi47 compared with WT. Each dot indicates a gene, solid lines indicate the linear regression, and *r* values were calculated using Spearman rank correlation.

To gain some insight into the potential impact of TPL-2 signaling on the biological response of macrophages to LPS stimulation, the genes regulated by TPL-2 catalytic activity were analyzed for process and pathway enrichment using the MetaCore program (Supplemental Fig. 1B). Immune response pathways, in particular cytokine and growth factor signaling via MAPK, NF-κB, and JAK-STAT signaling pathways, and damage-/injury-associated pathways were highly enriched. Similarly, immune response, inflammation, and signaling processes were enriched. These results are consistent with the known importance of TPL-2 in innate immunity, adaptive immunity, and autoimmune inflammation, based on experiments with *Map3k8*^−/−^ mice (7).

TPL-2–regulated genes were grouped into 12 distinct kinetic groups by k-means cluster analysis (Fig. 1B). 

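The members of the 12 groups are shown only in pictures, and the settings of the clustering are not given in the sources used here, so 3 sets of genes were defined by fixed rules in their place. The early set, in place of cluster 1, held the genes lower in *Map3k8* D270A/D270A cells at 0.5, 1, or 2 h that LPS raised at least 2-fold in WT cells within 0.5 h. It had 22 members: *Btg2*, *Cebpb*, *Cxcl2*, *Cxcl3*, *Dusp5*, *Egr1*, *Egr3*, *Errfi1*, *Fos*, *Fosb*, *Gpr84*, *Ier2*, *Ier3*, *Il10*, *Il1a*, *Il1b*, *Kdm6b*, *Maff*, *Myc*, *Nr4a1*, *Phlda1*, and *Ptgs2*. A delayed set of 25 genes, in place of clusters 3 and 4, was lower in the same way but reached a 2-fold rise only by 1 h. It held *Csf2*, *Il23a*, *Lif*, *Fosl1*, *Fosl2*, and *Sphk1*, among others. Of its members, *Rn45s* is the precursor of ribosomal RNA, which comes from many copies in the genome and had no position in the annotation used, and *Il1bos* overlaps *Il1b* on the opposite strand. The constitutive set, in place of cluster 11, held the 4 genes higher in *Map3k8* D270A/D270A cells at all 4 times: *Ankrd29*, *Cables1*, *Gfra2*, and *Phyhip*. A rise of at least 4-fold in WT cells left 14 early genes, and the group that held *Egr1* after a k-means clustering of the 95 changed genes into 12 groups had 6, with 10000 random starts, a number set after 100 starts had given 6 or 9.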

Because TPL-2 signaling is rapidly and transiently induced following LPS stimulation of macrophages (33), we focused on clusters 1, 3, and 4, which contained genes that were clearly induced at the early time points following LPS stimulation (Supplemental Fig. 2). Cluster 1 contained the genes most rapidly induced by LPS stimulation and these were strongly reduced by *Map3k8*^D270A^ mutation. 

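The 22 early genes rose in WT cells by a median of 2.45 on the log2 scale at 0.5 h of LPS (range 1.03 to 5.34), 3.40 at 1 h, and 1.56 at 2 h. The 25 delayed genes rose by 0.25, 2.18, and 3.21. The median log2 fold change of the early genes between *Map3k8* D270A/D270A and WT cells was -0.80 at 0.5 h, with 14 of 22 lower at an adjusted p below 0.05, -1.14 at 1 h, with 22 of 22 lower, and -1.17 at 2 h, with 20 of 22 lower. Because a reduction of at least 2-fold in *Map3k8* D270A/D270A cells at 1 or more LPS times was a condition for membership, the direction in these cells and in part the size are set by the rule. At 0.5 h the median was -0.35 in WT replicates 4 to 6 with *Map3k8* D270A/D270A replicates 1 to 3 and -1.19 in the other replicates, whereas at 1 h the medians were -1.15 and -1.09.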

RNA-seq determined that LPS induction of cluster 1 genes was also significantly reduced by *Nfkb1*^SSAA^ mutation (11), which prevents signal-induced proteolysis of p105 and consequently prevents TPL-2 activation of MKK1/2 and their substrates ERK1/2 (Fig. 1C). Similarly, pharmacological inhibition of ERK1/2 activation in WT cells with PD0325901 MKK1/2 inhibitor reduced the expression of cluster 1 genes (Fig. 1C). 

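*Nfkb1* SSAA/SSAA BMDMs, in which p105 lacks the serines phosphorylated for its proteolysis, gave 6 libraries each from unstimulated cells and at 0.5 and 1 h of LPS. The changed residues leave the amount of *Nfkb1* mRNA as no check of the genotype: its log2 value at 1 h was 11.92 ± 0.13 (SD, n = 6) in *Nfkb1* SSAA/SSAA and 11.96 ± 0.20 (SD, n = 6) in WT cells. These libraries and those of inhibitor-treated WT cells were compared with the WT libraries of the TPL-2 experiment in a second limma fit over all libraries, which tested 11971 genes with a value of at least 10 in 3 libraries. No WT libraries collected beside the *Nfkb1* SSAA/SSAA cells were analysed here, so genotype and experiment coincide in this comparison. Replicate 2 at 1 h lay apart from the other *Nfkb1* SSAA/SSAA libraries, in a way that followed transcript length (Spearman correlation across genes -0.63).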

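At 1 h of LPS, 21 of the 22 early genes were lower in *Nfkb1* SSAA/SSAA than in WT cells at an adjusted p below 0.05, and the exception was *Cxcl2* at -0.09. Their median log2 fold change was -1.30, with a range of -3.06 to -0.09. At 0.5 h the median was -0.27, and 9 genes were lower and 5 higher. In unstimulated cells it was -0.05. Over all genes tested, 140 were changed at least 2-fold at 1 h, 80 lower and 60 higher.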

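PD0325901 inhibits MKK1/2, the kinases that activate ERK1/2, and was given to WT BMDMs 10 min before LPS. There were 6 libraries of PD0325901-treated cells each at 0.5 and 1 h of LPS. The sample labels do not give the number of cultures, and repeats of 3 cultures cannot be excluded: replicates 3 and 6 at 0.5 h and replicates 2 and 5 at 1 h were the closest pairs, with root mean square differences of 0.112 and 0.117 against medians over all pairs of 0.136 and 0.137. Without LPS, 3 libraries each were made after 10, 40, and 70 min of the inhibitor and 3 after 10 min of its solvent, DMSO. The sample labels and the paper give the same dose of the inhibitor in different units. There was no library of DMSO-treated cells with LPS, so the inhibitor-treated cells were compared with untreated WT cells of the TPL-2 experiment. Without LPS, 46 genes (12 lower and 34 higher) differed between DMSO-treated and those WT cells, whereas limma found 0 genes changed between PD0325901 and DMSO at 10 min, with 245 at an unadjusted p below 0.05.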

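At 1 h of LPS, 21 of the 22 early genes were lower in PD0325901-treated than in untreated WT cells, with a median log2 fold change of -1.14 and a range of -4.22 to -0.31. The largest reduction was that of *Egr1*, -4.22 (SE 0.14, adjusted p = 7.29e-46). At 0.5 h the median was -0.69 and 16 genes were lower. Without LPS, after 10 min of the inhibitor, it was -0.13. In all, 88 genes were changed at 1 h, 49 lower and 39 higher, and as many when replicates 1 and 4, 2 and 5, and 3 and 6 were averaged, a setting chosen after the data were seen.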

Pharmacological inhibition of RSK1/2 with RSKi47 (34) did not alter LPS-induced expression of mRNAs encoding cluster 1 genes (Fig. 1C), indicating that TPL-2 did not induce cluster 1 gene expression as a consequence of ERK1/2-mediated activation of RSK1/2. 

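RSKi47 inhibits RSK1/2, kinases that ERK1/2 activate. WT BMDMs treated with it gave 4 libraries without LPS, 3 at 0.5 h, 4 at 1 h, and 4 at 2 h, and were compared with untreated WT cells of the TPL-2 experiment by the limma fit over all libraries. Replicate 4 lay apart from the other replicates at the 3 times at which it was sequenced.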

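At 1 h of LPS, 13 of the 22 early genes were lower in RSKi47-treated than in untreated WT cells at an adjusted p below 0.05 and 1, *Egr1*, was higher by 1.01 (SE 0.16, adjusted p = 9.89e-08). The median log2 fold change was -0.38, and the values ran from -1.69 for *Cxcl3* to 1.01 for *Egr1*. At 0.5 h the median was -0.52, with 13 genes lower and 1 higher. The size of the change in RSKi47-treated cells was not tested against that in PD0325901-treated cells. Over all genes, 186 were changed at 1 h, 69 lower and 117 higher. Without LPS, 161 genes, 42 of them lower, already differed between RSKi47-treated and untreated cells, and 7 of the early genes were lower and 3 higher, so the values with LPS include differences present before it.

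**Figure D2:**
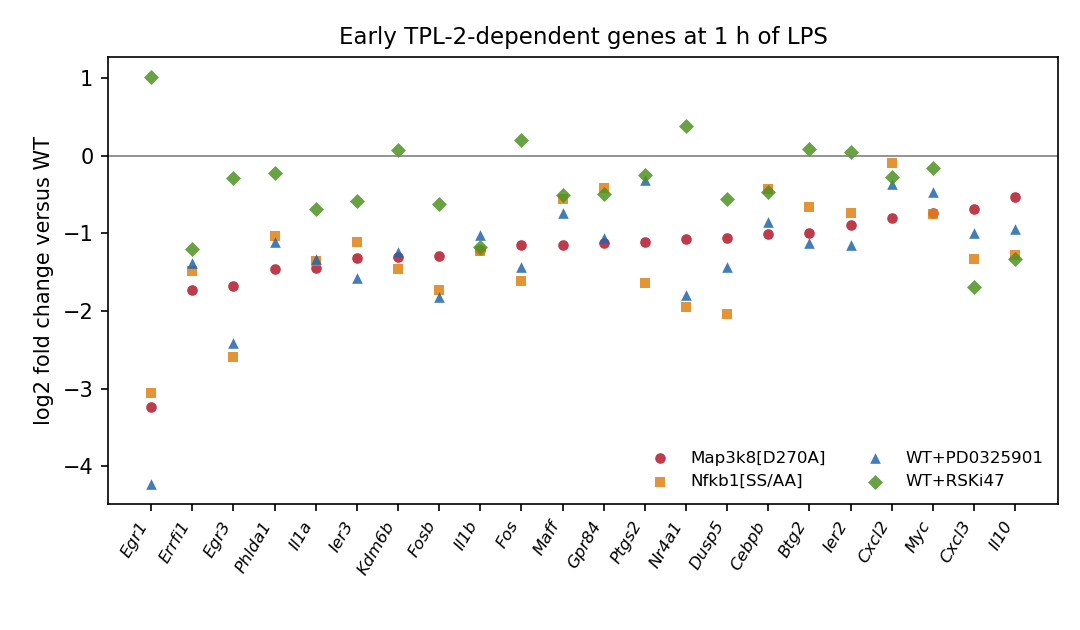
Log2 fold changes at 1 h of LPS of the 22 early genes, named along the horizontal axis, each against the same WT libraries. A marker stands for the change in *Map3k8* D270A/D270A cells, *Nfkb1* SSAA/SSAA cells, or WT cells treated with PD0325901 or RSKi47; all markers of the first 3 kinds lie below 0, while those of RSKi47 reach from -1.69 to 1.01.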

Genes in clusters 3 and 4 had a delayed induction compared with cluster 1, but their expression was similarly reduced by *Map3k8*^D270A^ and *Nfkb1*^SSAA^ mutation, as well as by PD0325901 treatment. 

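The 25 delayed genes had a median log2 fold change in *Map3k8* D270A/D270A cells of -0.09 at 0.5 h, with 1 gene lower at an adjusted p below 0.05, of -0.77 at 1 h, with 18 lower and 1 higher, and of -1.37 at 2 h, with 24 lower. At 1 h the median was -0.72 in *Nfkb1* SSAA/SSAA cells, where 16 genes were lower at an adjusted p below 0.05. With PD0325901 it was -0.76, with 16 genes lower and 2 higher. At 0.5 h the same comparisons gave 0.14 and -0.13. Within WT replicates 4 to 6 and *Map3k8* D270A/D270A replicates 1 to 3 the median at 1 h was -0.90, and within the others -0.52.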

Inhibition of RSK1/2 activity with RSKi47 also reduced expression of a fraction of cluster 3 and 4 genes. 

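With RSKi47, 17 of the 25 delayed genes were lower at 1 h of LPS and 4 were higher, with a median log2 fold change of -0.76 and a range of -2.41 to 1.17. The genes that were higher were *Flrt3* at 1.17, *Clcf1* at 1.10, *Pdpn* at 0.84, and *Fosl2* at 0.29. Without LPS, 3 of the 25 genes were lower in RSKi47-treated cells and 8 higher.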

Interestingly, suppressed expression of cluster 11 genes by TPL-2 catalytic activity was not phenocopied by MKK1/2 inhibition, suggesting that TPL-2 regulated the constitutive expression of a subset of genes independently of ERK1/2 activation.

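The 4 genes higher in *Map3k8* D270A/D270A cells at every time were *Ankrd29* (chromosome 18 from 12252357 to 12306013), *Cables1* (chromosome 18 from 11839274 to 11945627), *Gfra2* (chromosome 14 from 70890107 to 70979840), and *Phyhip*. In unstimulated cells their log2 fold changes lay between 1.29 (SE 0.09, adjusted p = 1.59e-16) for *Cables1* and 1.56 (SE 0.24, adjusted p = 1.46e-05) for *Gfra2*. In the second group of replicates *Gfra2* changed by 1.35 without LPS (SE 0.50, adjusted p = 0.300) and did not pass an adjusted p of 0.05 at 0.5 or 1 h either. Without *Map3k8* D270A/D270A replicate 2, only 2 genes met the rule at all 4 times. The median over the 4 genes after 10 min of PD0325901 without LPS was -0.03, and with LPS it was -0.07 at 0.5 h and -0.09 at 1 h, where *Cables1* was lower at each LPS time (-0.23 at both, adjusted p = 0.0478 and 0.0415). These medians moved across 0 when single replicates were left out, between -0.14 and 0.01 at 0.5 h, for example, with the lower value without *Map3k8* D270A/D270A replicate 5 and the higher without replicate 2. In *Nfkb1* SSAA/SSAA cells the medians were 0.06, 0.07, and -0.01 for unstimulated cells, 0.5 h, and 1 h, and the single values lay between -0.09 and 0.12, while those with PD0325901 lay between -0.23 and 0.17. *Cables1* and *Ankrd29* lie within 20 Mb of *Map3k8* on chromosome 18, as do 16 of the 171 genes with an adjusted p below 0.05 in unstimulated cells (9.36%, against 0.283% of the other genes). *Gfra2* and *Phyhip* lie on chromosome 14, as do 20 of the 171 (11.7%, against 3.17%). From the absence of a change under MKK1/2 inhibition, the paper proposes that TPL-2 acts on the constitutive expression of these genes without ERK1/2 activation.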

The overlaps between the effects of *Map3k8*^D270A^ mutation and *Nfkb1*^SSAA^ mutation or PD0325091 treatment on the expression of individual genes in clusters 1, 3, and 4 were compared quantitatively. 

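Across the 22 early genes at 1 h of LPS, the log2 fold changes in *Map3k8* D270A/D270A cells and in *Nfkb1* SSAA/SSAA cells had a Spearman correlation of 0.455 (Pearson 0.657), and those in *Map3k8* D270A/D270A and in PD0325901-treated cells 0.624 (Pearson 0.858). These are correlations across genes, which are not independent replicates, and 8 of them were computed in all. Both changes are measured against the same WT libraries, whose chance values enter both. When the second group was simulated as unchanged from WT 1000 times, the correlation had a median of 0.159 and an upper limit (97.5th percentile) of 0.498 for the first comparison, and a median of 0.180 and a limit of 0.452 for the second. The value for *Nfkb1* SSAA/SSAA cells was thus under its limit and the value for PD0325901 above it. Leaving out WT replicate 4, 5, or 6 raised the first to 0.620, 0.579, and 0.561, above the limits found without those replicates, as it was without *Map3k8* D270A/D270A replicate 1 (0.49) or 5 (0.495) or *Nfkb1* SSAA/SSAA replicate 2 (0.442). With separate WT libraries for each side, *Map3k8* D270A/D270A against WT replicates 4 to 6, the correlation with PD0325901 was 0.409, under its limit of 0.455, and with the WT libraries exchanged it was 0.687, above its limit of 0.494.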

At 1 h of LPS stimulation, the expression values in cluster 1 correlated well between *Map3k8*^D270A/D270A^ and *Nfkb1*^SSAA/SSAA^ cells (*r* = 0.748) and between *Map3k8*^D270A/D270A^ cells and WT cells + PD0325901 (*r* = 0.897) (Fig. 1D). Similar comparisons in the expression values for clusters 3 and 4 were also well correlated (Fig. 1D). 

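For the 25 delayed genes at 1 h, the correlation with *Map3k8* D270A/D270A cells was 0.519 (Pearson 0.619) for *Nfkb1* SSAA/SSAA cells and 0.712 (Pearson 0.749) for PD0325901. Unchanged groups gave upper limits of 0.609 and 0.662, respectively, with medians of 0.087 and 0.097. The second value fell under the limit of the remaining libraries when some single replicates were left out: to 0.633 without *Map3k8* D270A/D270A replicate 2, 0.638 without *Map3k8* D270A/D270A replicate 3, and 0.577, 0.690, 0.60, and 0.622 without WT replicate 4, 5, 6, or 7.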

The RNA-seq experiments therefore supported the hypothesis that TPL-2 catalytic activity promoted the expression of rapidly induced genes in clusters 1, 3, and 4 via activation of ERK1/2, which was dependent on IKK-induced proteolysis of NF-κB1 p105, an essential step for TPL-2 activation of ERK1/2 following LPS stimulation (11). 

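Since the unstimulated groups also differed between experiments, the comparison was repeated on the response to LPS, the difference between stimulated and unstimulated libraries of each kind. The median over the early genes with PD0325901 was then -1.02. The same genes were lower in the kinase mutant, the p105 mutant, and with the MKK1/2 inhibitor at 1 h, except *Cxcl2* in *Nfkb1* SSAA/SSAA cells and *Ptgs2* with PD0325901, -0.31 (adjusted p = 0.13). From the shared reductions and correlations, the paper proposes that TPL-2 catalytic activity promotes expression of the rapidly induced genes through ERK1/2, and that this depends on IKK-induced proteolysis of p105.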

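Between *Map3k8* D270A/D270A cells and RSKi47-treated WT cells, the log2 fold changes of the 22 early genes at 1 h had a Spearman correlation of -0.064 (Pearson -0.474), within the values of unchanged groups (median 0.092, upper limit 0.378). Leaving out single replicates gave -0.108 to 0.083.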

The expression values in clusters 1 and 3 only weakly or moderately correlated between *Map3k8*^D270A/D270A^ cells and WT cells + RSKi47, suggesting that RSKs did not play a major role in regulating the expression of these gene clusters. However, the effects of *Map3k8*^D270A^ mutation and RSKi47 correlated more strongly for cluster 4 genes, suggesting that TPL-2 activation of RSKs contributed to the expression of these genes.

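Clusters 3 and 4 were not told apart by the rule used here. For the delayed set as a whole, the correlation between *Map3k8* D270A/D270A cells and RSKi47-treated cells at 1 h was 0.595 (Pearson 0.516), above the upper limit of 0.554 for unchanged groups (median 0.062). It was under the limit of the remaining libraries without any 1 of *Map3k8* D270A/D270A replicates 1, 2, 3, and 6 (0.532, 0.547, 0.533, and 0.573), WT replicates 4 to 8 (0.463, 0.60, 0.505, 0.517, and 0.582), and RSKi47 replicate 1 (0.582).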

### TPL-2 catalytic activity induces the expression of TCF target genes

Studies in fibroblasts have demonstrated that ERK1/2 directly phosphorylates ∼50 transcription factors following growth factor receptor stimulation, including ATF2, C/EBPβ, ELK1, ERF, c-FOS, HIF1α, SP1, and c-JUN (35). The mechanisms by which TPL-2 activation of ERK1/2 regulates transcription in macrophages are not understood. We used a bioinformatics approach to investigate this question, focusing on TPL-2–regulated genes in cluster 1 that were most rapidly induced by LPS stimulation and therefore likely to be direct targets of the TPL-2–ERK1/2 signaling pathway. Analysis of these genes using the MetaCore database revealed that ELK3, ELK4, and ELK1 were among the four most enriched transcription factors (based on a ratio of observed/expected hits) (Fig. 2A). ELK3, ELK4, and ELK1 belong to the TCF subfamily of ETS family transcription factors (36).

**FIGURE 2.**
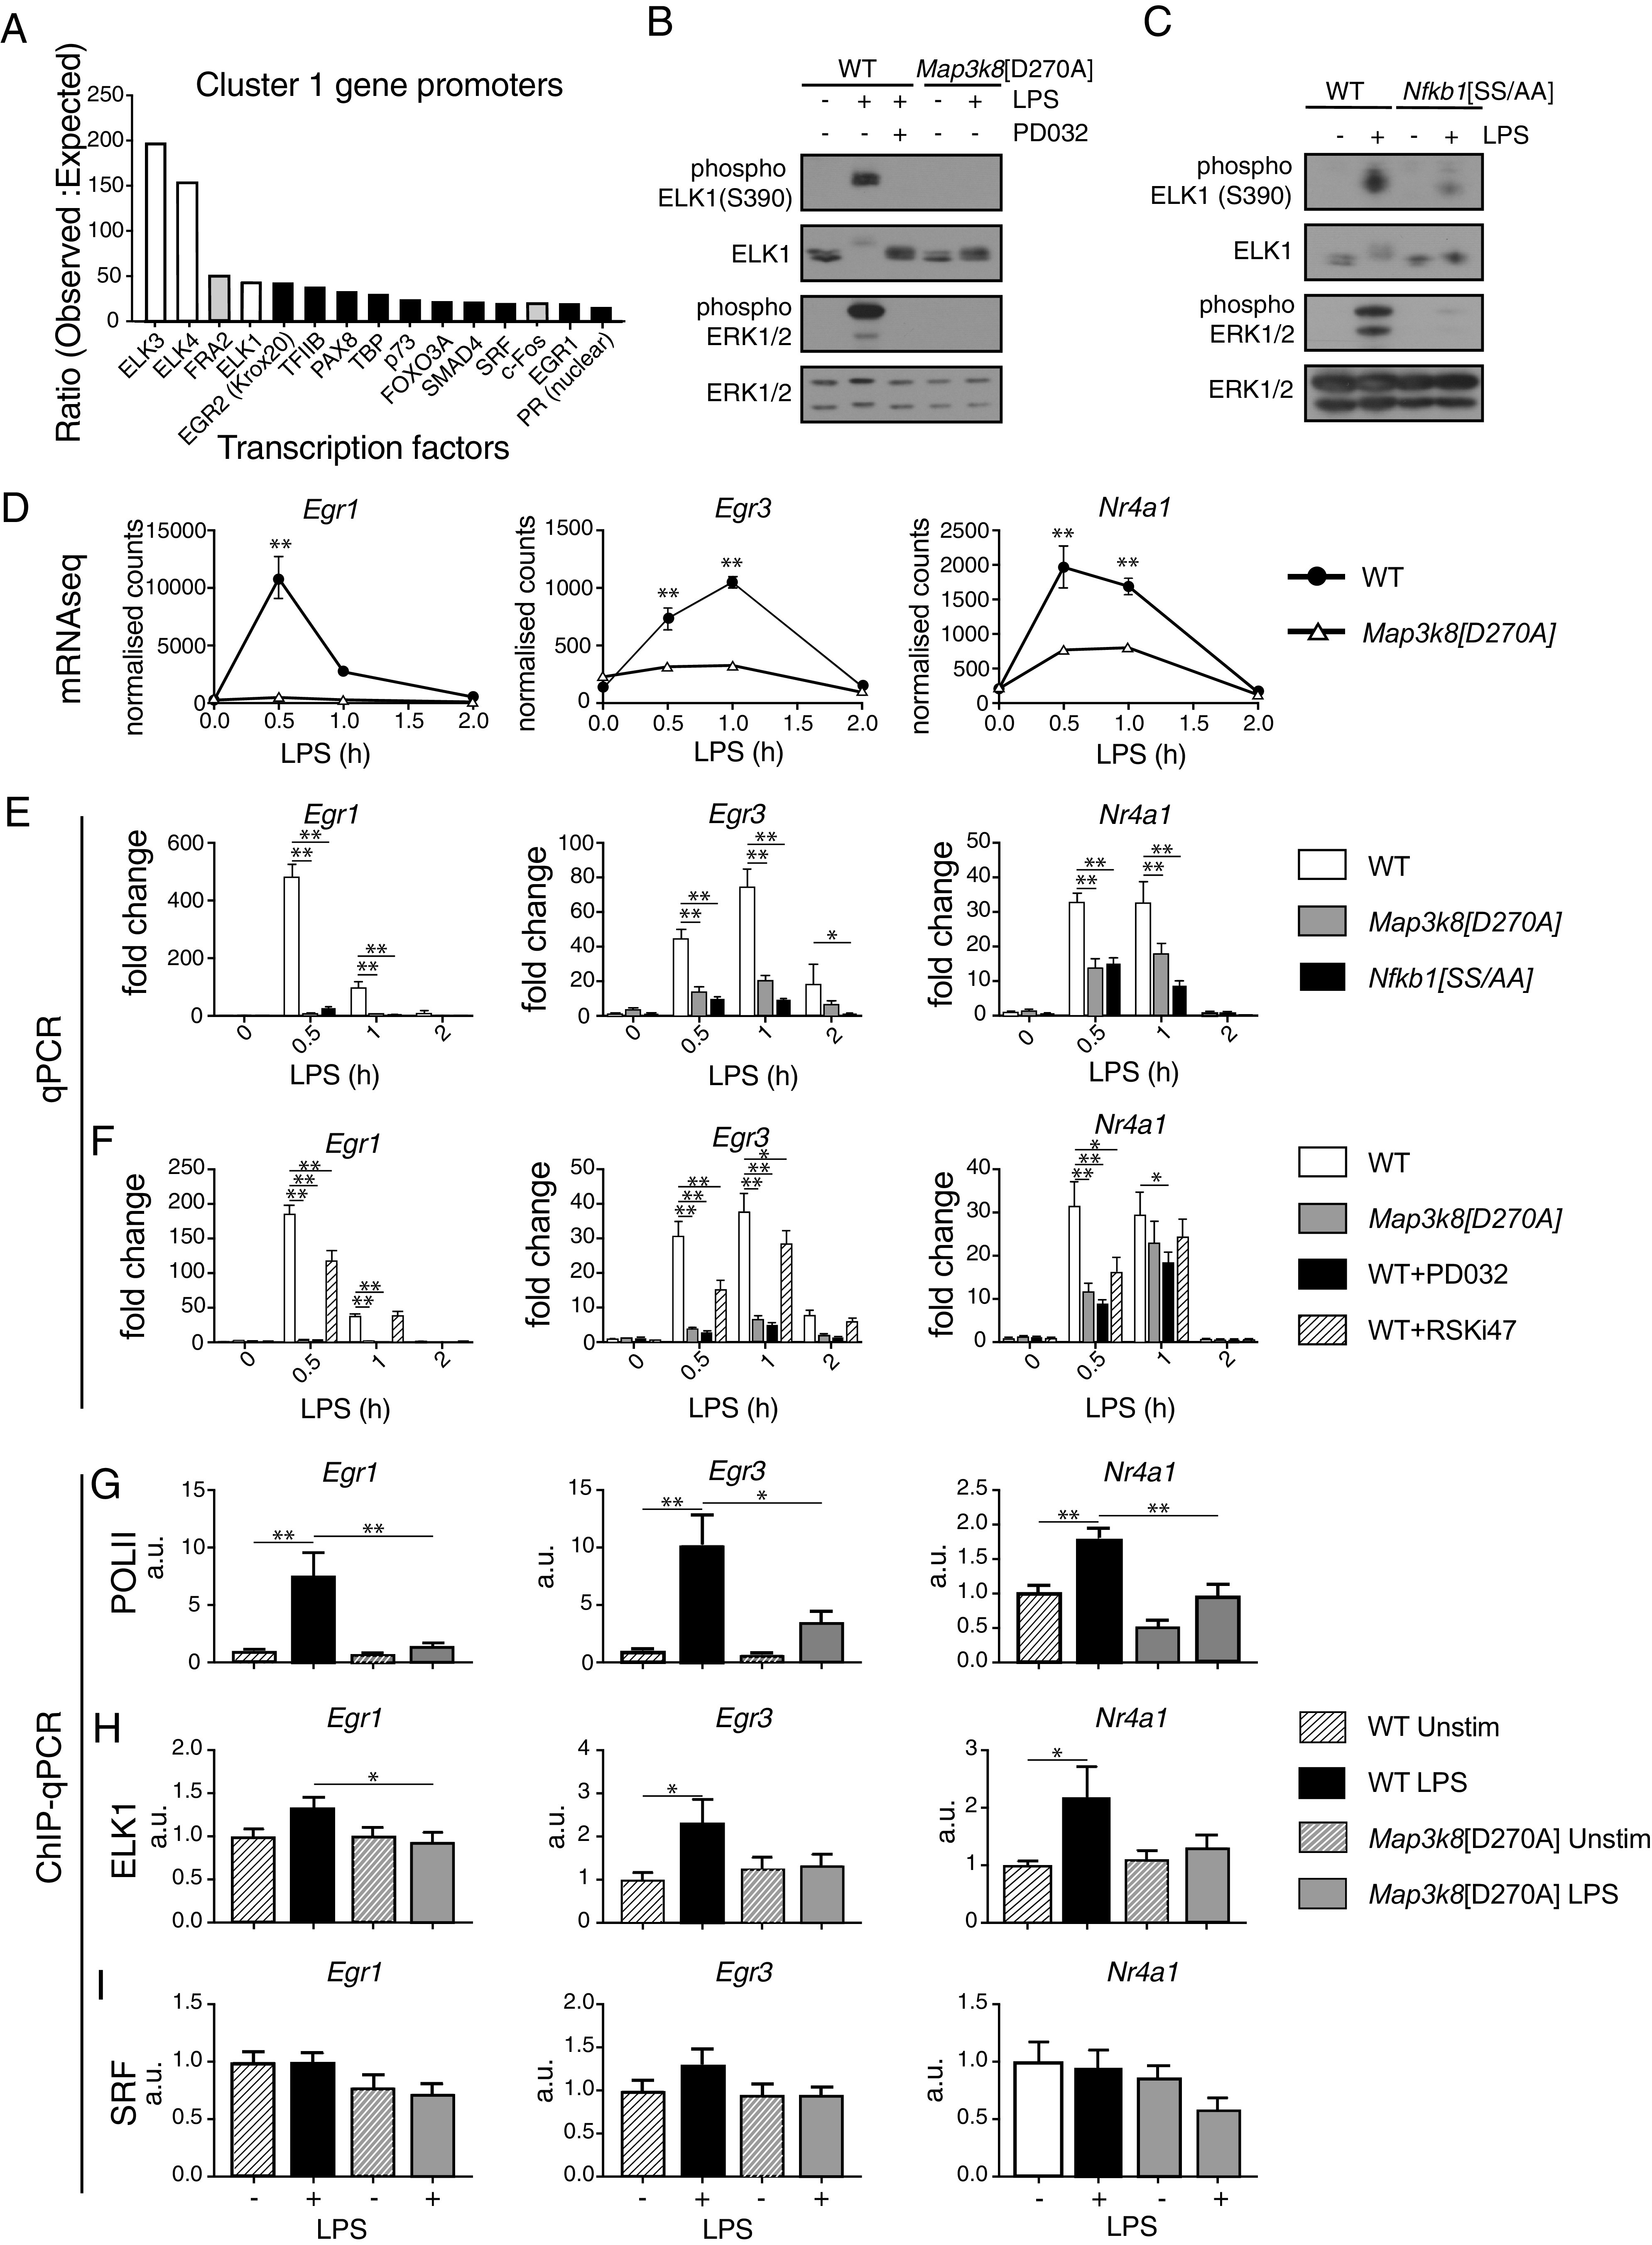
TPL-2 regulates ELK1 phosphorylation and TCF target gene expression. (**A**) Genes in cluster 1 were analyzed for transcription factor enrichment using the MetaCore program. The top 15 enriched transcription factors are shown ranked by the ratio of observed sites to expected sites in the cluster 1 gene promoters. TCF family transcription factors, white; Fos family transcription factors, light gray. (**B**) WT and *Map3k8*[D270A] macrophages stimulated with LPS for 15 min. PD0325901 was added to the indicated WT cultures to block ERK1/2 activation. Total cell lysates were immunoblotted for the antigens shown. (**C**) WT and *Nfkb1*[SS/AA] macrophages stimulated with LPS for 15 min. Total cell lysates were immunoblotted for the indicated antigens. Experiments in (B) and (C) are representative of three similar experiments. (**D**) Normalized counts from the RNA-seq analysis of WT and *Map3k8*[D270A] macrophages unstimulated or stimulated with LPS for the indicated times are shown for *Egr1*, *Egr3*, and *Nr4a1*. (**E**) WT, *Map3k8*[D270A], and *Nfkb1*[SS/AA] macrophages stimulated with LPS during a 2-h time course. *Egr1*, *Egr3*, and *Nr4a1* mRNA expression levels were analyzed by qRT-PCR. (**F**) WT, *Map3k8*[D270A], WT+PD0325901, and WT+RSKi47 macrophages stimulated with LPS during a 2-h time course. *Egr1*, *Egr3*, and *Nr4a1* mRNA expression analyzed by qRT-PCR. Results in (E) and (F) are representative of three similar experiments. (**G**) WT and *Map3k8*[D270A] macrophages were stimulated with LPS for 30 min or left untreated. Chromatin immunoprecipitations (ChIPs) were performed with (G) POLII, (**H**) ELK1, and (**I**) SRF Abs. ChIP signals relative to input for TCF binding regions of the *Egr1*, *Egr3*, and *Nr4a1* promoters are shown. Results from three separate experiments were combined. *p ≤ 0.05, **p ≤ 0.01.

Experiments in fibroblasts have demonstrated that TCFs bind cooperatively with serum response factor (SRF) to serum response elements in the promoters of immediate early genes (37). Mitogenic stimulation activates the Ras-Raf MAPK pathway, inducing ERK1/2 phosphorylation of C-terminal transactivation domains of TCFs, which triggers their transcriptional activation and immediate early gene expression (38). Immunoblotting of macrophage cell lysates demonstrated that LPS stimulation induced ELK1 phosphorylation at Ser^390^, an ERK1/2 phosphorylation site, and this was blocked by *Map3k8*^D270A^ mutation (Fig. 2B). LPS-induced ELK1 Ser^390^ phosphorylation was also prevented by PD0325901 MKK1/2 inhibitor treatment of WT cells and by *Nfkb1*^SSAA^ mutation (Fig. 2B, 2C). These data indicated that TPL-2 signaling induced C-terminal ELK1 phosphorylation by ERK1/2, downstream of IKK-induced NF-κB1 p105 proteolysis.

Analysis of the RNA-seq data revealed that *Map3k8*^D270A^ mutation significantly reduced the mRNA abundance of the TCF-regulated immediate early genes *Egr1*, *Egr3*, and *Nr4A1* following LPS stimulation of macrophages (Fig. 2D), which was confirmed by quantitative RT-PCR (qRT-PCR) (Fig. 2E). 

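*Egr1* (chromosome 18 from 34861207 to 34864956) rose in WT cells from a log2 value of 7.99 ± 0.23 (SD, n = 6) before LPS to 13.32 ± 0.48 (SD, n = 6) at 0.5 h, and in *Map3k8* D270A/D270A cells from 8.15 ± 0.16 (SD, n = 6) to 8.91 ± 0.22 (SD, n = 6). The log2 fold change between the genotypes was -4.41 (SE 0.13, adjusted p = 1.13e-32) at 0.5 h, -3.24 (SE 0.13, adjusted p = 4.65e-26) at 1 h, and -1.81 (SE 0.15, adjusted p = 3.28e-14) at 2 h (limma). *Egr3* (chromosome 14 from 70077317 to 70082613) reached 10.03 ± 0.16 in WT and 8.34 ± 0.22 in mutant cells at 1 h, with log2 fold changes of -1.16 (adjusted p = 9.13e-09), -1.69 (adjusted p = 1.81e-14), and -0.63 (adjusted p = 0.000989) at 0.5, 1, and 2 h. In unstimulated cells *Egr3*, which lies on chromosome 14 near *Phyhip* and *Tnfrsf10b*, was higher in the mutant, 0.82 (adjusted p = 6.88e-05). *Nr4a1* (chromosome 15 from 101253902 to 101274795) reached 10.85 ± 0.56 in WT and 9.58 ± 0.19 in mutant cells at 0.5 h, and changed by -1.28 (SE 0.14, adjusted p = 5.38e-10), -1.07 (adjusted p = 2.48e-08), and -0.58 (adjusted p = 0.00265) at the 3 LPS times. For *Egr3* the changes in the first and the second group of replicates were -0.73 and -1.59 at 0.5 h and -0.92 and, against a single WT library, -0.33 at 2 h, and for *Nr4a1* they were -0.74 and -1.82 at 0.5 h. Before LPS, *Egr1* and *Nr4a1* did not differ (adjusted p = 0.697 and 0.967). Of the 27 genes that the paper's text names, 2, 11, 16, and 18 had an adjusted p below 0.05 at the 4 times over all genes tested, and 3, 14, 18, and 18 when adjusted over the list alone, which is not independent evidence because the paper chose several of them on these libraries.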

*Nfkb1*^SSAA^ mutation and treatment of WT cells with PD0325901 also reduced the LPS-induced expression of *Egr1*, *Egr3*, and *Nr4A1* mRNAs in macrophages (Fig. 2E, 2F). Primary transcript qRT-PCR demonstrated that *Map3k8*^D270A^ mutation reduced mRNA levels of these genes by impairing their transcription (Supplemental Fig. 3A). Consistent with this, ChIP experiments showed that LPS stimulation induced recruitment of RNA polymerase II to the promoters of *Egr1*, *Egr3*, and *Nr4A1*, which was reduced by *Map3k8*^D270A^ mutation (Fig. 2G). Binding of ELK1 to the *Egr1, Egr3*, and *Nr4a1* promoters was fractionally increased in LPS-stimulated WT cells, and this increase was blocked by *Tpl2*^D270A^ mutation (Fig. 2H). In contrast, binding of SRF was constitutive to the *Egr1, Egr3*, and *Nr4a1* promoters and unaffected by *Map3k8*^D270A^ mutation (Fig. 2I). Taken together, these results indicated that TLR4 activation of the IKK2–NF-κB1 p105–TPL-2–ERK1/2 MAPK pathway promoted TCF phosphorylation, thereby inducing transcription of TCF/SRF-regulated immediate-early genes.

### ELK1/ELK4 regulate nearly half of TPL-2–dependent genes in LPS-stimulated macrophages

The roles of TCFs in the regulation of gene expression have been intensively studied in serum-stimulated fibroblasts (23, 39). However, the contribution of TCFs to gene expression in innate immune responses is not known. ELK1 and ELK4 act redundantly and their knockout phenotypes are distinct from those of ELK3 (27, 40). We therefore analyzed TLR4-induced gene expression in macrophages generated from *Elk1*^−/−^ *Elk4*^−/−^ mice. As expected, qRT-PCR demonstrated that LPS-induced expression of *Egr1*, *Egr3*, and *Nr4a1* mRNAs was significantly reduced in *Elk1*^−/−^ *Elk4*^−/−^ macrophages compared with WT cells (Fig. 3A).

**FIGURE 3.**
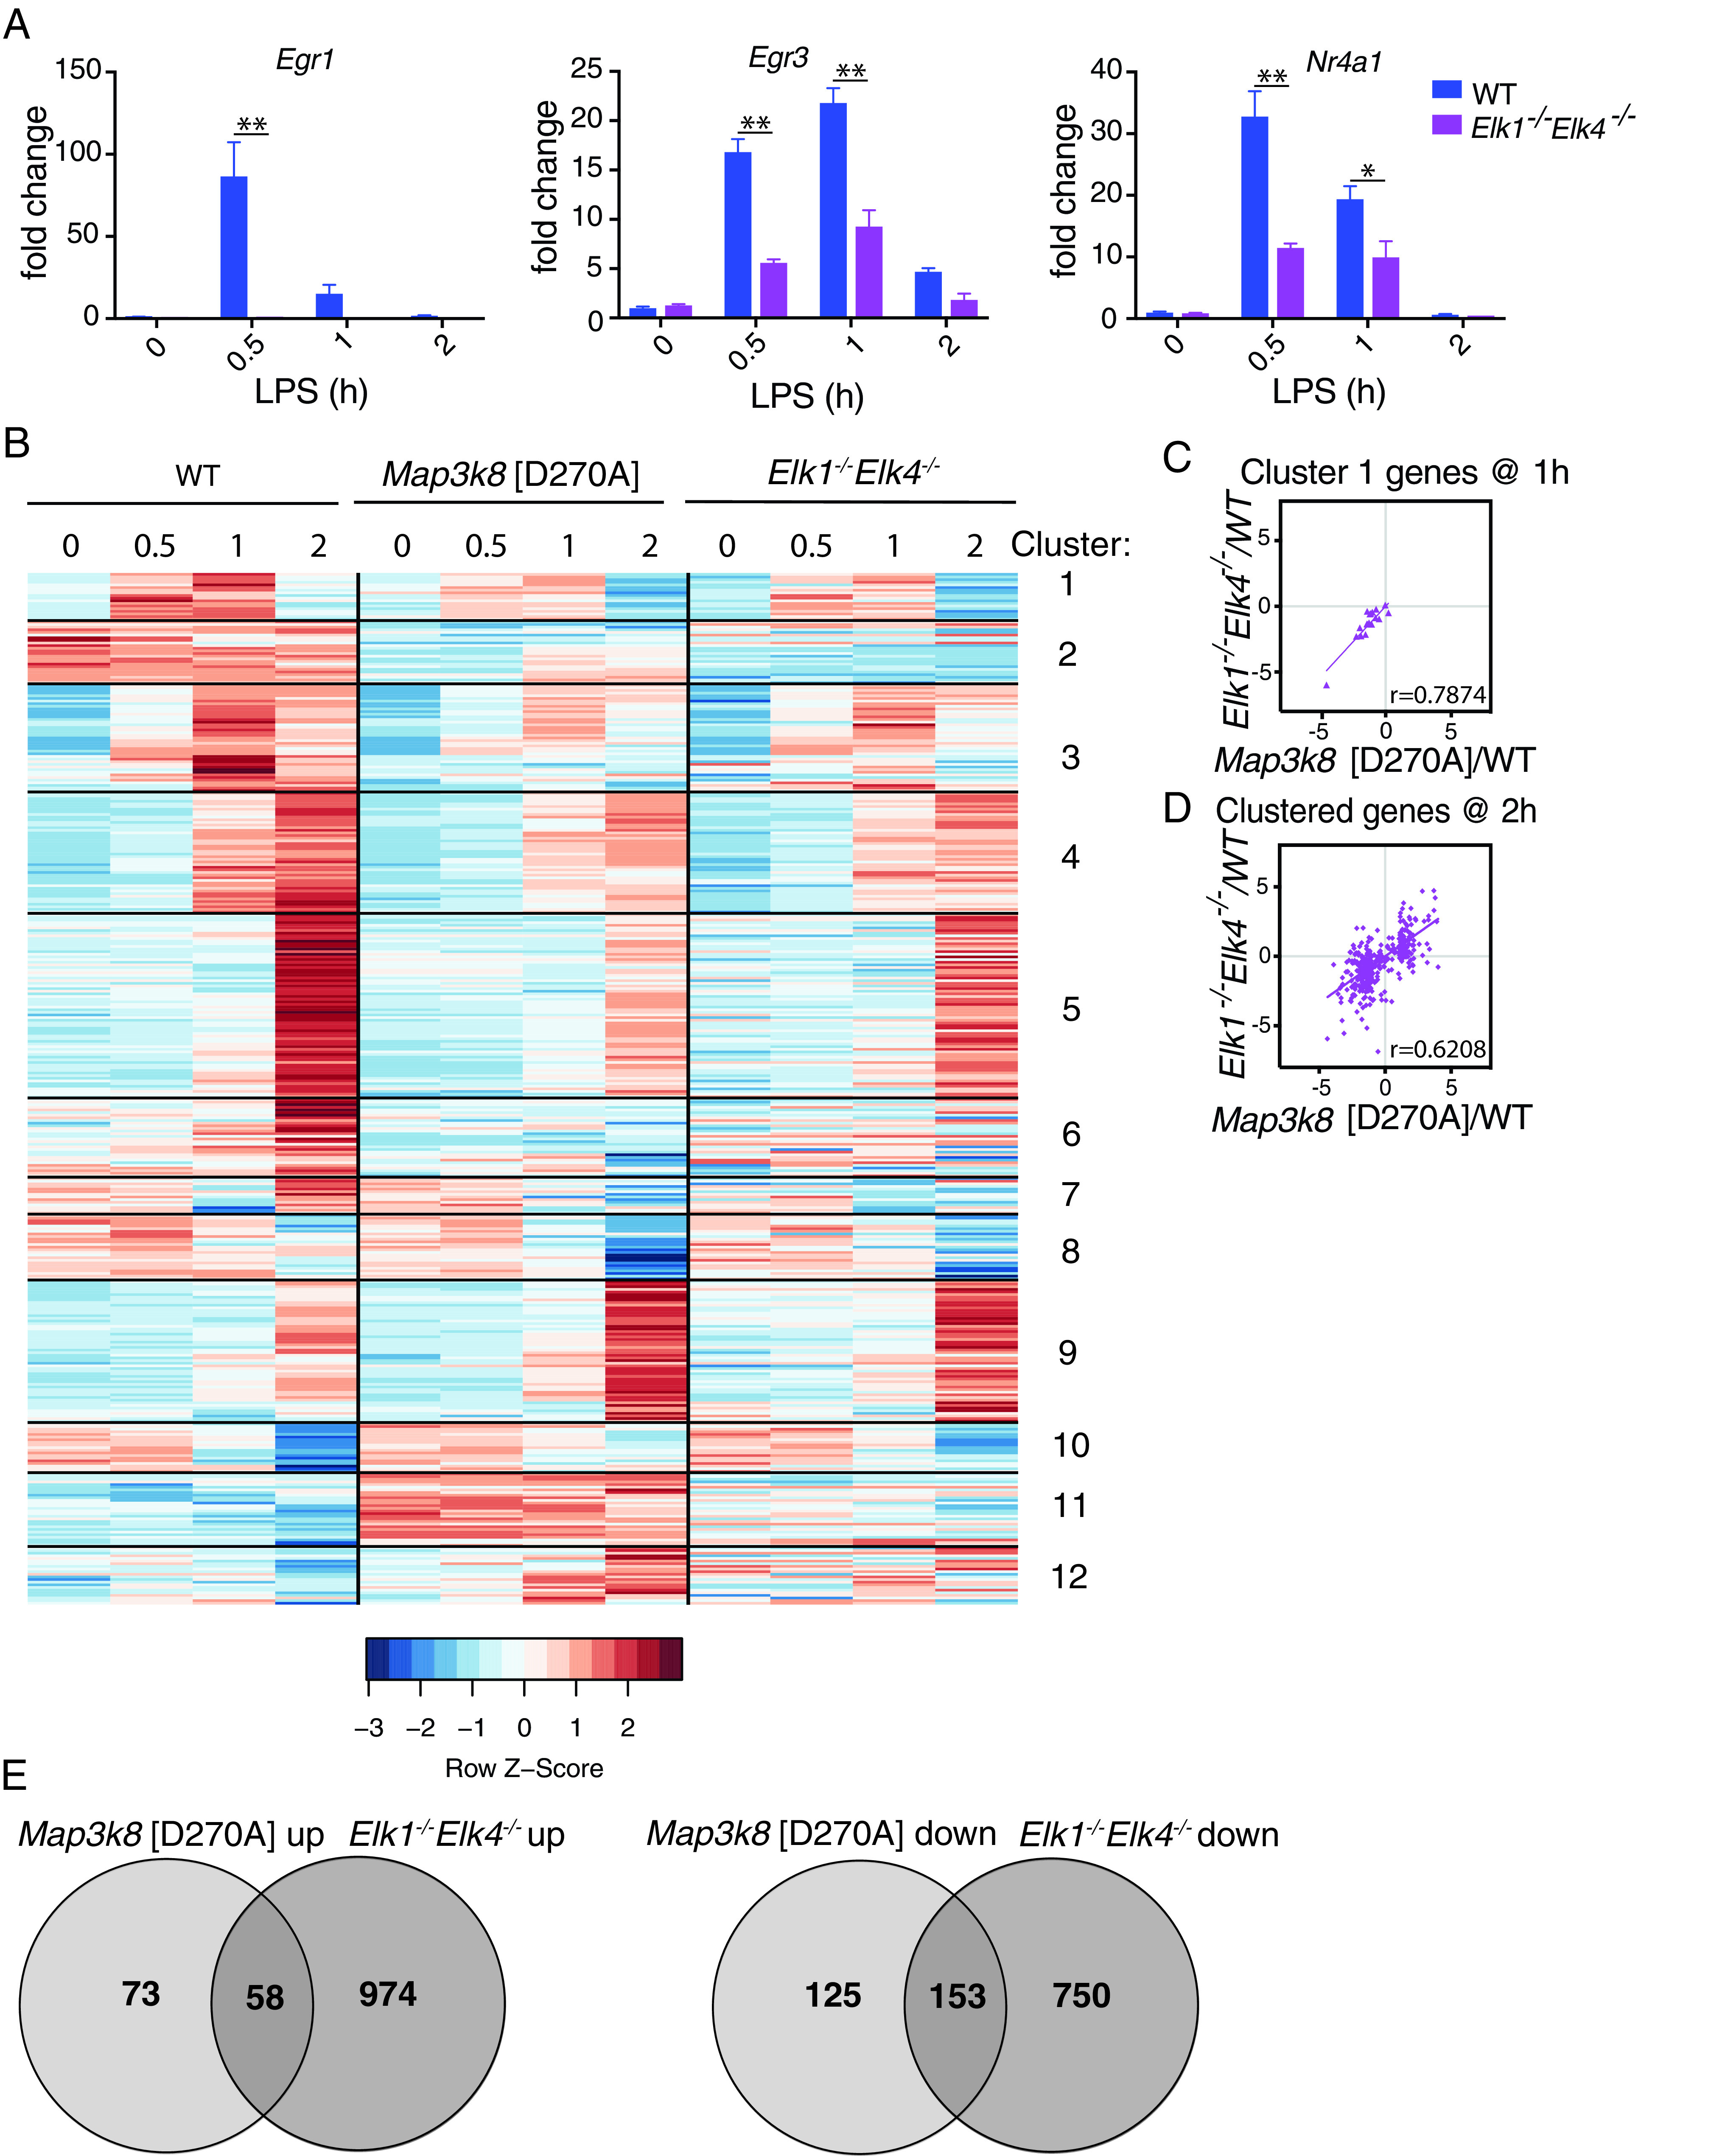
TPL-2 regulates gene transcription via ELK1 and ELK4. (**A**) WT and *Elk1*^−/−^*Elk4*^−/−^ macrophages were stimulated with LPS for a 2-h time course. *Egr1*, *Egr3*, and *Nr4a1* mRNA levels were determined by qRT-PCR. Results are representative of three similar experiments. (**B**) Heatmap showing row-normalized expression for WT, *Map3k8*[D270A] (as in (Fig. 1A), and *Elk1*^−/−^*Elk4*^−/−^ BMDMs for clustered genes regulated by TPL-2 during a 2-h time course. (**C** and **D**) Log_2_ fold changes for *Map3k8*[D270A]/WT for each gene in cluster 1 at 1 h (C) or all clustered genes at 2 h (D), plotted against the equivalent fold changes of *Elk1*^−/−^*Elk4*^−/−^/WT comparison. Each dot indicates a gene, solid lines indicate the linear regression, and *r* values were calculated using Spearman rank correlation. (**E**) Venn diagrams show overlaps of genes upregulated or downregulated (>2-fold) by *Map3k8*[D270A] mutation and ELK1/ELK4 deficiency, calculated from *Map3k8*[D270A]/WT and *Elk1*^−/−^*Elk4*^−/−^/WT RNA-seq comparisons. *p ≤ 0.05, **p ≤ 0.01.

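BMDMs that lack ELK1 and ELK4, which are ternary complex factors (TCFs) that ERK1/2 phosphorylate, gave 4 libraries at each of the 4 times. They were fitted together with the WT and *Map3k8* D270A/D270A libraries and compared with the same WT libraries, 6 each for unstimulated cells, 0.5 h, and 1 h and 4 for 2 h. No WT library carries a label that places it beside these cells. For genes other than the deleted ones, genotype and experiment therefore cannot be told apart in this comparison. Without LPS, 6154 genes had an adjusted p below 0.05 (limma) in these cells, against 171 in *Map3k8* D270A/D270A cells. DMSO-treated WT cells, from another experiment, had 2827 in the fit over all libraries. *Elk1* (chromosome X from 20933395 to 20950608) had log2 values of 6.17 to 6.59 in the 16 deficient libraries and 8.55 to 9.49 in the other 103, and *Elk4* (chromosome 1 from 132007577 to 132026448) 5.51 to 5.88 and 6.88 to 8.56. At 2 h the log2 fold change of *Elk1* was -2.76 (SE 0.05, adjusted p = 2.24e-42) and that of *Elk4* -2.47 (SE 0.08, adjusted p = 2.40e-31). The replicates of these cells were not assigned to the 2 groups of replicates seen in WT and *Map3k8* D270A/D270A cells, so no value within such groups is given for them.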

RNA-seq was used to examine the global effect of ELK1/ELK4 deficiency on LPS-induced gene expression in BMDMs (Supplemental Table I). Heatmap analysis showed that *Map3k8*^D270A^ mutation and ELK1/ELK4 deficiency had overlapping effects on gene expression (Fig. 3B). 

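Against WT cells, 147 genes (55 lower and 92 higher) were changed in unstimulated *Elk1*-/-*Elk4*-/- cells, 139 (53 and 86) at 0.5 h of LPS, 182 (79 and 103) at 1 h, and 248 (114 and 134) at 2 h. With a 1.5-fold threshold, chosen after the data were seen, the numbers were 599, 575, 661, and 891. At 2 h *Sphk1* changed by -3.54 (SE 0.24, adjusted p = 1.09e-17), and *Lad1* (chromosome 1 from 135818598 to 135833341) by -3.04 (SE 0.28, adjusted p = 5.90e-13). The largest increases among genes without overlap between the groups were in *Ngp*, *S100a9*, and *Ltf*. They were 4.74 (SE 0.28, adjusted p = 5.13e-20), 4.43 (SE 0.43, adjusted p = 1.78e-12), and 4.38 (SE 0.25, adjusted p = 1.03e-20). *Ngp*, *S100a9*, and *Ltf* are expressed in neutrophils. Of a neutrophil list that includes these genes, 11 of 14 tested genes were higher in unstimulated *Elk1*-/-*Elk4*-/- cells.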

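The log2 fold changes of the 22 early genes at 1 h of LPS in *Map3k8* D270A/D270A and in *Elk1*-/-*Elk4*-/- cells had a Spearman correlation across genes of 0.451 (Pearson 0.852). Unchanged groups simulated against the same WT libraries gave a median of 0.139 and an upper limit of 0.414. Without WT replicate 5, 6, or 9 the values were 0.370, 0.377, and 0.477, each under the limit of the remaining libraries, and with separate WT libraries for each side, WT replicates 4 to 6 for the mutant, the correlation was 0.313, under its limit of 0.398. With the WT libraries exchanged it was 0.457, above its limit of 0.450. Taken on the response to LPS it was 0.503, under a limit of 0.562.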

As expected, cluster 1 gene expression showed a strong correlation between *Map3k8*^D270A/D270A^ and *Elk1*^−/−^*Elk4*^−/−^ BMDMs at 1 h (*r* = 0.79) (Fig. 3C). 

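Over the 95 genes changed in *Map3k8* D270A/D270A cells at any time, the correlation of the log2 fold changes at 2 h with those in *Elk1*-/-*Elk4*-/- cells was 0.520 (Pearson 0.665). WT cells had 4 libraries at 2 h, and unchanged groups simulated against them gave a median of 0.151 and an upper limit of 0.622, so the observed value was not above what the shared WT libraries can give. Without WT replicate 6 it was 0.523 and above the limit of 0.403 for the remaining libraries. On the response to LPS the correlation was 0.661, above its limit of 0.560.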

Strikingly, there was also a strong overall correlation at the 2-h time point comparing genes in all clusters between *Map3k8*^D270A/D270A^ and *Elk1*^−/−^*Elk4*^−/−^ macrophages (*r* = 0.62) (Fig. 3D). 

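In the deposited values, 37 of the 81 genes lower in *Map3k8* D270A/D270A cells at any time (45.7%) were also at least 2-fold lower in *Elk1*-/-*Elk4*-/- cells at any time, out of 151 genes lower in those cells. When the changes of *Elk1*-/-*Elk4*-/- cells were moved to other genes of similar expression 100 times, against the same WT libraries, the median share was 3.18% and the highest 12.1%, over simulated lists with a median of 100 lowered genes, a test chosen after the data were seen. In 8000 lists of 81 genes drawn at random from 80 of the 100 simulations, those with at least 81 lowered genes, the highest share was 16.0%. With single replicates left out, the share ran from 43.7% to 51.0%.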

Of the 278 genes whose expression was decreased by *Map3k8*^D270A^ mutation (≥2-fold) during the 2-h time course, 55% (153/278) were also downregulated (≥2-fold) in LPS-stimulated *Elk1*^−/−^*Elk4*^−/−^ BMDMs compared with WT cells (Fig. 3E). Furthermore, 44% (58/131) of genes whose expression was increased (≥2-fold) by *Map3k8*^D270A^ mutation were also upregulated (≥2-fold) in LPS-stimulated *Elk1*^−/−^*Elk4*^−/−^ BMDMs compared WT cells. These results indicate that TCFs mediate a major transcriptional output of TPL-2 signaling in TLR4-stimulated macrophages.

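Of the 14 genes higher in *Map3k8* D270A/D270A cells, 4 (28.6%) were also at least 2-fold higher in *Elk1*-/-*Elk4*-/- cells, out of 178 higher in those cells, and moving the changes to other genes gave a median of 4.80% and a highest share of 20.4%, over longer lists with a median of 25 raised genes. Of 10000 lists of 14 genes drawn at random from these, 110 (1.1%) held at least 4 shared genes, and the highest share was 42.9%. With so few genes the share moved with single libraries, from 25.0% without WT replicate 9 to 50.0% without WT replicate 4.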

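In *Elk1*-/-*Elk4*-/- cells the median log2 fold change of the 22 early genes was 0.06 at 0.5 h, with 8 lower and 4 higher at an adjusted p below 0.05, -0.83 at 1 h, with 20 lower, and -0.80 at 2 h, with 18 lower. For the 25 delayed genes the medians were 0.11, -0.79, and -1.30. The set was chosen for its reduction in *Map3k8* D270A/D270A cells, so these values describe genes dependent on TPL-2 and not genes dependent on TCFs in general. From the shared genes and the correlations at 1 and 2 h, the paper concludes that TCFs mediate a major part of the transcriptional output of TPL-2.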

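Adding both directions, 41 genes were changed the same way in *Map3k8* D270A/D270A and *Elk1*-/-*Elk4*-/- cells in the deposited values.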

In total, 211 genes were found to be >2-fold coregulated by TPL-2 and TCFs. Analysis of these genes using the MetaCore program revealed an enrichment for processes involving Th17 cytokines, chemotaxis, signaling, and proliferation (Supplemental Fig. 3B). The pathway enrichment analysis demonstrated the involvement of these genes in a range of immune and inflammation pathways, including IL-1 signaling and inflammatory responses associated with asthmatic airway fibroblasts. This analysis suggests that TCFs activated by the TPL-2–ERK1/2 MAPK pathway in macrophages can regulate genes that control a number of aspects of innate immune responses.

### Regulation of *Fos* family genes by the TPL-2–ERK1/2–TCF signaling pathway

Experiments with TCF-deficient fibroblasts have shown that >60% of 12-*O*-tetradecanoylphorbol-13-acetate (TPA)–induced gene transcription is mediated via ERK1/2 activation of TCFs (23). Direct TCF-SRF targets in these cells encompass 54 different transcription factors, suggesting that TCFs control transcription of many genes indirectly via induced expression of these downstream transcription factors, which include members of the Egr, AP-1, Ets, and NF-κB families.

MetaCore analysis of TPL-2–regulated genes in gene clusters 1, 3, and 4 in LPS-stimulated macrophages suggested a role for AP-1 transcription factors in mediating the transcriptional output of TLP-2 (Fig. 2A, Supplemental Fig. 4A, 4B). The AP-1 family is composed of 15 polypeptides, which include the FOS, JUN, and ATF subfamilies (41), which bind to DNA as obligate dimers via conserved bZIP domains. Binding sites for all FOS family members (FOS, FRA-1, FRA-2, and FOS-B) were enriched across the promoters of TPL-2–regulated genes in clusters 1 and 4. In addition, ATF2 and ATF3 binding sites were enriched in clusters 4 and 3 gene promoters, respectively, and JUN, JUN-B, and JUN-D binding sites were enriched in the promoters of cluster 4 genes.

Analysis of the *Map3k8*^D270A/D270A^/WT RNA-seq dataset indicated that TPL-2 signaling promoted the LPS-induced mRNA expression of all *Fos* and *Jun* family members (Supplemental Fig. 4C). 

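*Jun* (chromosome 4 from 95049036 to 95052222) was lower in *Map3k8* D270A/D270A cells at 0.5 h, -0.60 (adjusted p = 1.76e-06), did not differ at 1 h, 0.01 (adjusted p = 0.978), and was higher at 2 h, 0.52 (adjusted p = 2.36e-05). Its log2 value in WT cells went from 11.94 ± 0.09 (SD, n = 6) before LPS to 13.48 ± 0.14 (SD, n = 6) at 0.5 h and 10.67 ± 0.20 (SD, n = 4) at 2 h. The other members of the *Fos* and *Jun* families were each lower in *Map3k8* D270A/D270A cells at 1 or more times after LPS at an adjusted p below 0.05.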

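*Fos* (chromosome 12 from 85473890 to 85477274) had a log2 value of 12.80 ± 0.13 (SD, n = 6) in *Map3k8* D270A/D270A cells at 0.5 h of LPS. Its log2 fold change against WT was -1.04 (SE 0.09, adjusted p = 3.23e-12) at 0.5 h, -1.16 (SE 0.09, adjusted p = 3.06e-14) at 1 h, and -0.16 (SE 0.10, adjusted p = 0.27) at 2 h. *Fosb* (chromosome 7 from 19302696 to 19310118) changed by -1.47 (SE 0.14, adjusted p = 2.88e-11), -1.29 (SE 0.14, adjusted p = 6.10e-10), and -0.08 (SE 0.16, adjusted p = 0.744) at the same times. *Fosl1* (chromosome 19 from 5447698 to 5455938), whose values lay near the lower end of the scale, changed by 0.17 (adjusted p = 0.72), -1.01 (adjusted p = 1.40e-06), and -0.55 (adjusted p = 0.00993). Within the first and the second group of replicates, *Fosb* changed by -0.78 and -2.16 at 0.5 h and by -0.98 and -1.59 at 1 h, and *Fosl1* by 0.42 and -0.08 at 0.5 h and by -0.72 and -1.30 at 1 h. *Fosl2* (chromosome 5 from 32136472 to 32157840) changed by -0.09 (adjusted p = 0.83), -0.23 (adjusted p = 0.202), and -1.49 (adjusted p = 3.72e-14). When only the WT and *Map3k8* D270A/D270A libraries at 1 h were fitted, the *Fosl2* difference at 1 h had an adjusted p of 0.00644.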

*Map3k8*^D270A^ mutation significantly reduced *Fos* and *FosB* mRNA levels at 0.5 and 1 h of LPS stimulation, whereas *Fra1* (*Fosl1*) and *Fra2* (*Fosl2*) were downregulated only at later time points. 

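*Jund* (chromosome 8 from 70697739 to 70700616) had log2 fold changes in *Map3k8* D270A/D270A cells of -0.22 (SE 0.06, adjusted p = 0.0649) before LPS, -0.23 (SE 0.06, adjusted p = 0.0558) at 0.5 h, -0.31 (SE 0.06, adjusted p = 0.000489) at 1 h, and -0.50 (SE 0.07, adjusted p = 1.68e-07) at 2 h, so the first 2 did not pass an adjusted p of 0.05. After quantile normalization the value before LPS was -0.24 (adjusted p = 0.0315), and without *Map3k8* D270A/D270A replicate 2 or WT replicate 8 it was past the threshold at -0.24 in both cases. At 0.5 h it was past the threshold without *Map3k8* D270A/D270A replicate 1 (-0.25) or 2 (-0.26). With the group of replicates as a term in the fit, chosen after the data were seen, *Jund* passed the threshold both before LPS and at 0.5 h. It also passed before LPS when only the libraries of the 2 genotypes at that time were fitted. The calls at these times therefore depend on the fit. *Junb* (chromosome 8 from 84976909 to 84978748) changed by 0.05 (adjusted p = 0.89) before LPS and by -0.63 (adjusted p = 2.55e-08), -0.65 (adjusted p = 3.56e-09), and -0.49 (adjusted p = 7.22e-06) at 0.5, 1, and 2 h. Its change at 0.5 h was -0.38 in the first and -0.88 in the second group of replicates. Before LPS *Jun* did not differ either, -0.10 (adjusted p = 0.727).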

The expression of *Jund* mRNA was reduced by *Map3k8*^D270A^ mutation at all time points, including unstimulated cells, whereas *Jun* and *JunB* mRNA levels were only reduced following LPS stimulation. 

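Among the 7 genes *Atf1* to *Atf7*, adjusted p values below 0.05 were those of *Atf2* before LPS, 0.12 (adjusted p = 0.0141), *Atf4* at 1 h, 0.13 (adjusted p = 0.0175), and *Atf3* at 2 h, 0.28 (adjusted p = 0.000484), which were higher in the mutant. The largest change in size was 0.12 before LPS and 0.11, 0.13, and 0.28 at 0.5, 1, and 2 h.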

The ATF family of genes were less affected by *Map3k8*^D270A^ mutation. These data raised the possibility that TPL-2 activation of TCFs regulated AP-1–mediated gene expression by modulating the transcription of *Fos* and *Jun* genes.

Analysis of the *Elk1*^−/−^/*Elk4*^−/−^/WT RNA-seq dataset revealed that TCF deficiency suppressed the expression of all *Fos* family gene mRNAs following LPS stimulation of macrophages in a similar fashion to *Map3k8*^D270A^ mutation (Fig. 4A, Supplemental Figs. 4C, 5A). 

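In *Elk1*-/-*Elk4*-/- cells *Fos* changed by -0.82 (SE 0.10, adjusted p = 1.13e-08) at 0.5 h of LPS, -0.24 (SE 0.10, adjusted p = 0.0468) at 1 h, and 0.20 (SE 0.11, adjusted p = 0.147) at 2 h. The value at 1 h did not pass an adjusted p of 0.05 when any single *Elk1*-/-*Elk4*-/- replicate or WT replicate 6, 7, 8, or 9 was left out, with log2 fold changes of -0.26 to -0.18. *Fosb* changed by -1.39 (SE 0.16, adjusted p = 7.05e-10), -1.52 (SE 0.16, adjusted p = 2.78e-11), and -0.15 (SE 0.17, adjusted p = 0.485). *Fosl1* changed by -0.40 (adjusted p = 0.0487), -1.23 (adjusted p = 2.57e-08), and -0.47 (adjusted p = 0.0289), of which the value at 0.5 h failed without any single *Elk1*-/-*Elk4*-/- replicate or WT replicate 7, 8, or 9 (-0.43 to -0.30), and the value at 2 h without *Elk1*-/-*Elk4*-/- replicate 2 or 3 or WT replicate 6 or 7 (-0.44 to -0.39). *Fosl2* was higher at 0.5 h, 0.39 (adjusted p = 0.00832), a call that was lost without *Elk1*-/-*Elk4*-/- replicate 4 (0.33), did not differ at 1 h, -0.09 (adjusted p = 0.557), and was lower at 2 h, -1.44 (adjusted p = 1.13e-12).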

The pronounced effects on the expression of *Fos* genes suggested that TCF control of gene expression in LPS-stimulated macrophages was mediated via control of *Fos* family transcription. Because *Fos* is a known direct target of TCF-mediated transcription (42) and *Fos* mRNA was expressed at much higher levels in LPS-stimulated macrophages than *FosB*, *Fra1*, and *Fra2* (Supplemental Fig. 4C), we focused on the role of FOS in mediating TPL-2 regulation of gene expression.

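In WT cells the log2 value of *Fos* was 13.84 ± 0.16 (SD, n = 6) at 0.5 h of LPS, 11.54 ± 0.27 (SD, n = 6) at 1 h, and 9.13 ± 0.16 (SD, n = 4) at 2 h. At 0.5 h *Fosb* was at 8.62 ± 0.62, *Fosl1* at 3.51 ± 0.39, and *Fosl2* at 10.63 ± 0.33. At 1 h the 3 genes were at 8.45 ± 0.36, 5.09 ± 0.48, and 11.25 ± 0.07, and at 2 h at 6.66 ± 0.06, 3.62 ± 0.25, and 11.83 ± 0.49. *Fos* was thus the highest of the 4 at 0.5 h by more than the spread between replicates, differed from *Fosl2* by about the spread at 1 h, and was under *Fosl2* at 2 h. The values are not adjusted for transcript length as far as the sources used here tell, and levels of different genes compare only roughly.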

**FIGURE 4.**
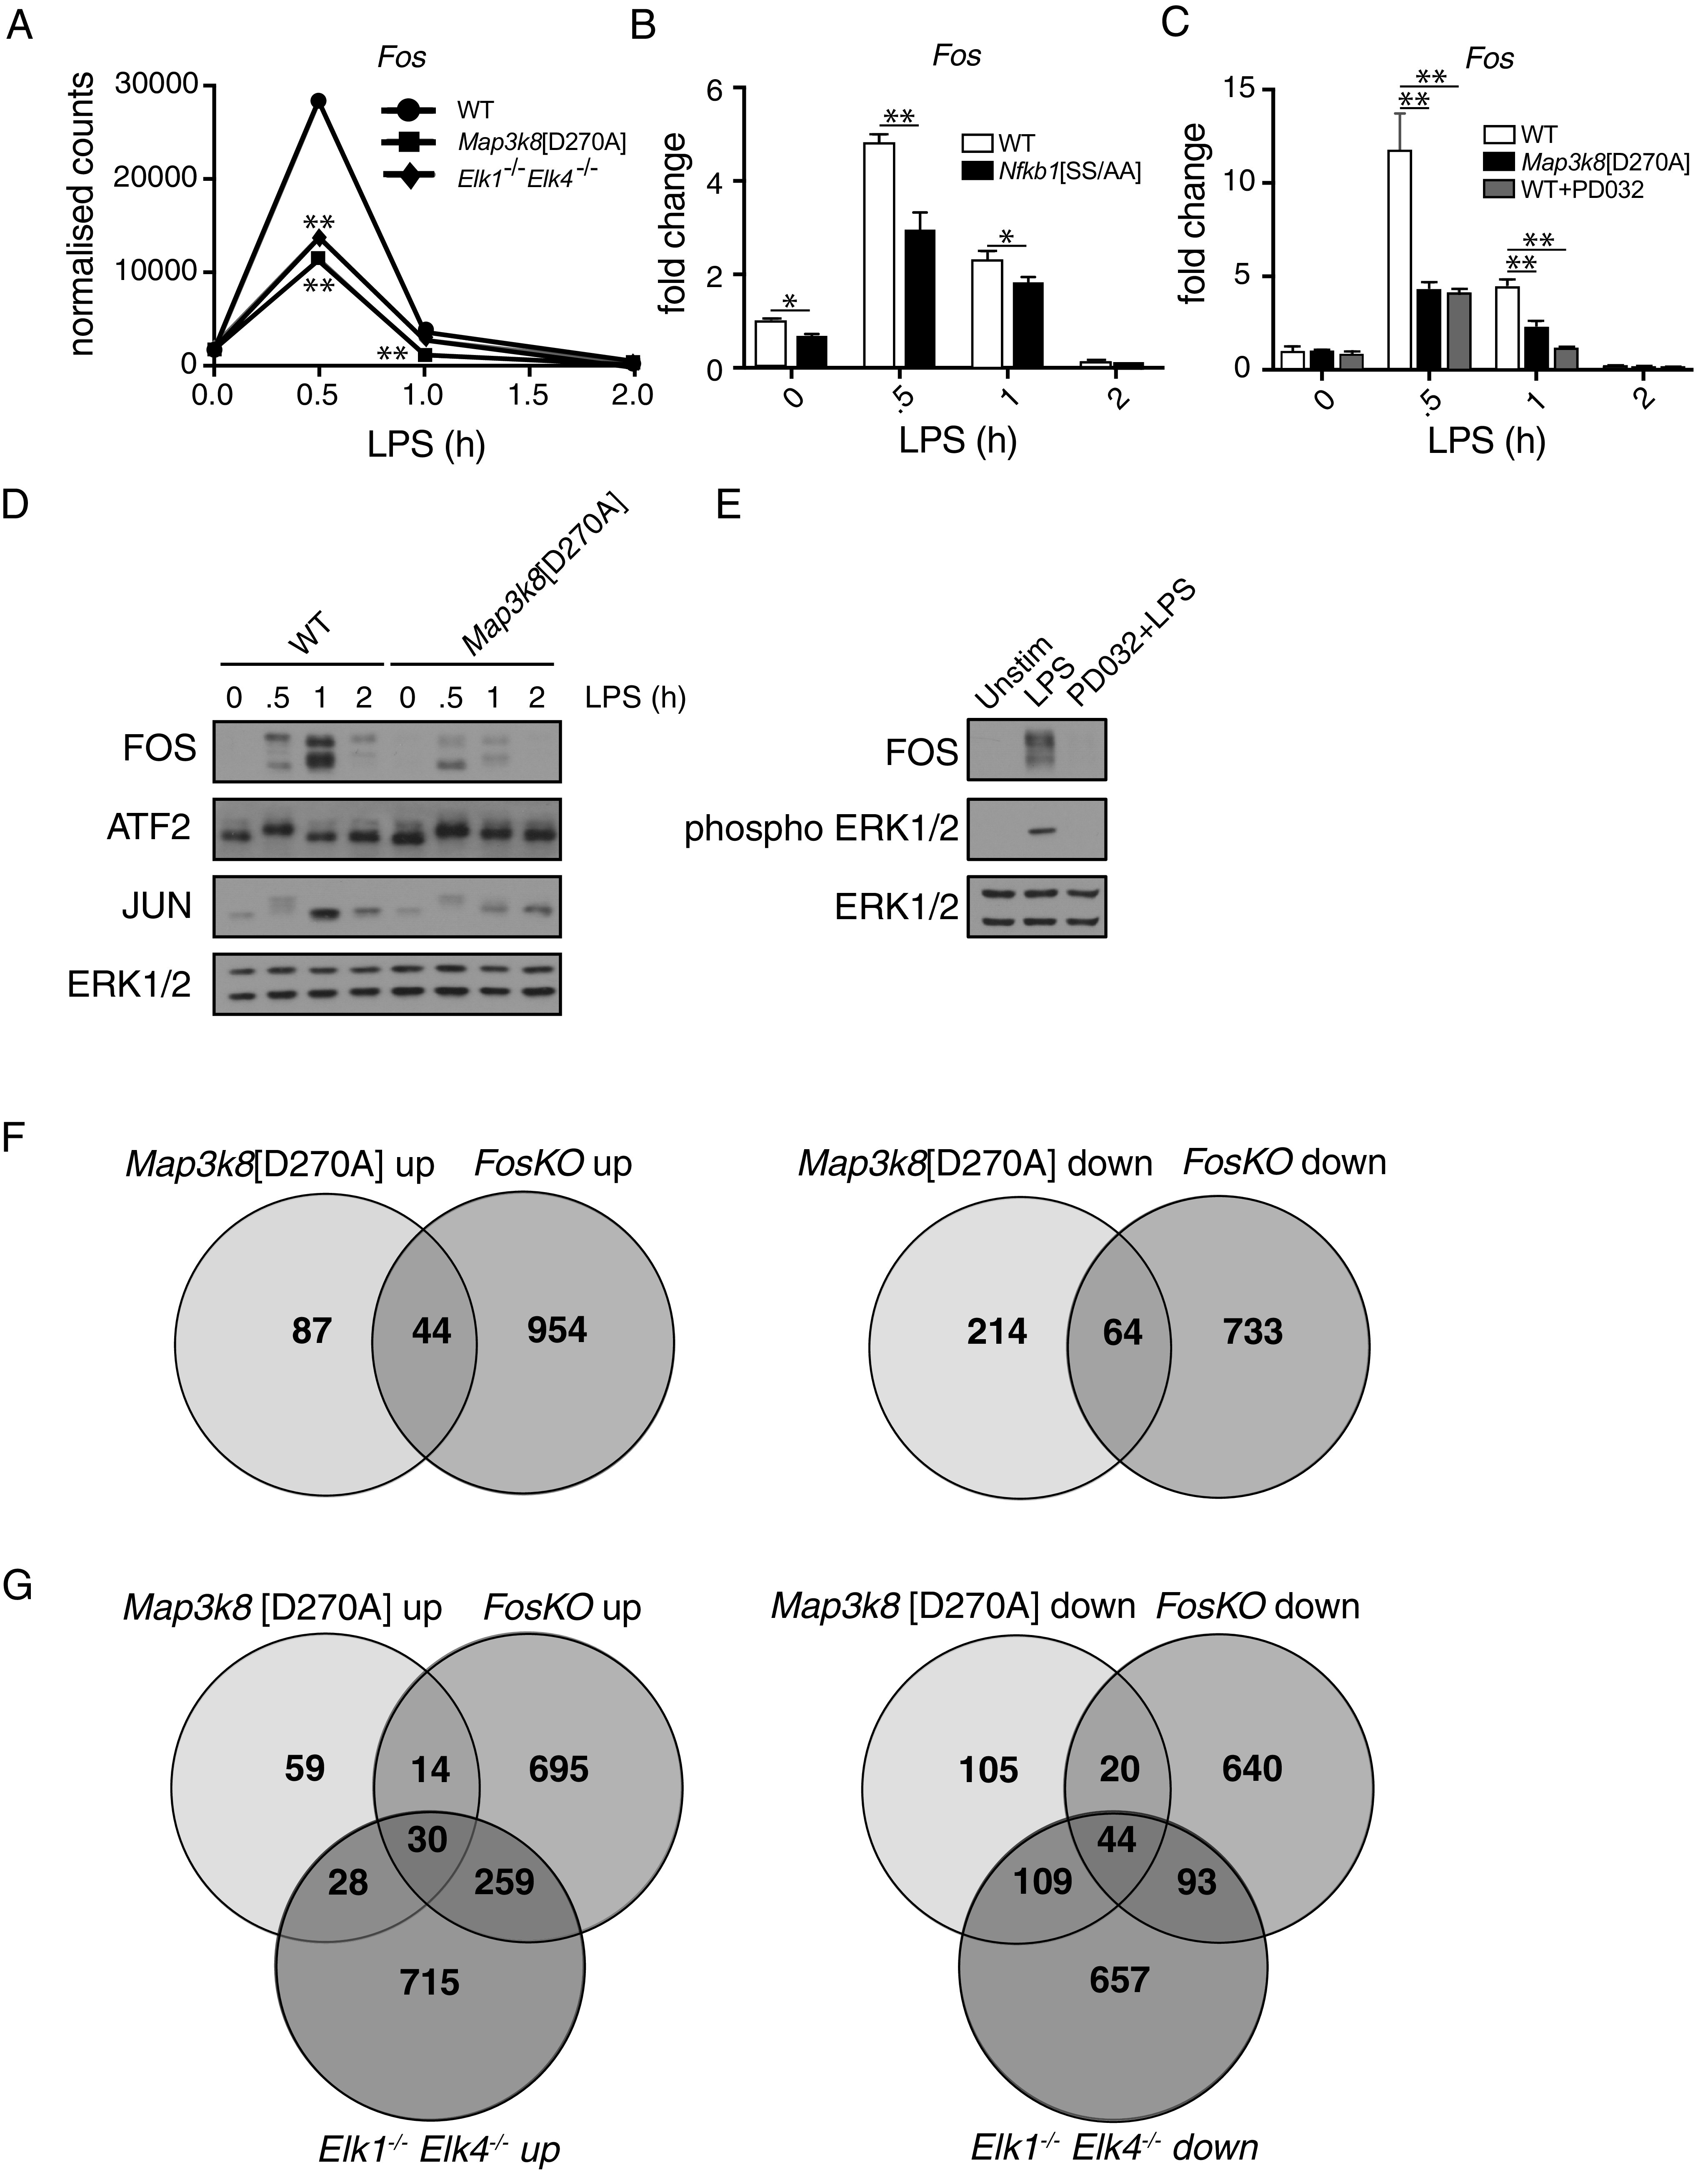
TPL-2 controls LPS-induced gene expression via regulation of FOS abundance. (**A**) Normalized counts for *Fos* from the RNA-seq analyses of WT, *Map3k8*[D270A], and *Elk1*^−/−^*Elk4*^−/−^ BMDMs stimulated with LPS for indicated times. *p ≤ 0.01. (**B**) WT and *Nfkb1*[SS/AA] BMDMs were stimulated with LPS during a 2-h time course. *p ≤ 0.01, **p ≤ 0.01. (**C**) WT BMDMs with and without PD0325901 and *Map3k8*[D270A] BMDMs were stimulated with LPS for the indicated times. In (B) and (C), *Fos* mRNA expression was analyzed by qRT-PCR. Results are representative of three similar experiments. **p ≤ 0.01. (**D**) WT and *Map3k8*[D270A] BMDMs were stimulated with LPS for indicated times. Total cell lysates were immunoblotted for antigens shown. (**E**) WT BMDMs with and without PD0325901 were stimulated with LPS for 30 min. Total cell lysates were immunoblotted for antigens shown. Results in (D) and (E) are representative of three similar experiments. (**F**) Venn diagrams to overlaps of genes upregulated or downregulated (>2-fold) by *Map3k8*[D270A] mutation and FOS deficiency, calculated from *Map3k8*[D270A]/WT and *Fos*KO/LysM-Cre RNA-seq comparisons. (**G**) Venn diagram comparison of TPL-2-, TCF-, and FOS-regulated genes identified in RNA-seq experiments. Overlap of genes upregulated or downregulated by *Map3k8*^D270A^ mutation, TCF deficiency, and FOS deficiency.

qRT-PCR demonstrated that LPS-induced expression of *Fos* mRNA in macrophages was significantly reduced by both *Map3k8*^D270A^ and *Nfkb1*^SSAA^ mutations (Fig. 4B, 4C). PD0325901 treatment also significantly reduced *Fos* mRNA levels following LPS stimulation of WT macrophages (Fig. 4C). Immunoblotting experiments confirmed that LPS-induced expression of FOS protein was reduced by *Map3k8*^D270A^ mutation (Fig. 4D) and pharmacological blockade of ERK1/2 activation in WT cells with PD0325901 (Fig. 4E). Taken together, these results indicated that TPL-2 controlled *Fos* mRNA and FOS protein expression via an IKK2–NF-κB1 p105–TPL-2–ERK1/2 MAPK signaling pathway. However, *Map3k8*^D270A^ mutation only partially blocked LPS induction of *Fos* mRNA (Fig. 4C) and FOS protein (Fig. 4D), indicating that LPS-induced *Fos* transcription was only partially dependent on TPL-2–ERK1/2 signaling.

To determine the contribution of FOS to LPS-induced gene expression, BMDMs generated from *Fos*^FL/FL^ LysM-Cre (FosKO) and *Fos*^FL/+^ LysM-Cre (LysM-Cre) control mice were stimulated with LPS and gene expression was analyzed by RNA-seq. FOS deficiency significantly reduced LPS-induced *Fra1* and *Fra2* mRNA levels while delaying LPS induction of *FosB* mRNA (Supplemental Fig. 5B). The absence of FOS, therefore, significantly reduced expression of other *Fos* family genes, as previously shown (43, 44).

Genes identified in RNA-seq datasets to be regulated by *Tpl2*^D270A^ mutation or FOS deficiency were compared (Fig. 4F). Of the 131 genes whose expression was increased by *Tpl2*^D270A^ mutation (≥2-fold) during the 2-h LPS time course (including unstimulated), approximately one third (44/131) were also upregulated (≥2-fold) in FosKO BMDMs compared with LysM-Cre cells at any time point. Furthermore, 23% (64/278) of genes whose expression was decreased (≥2-fold) by *Tpl2*^D270A^ mutation were also downregulated (≥2-fold) in FosKO BMDMs compared with LysM-Cre cells. These results indicate that FOS mediates, directly and indirectly, more than a fourth (108/409) of the transcriptional output of TPL-2 signaling in TLR4-stimulated macrophages.

To determine whether TPL-2 regulates gene expression via a TCF-FOS signaling axis in LPS-stimulated macrophages, genes modulated by *Tpl2^D270A^* mutation were compared with genes modulated by TCF deficiency and FOS deficiency (Fig. 4G). Twenty-nine percent (44/153) of the genes that were downregulated both in *Tpl2^D270A/D270A^* and *Elk1/4*^−/−^ cells relative to WT cells were also downregulated in FosKO BMDMs compared with LysM-Cre controls. In addition, >50% (30/58) of genes upregulated in both *Tpl2^D270A/D270A^* and *Elk1/4*^−/−^ BMDM RNA-seq datasets were also upregulated in FOS-deficient cells. These results indicate that a significant fraction of genes regulated by TPL-2 catalytic activity in LPS-stimulated macrophages were controlled via FOS by TCF-mediated *Fos* transcription. LPS stimulation induced phosphorylation of FOS on two ERK1/2-regulated sites (Ser^362^/Ser^374^) (data not shown), suggesting that TPL-2 may have also regulated FOS levels via ERK1/2 regulation of FOS protein stability (45).

### Inhibition of type I IFN expression by the TPL-2–TCF–FOS signaling pathway

To calculate enrichment of FOS-regulated genes within particular pathways, FOS-regulated genes at 0.5 h of LPS stimulation were analyzed using the MetaCore program. The three most significantly enriched pathways among genes upregulated by FOS deficiency at 0.5 h were all linked to type I IFN signaling (Supplemental Fig. 5C). Gene set enrichment analysis also identified type I IFN signaling as the most enriched pathway among TPL-2–regulated cluster 4 genes (data not shown), in which several FOS family members were identified as potential transcription factors.

Analysis of the FosKO/LysM-Cre RNA-seq dataset revealed that FOS deficiency significantly augmented LPS induction of *Ifnb1* mRNA (Fig. 5A). qRT-PCR confirmed that FOS deficiency augmented *Ifnb1* mRNA expression after LPS stimulation of BMDMs (Fig. 5B), with increased IFN-β protein detected in culture supernatants (Fig. 5C). Serum levels of IFN-β protein were also significantly increased in FosKO mice compared LysM-Cre controls after LPS injection, confirming the physiological relevance of the in vitro findings. mRNA levels of multiple IFN-stimulated genes (ISGs) (46) were elevated at 2 h of LPS in *Fos*KO BMDMs compared with control LysM-Cre control cells (Supplemental Fig. 5D). Furthermore, mRNA levels of *Ifna2*, *Ifna4*, *Ifna5*, *Ifna6*, and *Infa13*, which were not induced by LPS in control cells, were increased following LPS stimulation of FosKO BMDMs (Supplemental Fig. 6). These results indicated that FOS deficiency induced a type I IFN signature in LPS-stimulated macrophages by promoting the expression of type I IFNs. The expression of a subset of ISGs was increased by FOS deficiency in unstimulated cells (Supplemental Fig. 5D), possibly suggesting direct suppression of specific ISG expression by FOS in the absence of type I IFN production.

**FIGURE 5.**
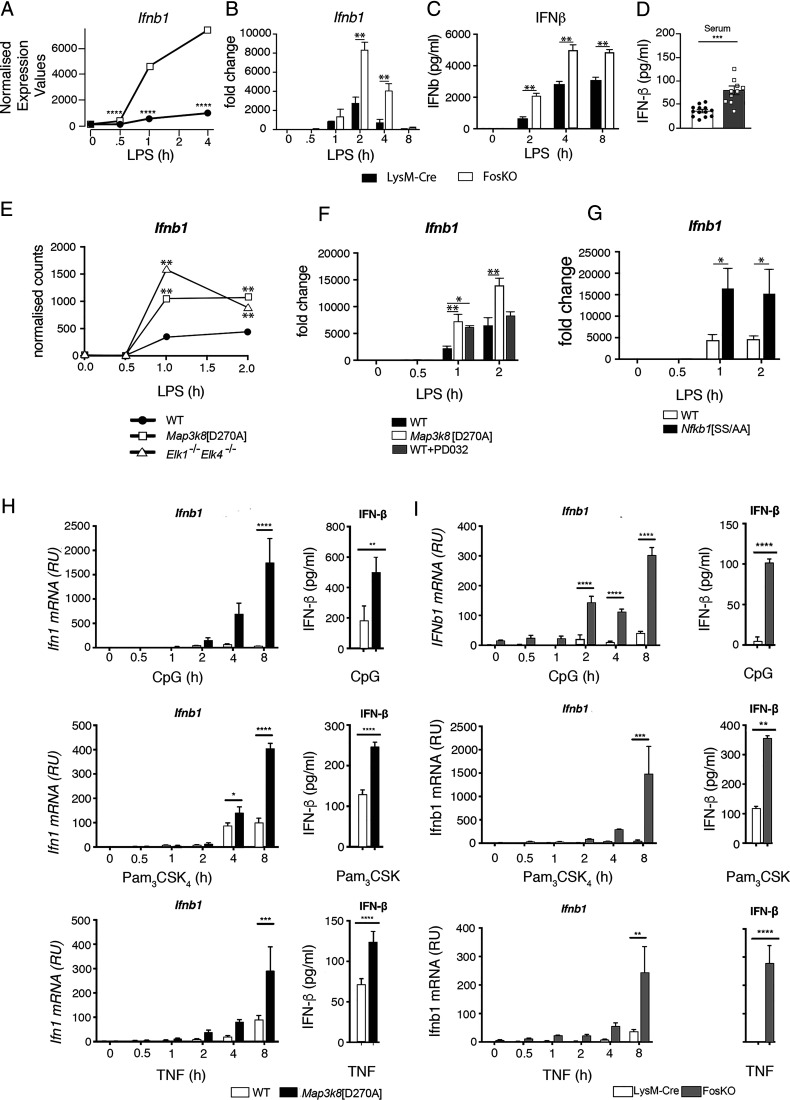
FOS represses LPS-induced expression of IFN-β. (**A**) Normalized counts for *Ifnb1* from the RNA-seq analysis of *Fos*KO and LysM-Cre BMDMs stimulated with LPS for the indicated times. ****p ≤ 0.0001. (**B** and **C**) *Fos*KO and LysM-Cre BMDMs were stimulated with LPS during an 8-h time course. In (B), *Ifnb1* mRNA expression was analyzed by qRT-PCR. In (C), secreted IFN-β in culture supernatants was assayed by ELISA. Results are representative of three similar experiments. **p ≤ 0.01. (**D**) FosKO and control LysM-Cre mice were injected i.p. with LPS. IFN-β in serum at 4 h was assayed by ELISA. Data are pooled from three independent experiments. Mean ± SEM. ***p < 0.001. One-way ANOVA. (**E**) Normalized counts for *Ifnb1* from the RNA-seq analysis of WT, *Map3k8*[D270A], and *Elk1*^−/−^*Elk4*^−/−^ BMDMs stimulated with LPS for indicated times. (**F**) WT BMDMs with and without PD0325901 and *Map3k8*[D270A] macrophages were stimulated with LPS for a 2-h time course. *Ifnb1* expression was analyzed by qRT-PCR. (**G**) WT and *Nfkb1*[SS/AA] BMDMs were stimulated with LPS for the indicated times. *Ifnb1* expression was analyzed by qRT-PCR. (**H**) WT and *Map3k8*[D270A] BMDMs were stimulated for the indicated times with CpG, Pam_3_CSK_4_, or TNF. *Ifnb1* mRNA levels were determined by qRT-PCR (left graphs). IFN-β in culture supernatants after 24-h cultures was determined by ELISA (right graphs). (**I**) LysM-Cre control and *Fos*KO BMDMs were stimulated for the indicated times with CpG, Pam_3_CSK_4_, or TNF. *Ifnb1* mRNA levels were determined by qRT-PCR (left graphs). IFN-β in culture supernatants after 24-h cultures was determined by ELISA (right graphs). Results in (B)–(E) are representative of three similar experiments. For (E)–(I), *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

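*Ifnb1* (chromosome 4 from 88522025 to 88522794) stayed near its unstimulated level at 0.5 h of LPS in both genotypes, with a log2 value of 4.75 ± 0.23 (SD, n = 6) in WT and 4.63 ± 0.09 (SD, n = 6) in *Map3k8* D270A/D270A cells. At 1 h it was 7.95 ± 0.32 (SD, n = 6) and 9.21 ± 0.30 (SD, n = 6), a log2 fold change of 1.25 (SE 0.13, adjusted p = 5.60e-11), and at 2 h it was 8.24 ± 0.31 (SD, n = 4) and 9.24 ± 0.21 (SD, n = 6), a change of 1.00 (SE 0.14, adjusted p = 1.50e-07) (limma). Before LPS and at 0.5 h the genotypes did not differ, with changes of -0.01 (adjusted p = 0.993) and -0.12 (adjusted p = 0.778).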

Consistent with our earlier observations with *Tpl2*^−/−^ BMDMs (20), analysis of *Map3k8*^D270A^/WT RNA-seq data demonstrated that *Map3k8^D270A^* mutation increased *Ifnb1* mRNA levels in BMDMs following LPS stimulation (Fig. 5E). qRT-PCR quantitation confirmed this finding and also showed that LPS-induced expression of *Ifnb1* mRNA was increased by PD0325901 treatment of WT BMDMs and by *Nfkb1*^SSAA^ mutation (Fig. 5F, 5G). Furthermore, TCF deficiency (*Elk1/4*^−/−^/WT BMDM RNA-seq comparison) significantly increased *Ifnb1* mRNA after LPS stimulation (Fig. 5E). 

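In *Elk1*-/-*Elk4*-/- cells *Ifnb1* reached 9.68 ± 0.28 (SD, n = 4) at 1 h and 9.03 ± 0.20 (SD, n = 4) at 2 h. Against WT it was higher by 0.61 (SE 0.14, adjusted p = 0.000461) at 0.5 h, 1.73 (SE 0.14, adjusted p = 2.00e-14) at 1 h, and 0.79 (SE 0.16, adjusted p = 3.17e-05) at 2 h, while before LPS the change was 0.22 (adjusted p = 0.206). At 1 h *Ifnb1* was also above these WT libraries in the *Nfkb1* SSAA/SSAA, PD0325901, and RSKi47 libraries, which come from other experiments. A difference between experiments in the response to LPS therefore cannot be told apart from an effect of ELK1/ELK4 deficiency here.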

Taken together, these results show that TPL-2 repression of *Ifnb1* mRNA expression in LPS-stimulated macrophages is mediated, at least in part, via TCF-induced *Fos* transcription.

To determine the broader significance of TPL-2 and FOS in regulating *Ifnb1* mRNA expression in innate immune responses, BMDMs were stimulated with CpG (TLR9), Pam_3_CSK_4_ (TLR1/2), or TNF. *Map3k8^D270A^* mutation reduced *Fos* mRNA expression induced by each of these ligands (data not shown) and increased both *Ifnb1* mRNA and IFN-β levels (Fig. 5H). *Ifnb1* mRNA expression and IFN-β protein secretion were also significantly increased by FOS deficiency following stimulation of BMDMs with each of the ligands (Fig. 5I). These results indicate that the TPL-2 stimulation of FOS expression plays a general role in suppressing type I IFN signaling in innate immune responses of macrophages.

### TPL-2 regulates IFN-β transcription via multiple pathways

IFN-β transcription is regulated by the cooperative binding of ATF2-JUN AP-1, IRF3/IRF7, and NF-κB to the *Ifnb1* enhanceosome (47). An NF-κB ELISA demonstrated that *Map3k8*^D270A^ mutation inhibited *Ifnb1* transcription independently of effects on NF-κB activation following LPS stimulation of BMDMs (Fig. 6A). LPS-induced FOS/AP-1 binding was reduced by *Map3k8*^D270A^ mutation, as expected (Fig. 6B), while analysis of published ChIP/sequencing data (46) showed that FOS is recruited to the *Ifnb1* gene following LPS stimulation of BMDMs (Fig. 6C). This suggested that FOS-containing AP-1 dimers may directly inhibit *Ifnb1* transcription.

**FIGURE 6.**
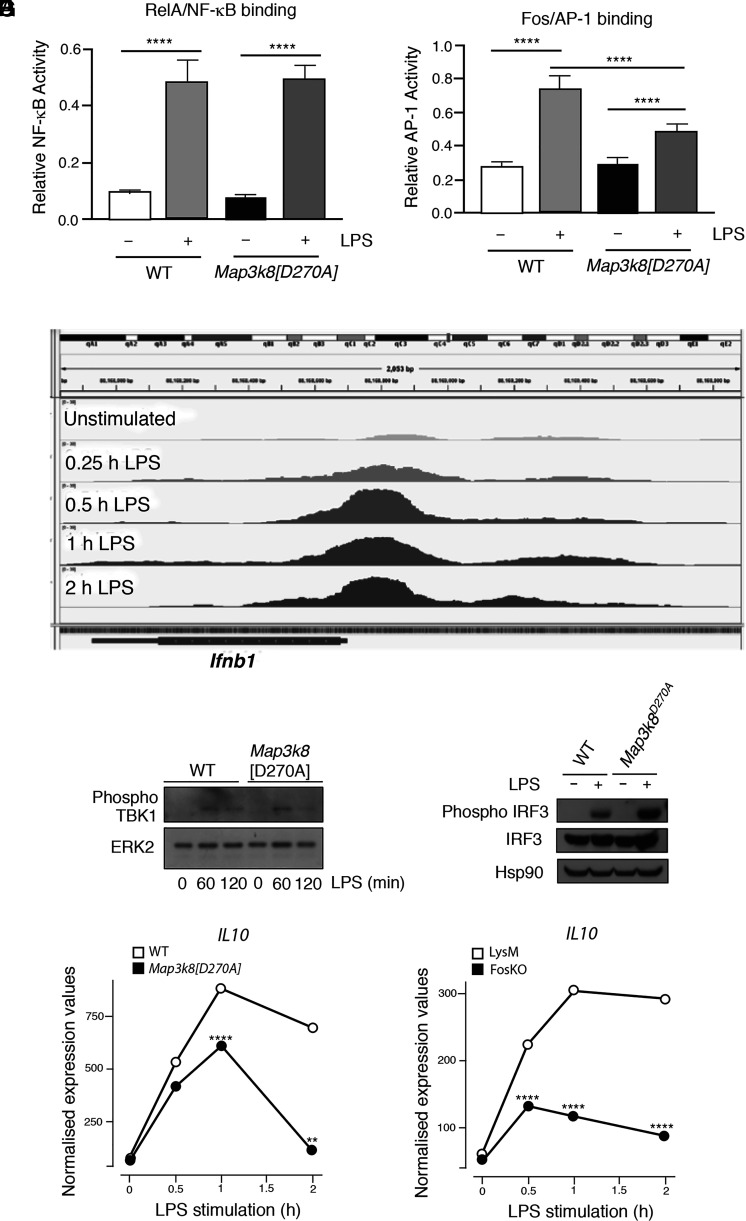
TPL-2 regulation of *Ifnb1* mRNA expression via multiple pathways. (**A** and **B**) WT and *Map3k8*[D270A] BMDMs were stimulated with LPS (30 min). Nuclear extracts were assayed by ELISA for RelA binding to NF-κB and FOS binding to AP-1. Mean of separate cultures from four biological replicates shown ± SEM. ****p < 0.0001. Two-way ANOVA. Representative of three experiments with similar results. (**C**) ChIP-seq data from Tong et al. (46) of FOS binding to *Ifnb1* gene in BMDMs stimulated with LPS during a time course. The figure is an annotated screenshot of the Integrative Genomics Viewer output at the *Ifnb1* gene location within the mm10 genome. (**D** and **E**) WT and *Map3k8*[D270A] BMDMs were stimulated with LPS at the indicated times in (D) and for 60 min in (E). Total lysates were immunoblotted for the indicated antigens. (**F**) Normalized counts from the RNA-seq analysis of WT and *Map3k8*[D270A] macrophages unstimulated or stimulated with LPS for the indicated times are shown *Il10*. **p ≤ 0.01, ****p ≤ 0.0001. (**G**) Normalized counts for *Il10* from the RNA-seq analysis of *Fos*KO and LysM-Cre BMDMs stimulated with LPS for the indicated times. ****p ≤ 0.0001.

IRF3 is activated by phosphorylation by TBK1 (48). Immunoblotting demonstrated that LPS induction of TBK1 Ser^172^ (activating) phosphorylation was not affected by *Map3k8*^D270A^ mutation (Fig. 6D). However, IRF3 Ser^385^ phosphorylation was increased in *Map3k8*^D270A/D270A^ BMDMs compared with WT controls (Fig. 6E). These data indicated that TPL-2 signaling inhibits TBK1 phosphorylation of IRF3 to suppress *Ifnb1* transcription following LPS stimulation of macrophages.

The TPL-2–ERK1/2 signaling pathway (49) and FOS (50) suppress LPS induction of the anti-inflammatory cytokine IL-10. IL-10 has profound inhibitory effects on cytokine production by TLR-stimulated macrophages (51). We have previously shown that increased IFN-β production by *Mapk3k8*^−/−^ BMDMs results in part from reduced IL-10 production (20). *Map3k8*^D270A^ mutation (Fig. 6F) and FOS deficiency (Fig. 6G) also significantly decreased expression of *Il10* mRNA induced by LPS stimulation of BMDMs. 

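By RNA-seq, *Il10* (chromosome 1 from 131019845 to 131024970) rose in WT cells from a log2 value of 6.35 ± 0.21 (SD, n = 6) before LPS to 9.78 ± 0.25 (SD, n = 6) at 1 h and 9.44 ± 0.20 (SD, n = 4) at 2 h. In *Map3k8* D270A/D270A cells it was 9.25 ± 0.38 (SD, n = 6) at 1 h and 6.87 ± 0.14 (SD, n = 6) at 2 h. The log2 fold change was -0.35 (SE 0.12, adjusted p = 0.192) at 0.5 h, -0.53 (SE 0.12, adjusted p = 0.00229) at 1 h, and -2.57 (SE 0.14, adjusted p = 9.34e-21) at 2 h. When only the 2 groups of libraries at 1 h were fitted, the adjusted p at 1 h was 0.083. The first and the second group of replicates gave -0.02 (adjusted p = 0.947) and -0.68 (adjusted p = 0.0258) at 0.5 h, and -0.32 (adjusted p = 0.0806) and -0.74 (adjusted p = 0.00859) at 1 h.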

Reduced IL-10 likely contributed to the increased IFN-β production caused by *Map3k8*^D270A^ mutation and FOS deficiency.

Collectively, the results presented in this section suggest that the mechanism by which TPL-2 suppresses IFN-β production by TLR4-stimulated macrophages involves multiple interconnected pathways, which likely converge to ensure a robust control of cytokine production in response to pathogens.

## Discussion

In this study, RNA-seq was used to comprehensively identify genes regulated by TPL-2 catalytic activity in LPS-stimulated macrophages. Bioinformatics analysis of these genes using the MetaCore pathway analysis tool confirmed the importance of TPL-2 in regulating immune responses and inflammation. Our previous analyses of the TPL-2 phosphoproteome demonstrated that ∼85% of protein phosphorylations regulated by TPL-2 catalytic activity are dependent on ERK1/2 activation (10). Consistent with this, RNA-seq analyses in this study revealed a strong correlation between the effect of an MKK1/2 inhibitor on WT cells and *Map3k8*^D270A^ mutation, indicating that most TPL-2–regulated changes in transcription in response to TLR4 activation were mediated via ERK1/2 activation. However, analysis of gene expression in WT cells treated with the specific RSK inhibitor RSKi47 did not suggest that ERK1/2 activation of RSK had a dominant role in mediating gene expression changes downstream of TPL-2, but rather that ERK1/2 activation itself was important.

Previous studies have focused on regulation of cytokine and chemokine expression by TPL-2 (13, 52–54). Notably, our work demonstrated that TPL-2 signaling also directly controls the expression of several key transcription factors, including EGR1, EGR3, NR4A1, IER3, and FOS, which is likely to have wide-ranging effects on macrophage function. For example, IER3 is known to play a role in inflammatory bowel disease and following *Leishmania* infection (55, 56), whereas NR4A1 modulates apoptosis of monocytes (57). 

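*Ier3* (chromosome 17 from 35821713 to 35822911) rose in WT cells from 7.69 ± 0.25 (SD, n = 6) before LPS to 10.58 ± 0.10 (SD, n = 6) at 0.5 h. In *Map3k8* D270A/D270A cells it changed by -0.81 (SE 0.11, adjusted p = 2.17e-07) at 0.5 h, -1.32 (SE 0.11, adjusted p = 1.96e-14) at 1 h, and -0.55 (SE 0.12, adjusted p = 0.000261) at 2 h against WT, and by -0.13 (adjusted p = 0.712) before LPS.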

TPL-2 also controlled the expression of genes involved in negative feedback regulation of MAPK signaling (e.g., *Dusp1*, *Dusp2*, and *Dusp5*), which have key roles in controlling inflammation (58, 59). In addition, TPL-2 regulated enzymes controlling extracellular matrix remodeling and PG synthesis, which are important in immune responses (60, 61).

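*Dusp1* (chromosome 17 from 26505591 to 26508472) changed in *Map3k8* D270A/D270A cells by -0.44 (adjusted p = 0.000672) at 0.5 h of LPS, -0.76 (SE 0.08, adjusted p = 8.45e-10) at 1 h, and -0.91 (SE 0.09, adjusted p = 3.31e-11) at 2 h. *Dusp2* (chromosome 2 from 127336159 to 127338377) changed by -0.64 (adjusted p = 0.00197), -0.86 (SE 0.13, adjusted p = 2.27e-06), and -0.79 (SE 0.15, adjusted p = 2.87e-05), and *Dusp5* (chromosome 19 from 53529145 to 53541809) by -0.44 (adjusted p = 0.269), -1.06 (SE 0.17, adjusted p = 1.08e-05), and -0.56 (adjusted p = 0.0251). Fitted on the 2 groups of libraries at 0.5 h alone, *Dusp1* and *Dusp2* had adjusted p values of 0.169 and 0.288 at that time. The reductions at 0.5 h came mostly from the second group of replicates, with -0.67 (adjusted p = 2.23e-05) for *Dusp1*, -1.11 (adjusted p = 2.85e-07) for *Dusp2*, and -0.92 (adjusted p = 0.00595) for *Dusp5*, whereas the first gave -0.21 (adjusted p = 0.202), -0.16 (adjusted p = 0.264), and 0.04 (adjusted p = 0.921). At 2 h *Dusp1* changed by -1.10 in the first and, against a single WT library, by -0.58 in the second. Without WT replicate 5, the change of *Dusp5* at 0.5 h was -0.62 and past the threshold. Of the 3 over all replicates, only *Dusp5* at 1 h reached a 2-fold change.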

Bioinformatics analysis of cluster 1 genes that contained the genes most rapidly regulated by TPL-2 catalytic activity suggested that the TCF family of transcription factors were involved in controlling their transcription. Consistent with this, phosphorylation of ELK1 on a known ERK1/2 target site was inhibited by *Map3k8*^D270A^ mutation (62). There was also a strong correlation between genes dependent on TPL-2 catalytic activity and those dependent on ELK1/4 expression. Around 50% of the genes downregulated by *Map3k8*^D270A^ mutation between 0.5 and 2 h after LPS stimulation were similarly reduced by deficiency of ELK1 and ELK4 following LPS stimulation of macrophages. Furthermore, of the genes that were upregulated in *Map3k8*^D270A/D270A^ macrophages, ∼40% were similarly upregulated in *Elk1*^−/−^ *Elk4*^−/−^ macrophages. This demonstrated that TCFs mediate a substantial fraction of TPL-2–dependent transcriptional output, either directly or via TCF-dependent transcription of downstream transcription factors.

MetaCore analysis of cluster 3 genes identified LITAF (LPS-induced TNF-α factor) (63) as the most enriched transcription factor regulated by TPL-2 catalytic activity. Published work has shown that LITAF forms a complex with STAT6 (64) and is required for LPS induction of cytokines, including TNF-α and IL-6, in macrophages (65). LITAF nuclear translocation is regulated by p38α (65), and the current study raises the possibility that LITAF nuclear translocation and transcription may also be regulated by TPL-2–induced activation of ERK1/2. This will be an important area of research for the future to determine how ERK1/2 signaling controls innate immune responses.

Bioinformatics analysis of rapidly induced TPL-2–regulated genes in LPS-stimulated macrophages suggested an important role for AP-1 transcription factors in mediating the transcriptional output of TPL-2. AP-1 factors cooperate with other DNA binding proteins to promote transcription, and a recent ChIP-seq analysis indicated that adjacent NF-κB binding motifs are highly correlated with binding of all AP-1 monomers in TLR4-stimulated macrophages (66). Furthermore, there was a statistically significant enrichment of NF-κB target genes, identified by RelA binding within 2 kbp of the transcriptional start site (67), among those genes regulated by TPL-2 catalytic activity in LPS-stimulated BMDMs (data not shown). The coordinated activation of AP-1 with the activation of NF-κB transcription factors via IKK-mediated control of TPL-2 signaling (7) may ensure efficient expression of AP-1/NF-κB target genes in TLR-stimulated macrophages.

Similar to *Map3k8*^D270A/D270A^ macrophages, ELK1/ELK4-deficient macrophages have elevated levels of *Ifnb1* mRNA compared with WT macrophages following TLR4 stimulation. We have previously shown that FOS overexpression reduces TLR induction of *Ifnb1* mRNA in *Map3k8*^−/−^ DCs, suggesting an inhibitory role for FOS in *Ifnb1* transcription (20). Consistent with this, RNA-seq revealed that *Ifnb1* mRNA levels were significantly elevated in LPS-stimulated FOS-deficient macrophages compared with controls, and type I IFN signature pathways were significantly enriched among genes whose expression was increased by the absence of FOS. Furthermore, FOS deficiency facilitated LPS upregulation of IFN-α isoforms in macrophages (which was not evident in LPS-stimulated WT macrophages) and the expression of multiple ISGs was augmented. Taken together, these results indicate that TPL-2 negatively regulates expression of type I IFN, in part by TCF-induced *Fos* transcription. TPL-2 may additionally control FOS protein stability via ERK1/2-mediated FOS phosphorylation, similar to fibroblasts (45).

*Ifnb1* transcription involves the coordinated binding of ATF2-JUN AP-1 dimers, IRF3, and NF-κB to the *Ifnb1* enhanceosome (47). *Map3k8*^D270A^ mutation did not affect LPS activation of NF-κB, although FOS binding to AP-1 was significantly reduced. Analysis of published ChIP sequencing data (46) revealed that LPS stimulation of macrophages induces the recruitment of FOS to the *Ifnb1* gene, suggesting that TPL-2 induction of FOS may directly inhibit *Ifnb1* transcription. We have previously shown that PPARγ transcription can be positively or negatively regulated by AP-1, depending on the composition of the AP-1 dimer (68). The present study suggests that TPL-2 signaling reduces *Ifnb1* transcription by controlling the abundance of FOS, which can form inhibitory AP-1 dimers that compete with activating ATF2-containing AP-1 dimers. TPL-2 signaling additionally inhibits IRF3 phosphorylation by TBK1, which will directly reduce *Ifnb1* transcription. TPL-2 induction of IL-10 expression via FOS also contributes to the suppression of type I IFN expression by TPL-2 (20, 50). TPL-2 signaling, therefore, appears to inhibit type I IFN expression via multiple complementary mechanisms.

FOS-dependent repression of *Ifnb1* expression in macrophages was not restricted to LPS stimulation. Other TLR agonists (CpG and Pam_3_CSK_4_) and TNF suppressed *Ifnb1* mRNA levels in macrophages via TPL-2–induced FOS expression. Furthermore, LPS- and TNF-stimulated increases in *Ifnb1* mRNA in fibroblasts derived from mice lacking Elk1, Elk3, and Elk4 were increased relative to WT controls (data not shown). The repression of *Ifnb1* transcription by TPL-2 regulation of FOS levels therefore may be of general importance in innate immune responses in myeloid and stromal cells.

It is well established that TCFs regulate proliferation of fibroblasts following growth factor stimulation (23, 24) and also control T cell development and function (27). However, a role for TCFs in innate immunity has not been established. The present study identified TCFs and their downstream target FOS as major mediators of TPL-2 transcriptional output in the innate immune response of macrophages, which is particularly important for suppressing the production of type I IFNs. Our earlier experiments have shown that TPL-2 negative regulation of type I IFN signaling is essential for efficient innate immune responses to MTB and *L. monocytogenes* (21). The present study strongly supports a role for TPL-2 signaling in promoting the innate immune responses to these intracellular bacteria by inducing TCF-dependent *Fos* transcription to inhibit macrophage production of IFN-β. Type I IFNs also negatively regulate immune responses to *Salmonella* Typhimurium (69). Furthermore, immune responses to *S.* Typhimurium are dependent on FOS expression (70). RNA-seq has demonstrated that *Map3k8*^D270A^ mutation significantly reduces *Fos* mRNA upregulation while increasing *Ifnb1* mRNA expression after *S.* Typhimurium infection of BMDMs (L. Blair, F. Breyer, and S.C. Ley, unpublished observations). It will be interesting in future studies to determine whether TPL-2 suppression of type I IFNs is required for efficient innate immune responses to *S.* Typhimurium. In addition, it will be important to evaluate the role of TPL-2 in innate immune responses to pathogenic bacteria that are dependent on type I IFN signaling, such as *Helicobacter pylori* and *Streptococcus pneumoniae* (71).

## Supplementary Material

Data Supplement

# Supplementary material for: TPL-2 Inhibits IFN-β Expression via an ERK1/2-TCF-FOS Axis in TLR4-Stimulated Macrophages
**Source:** J Immunol. 2022 Feb 15;208(4):941–54. doi: 10.4049/jimmunol.2100213
**Supplement:** Data Supplement

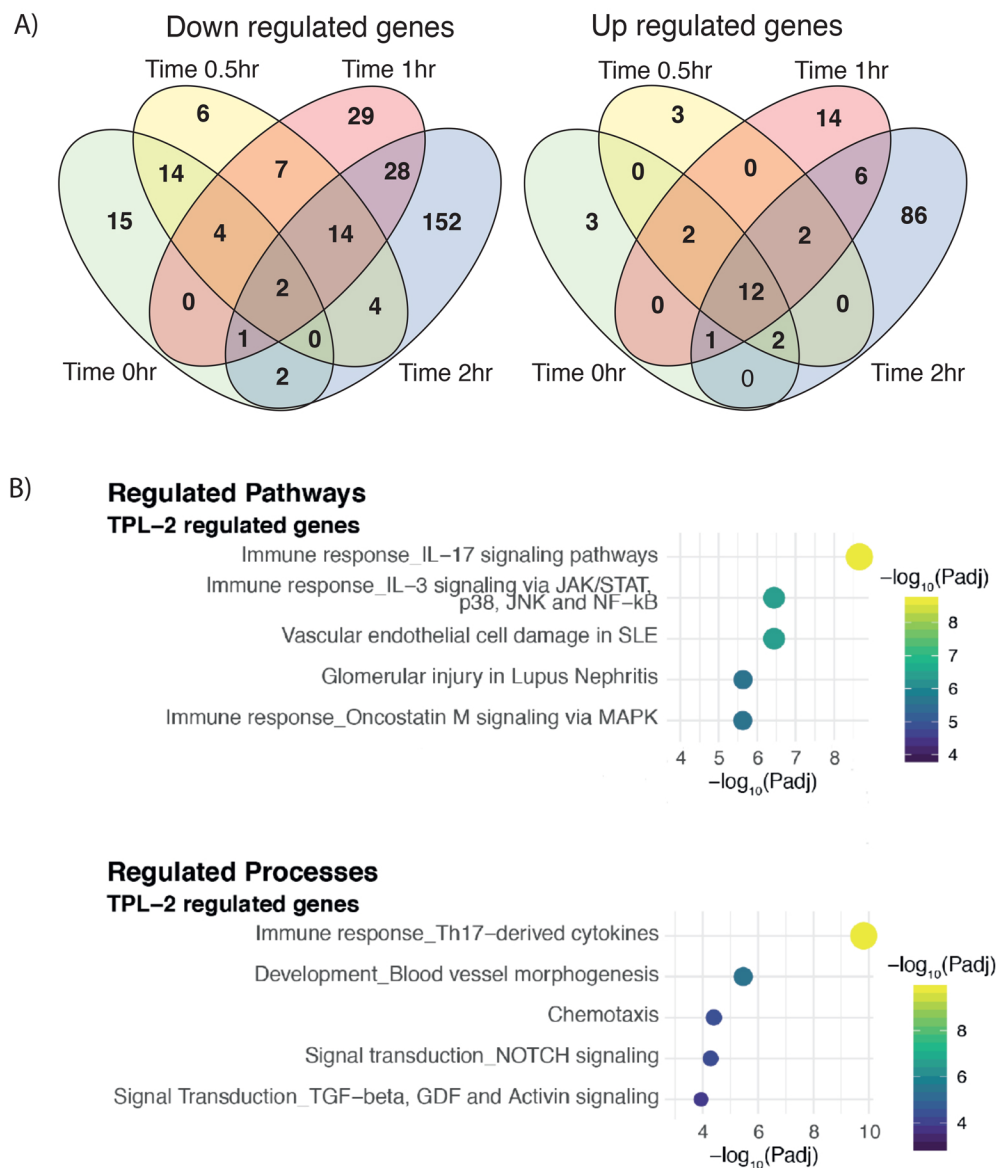

Supplementary figure 1

## Supplementary Figure 1

### TPL-2 regulates genes involved in immune responses in LPS-stimulated macrophages

A) WT and *Map3k8*[D270A] macrophages were stimulated with LPS for the indicated times and gene expression was determined by RNAseq. Venn diagram shows overlaps of genes upregulated or downregulated (>2-fold) by *Map3k8*[D270A] mutation over the time course.

B) Metacore analysis of the 391 genes found to be regulated (up or down) by TPL-2 kinase activity by 2-fold in the RNAseq dataset. Most enriched pathways (top panel) or processes (bottom panel) are presented, ranked by  $-\log_{10}(\text{p adjusted (Padj)})$  value, size and colour of data points were also proportional to  $-\log_{10}(\text{Padj})$ .

A)

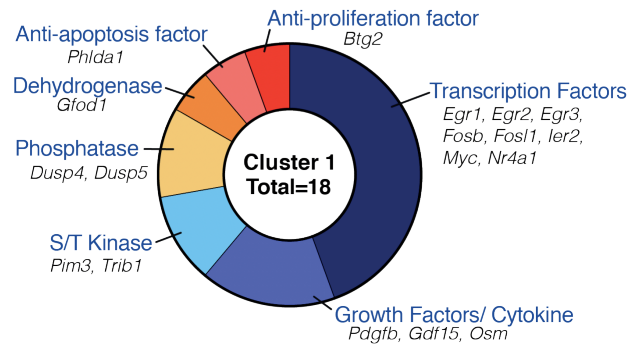

B)

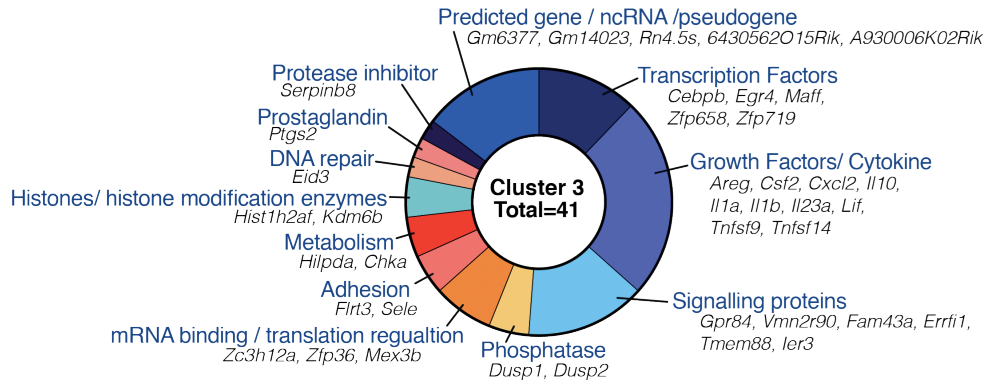

C)

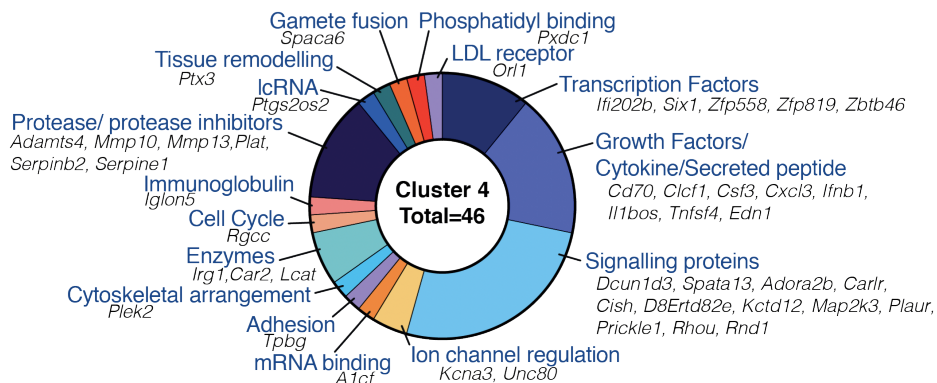

Supplementary figure 2

## Supplementary Figure 2

### Functional classification of genes rapidly induced by TPL-2 signaling in LPS-stimulated macrophages

Genes regulated by TPL-2 catalytic activity were identified by K-mean analysis of RNAseq data from LPS-stimulated WT and *Map3k8*[D270A] BMDMs (see Figure 1B). The genes in cluster 1 (A), cluster 3 (B) and cluster 4 (C) were classified by function using gene ontology, Uniprot and literature review.

A)

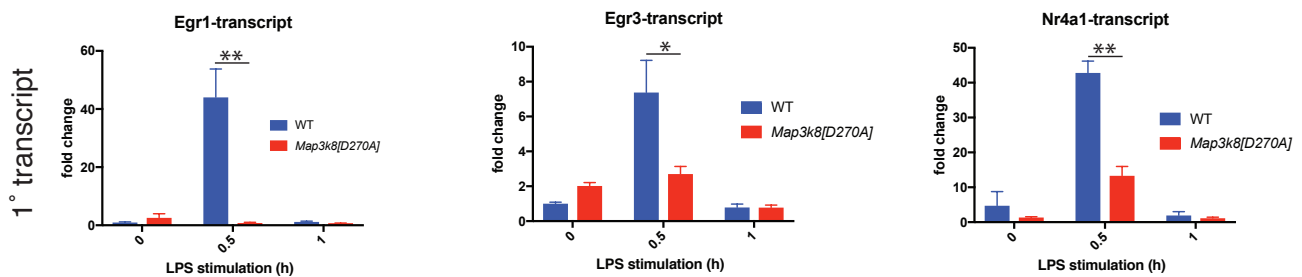

B)

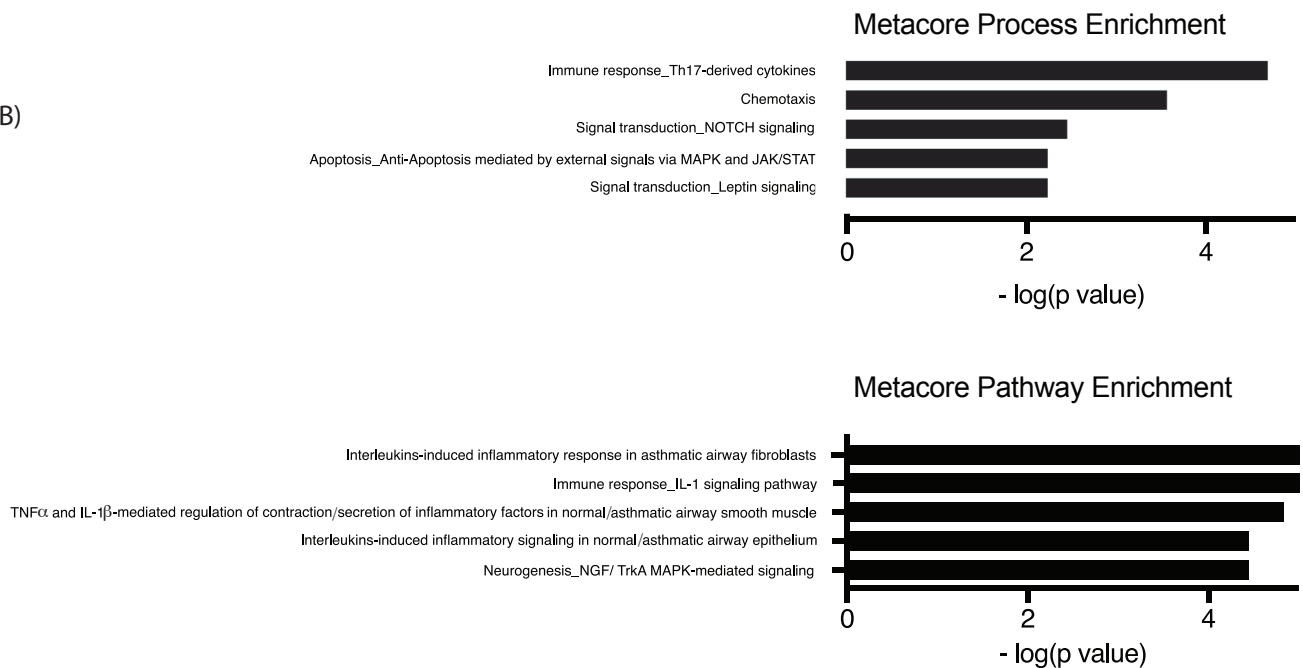

Supplementary Figure 3

### Supplementary Figure 3

#### TPL-2 and TCFs co-regulate immediate early genes and genes involved in immune responses in LPS-stimulated macrophages

A) WT and *Map3k8*[D270A] macrophages stimulated with LPS for a 2 hour timecourse. Total RNA was extracted and *Egr1*, *Egr3* and *Nr4a1* primary transcript levels analysed by qRT-PCR. Results are representative of three similar experiments. \* p < 0.05; \*\* p < 0.01.

B) Metacore analysis of the genes co-regulated (>2 fold) by TPL-2 and TCFs in LPS-stimulated macrophages, as identified by RNAseq analyses of WT/*Map3k8*[D270A] and WT/*Elk1*<sup>-/-</sup>*Elk4*<sup>-/-</sup> BMDMs (see Figure 3). Most enriched pathways and processes are presented, ranked by log(p value).

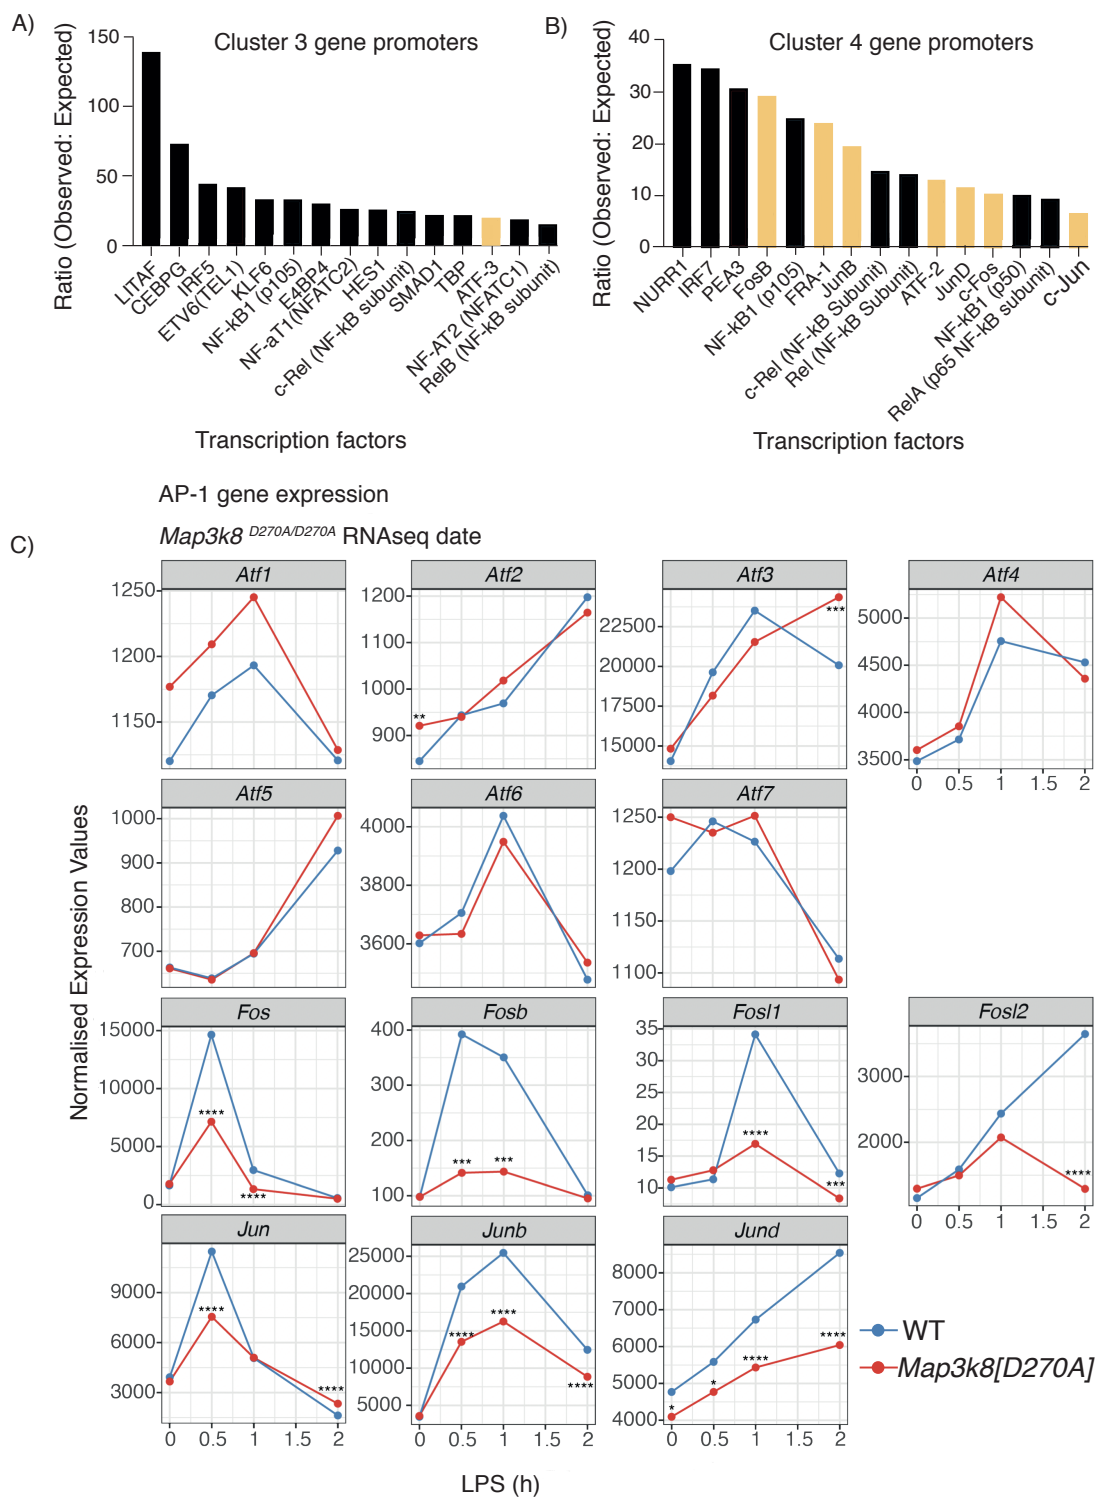

Supplementary Figure 4

#### Supplementary Figure 4

#### Bioinformatic analysis identifies AP-1 transcription factors as potential mediators of TPL-2 regulated gene expression in LPS-stimulated macrophages

Genes in cluster 2 (A) and cluster 4 (B) were analysed for transcription factor enrichment using the Metacore programme. The top 15 enriched transcription factors are shown ranked by the ratio of observed sites to expected sites in the cluster 1 gene promoters. AP-1 family members are shown in yellow. C) Normalised counts for indicated AP-1 family genes from the RNAseq analyses of WT and *Map3k8*[D270A] stimulated with LPS for indicated times.

\*\* $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ ; \*\*\*\*  $p \leq 0.0001$ .

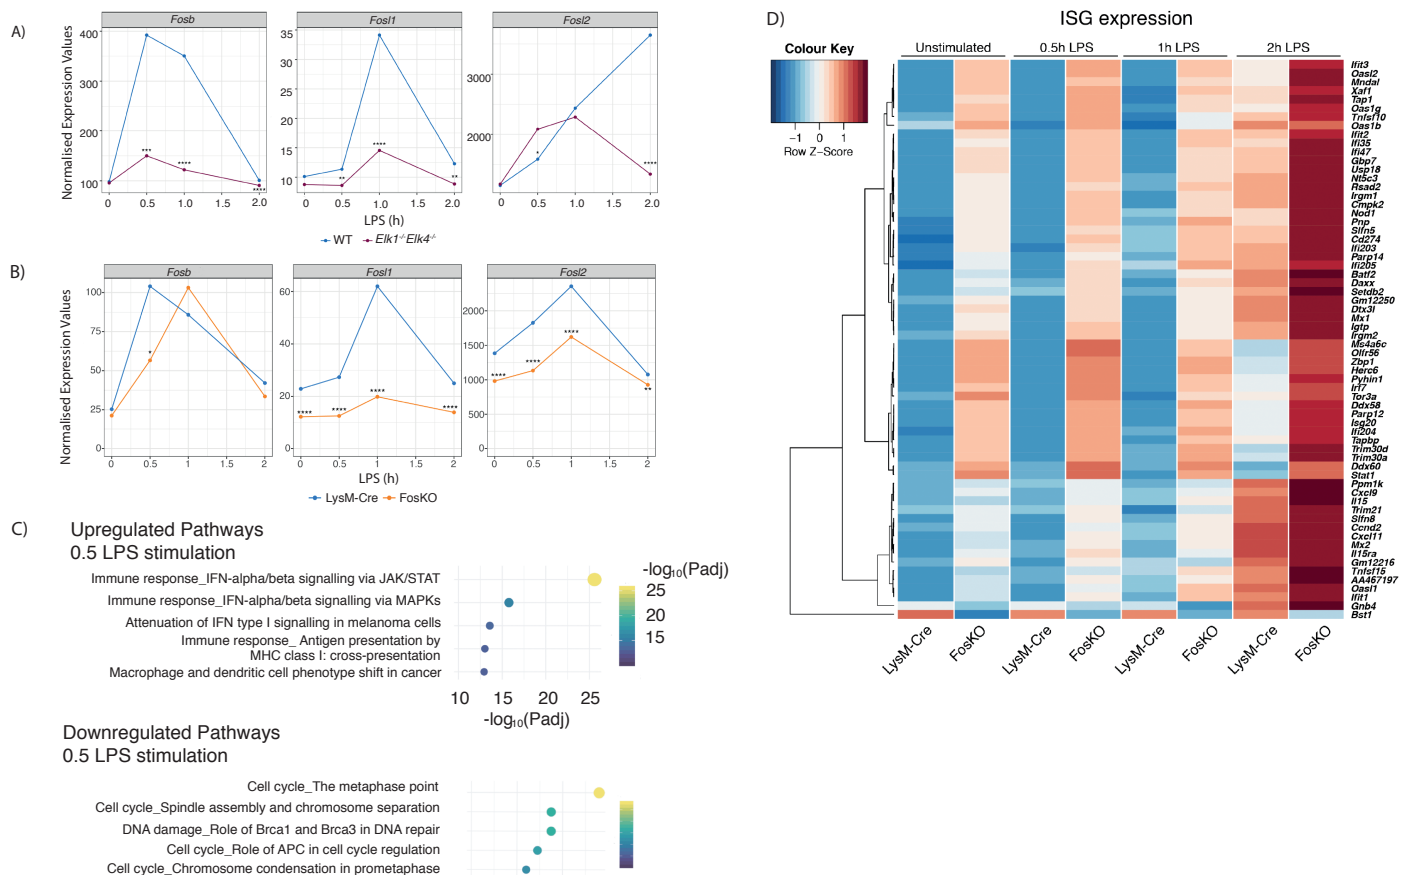

Supplementary Figure 5

## Supplementary Figure 5

### FOS-deficiency upregulates type I interferon pathways in LPS-stimulated macrophages

A and B) Normalised counts from the RNAseq analysis of (A) WT and *Elk1<sup>-/-</sup>Elk4<sup>-/-</sup>* macrophages and (B) FosKO and LysM-Cre (control) macrophages, unstimulated or stimulated with LPS hours for the indicated Fos family genes. \*  $p \leq 0.05$ ; \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ ; \*\*\*\*  $p \leq 0.00001$ . C) The top 5 most enriched pathways are presented, ranked by  $-\log_{10}(p \text{ adjusted (Padj)})$  value; size and colour of data points are also proportional to  $-\log_{10}(Padj)$ . (Top panel) Metacore analysis of genes upregulated in FosKO BMDMs compared to WT at 0.5 h LPS stimulation. (Bottom panel) Metacore analysis of genes downregulated in FosKO BMDMs compared to WT at 0.5 h LPS stimulation. D) Heatmap generated from RNAseq showing row normalised expression for ISGs (39) in LysM-Cre and FosKO macrophages stimulated with LPS for the indicated times.

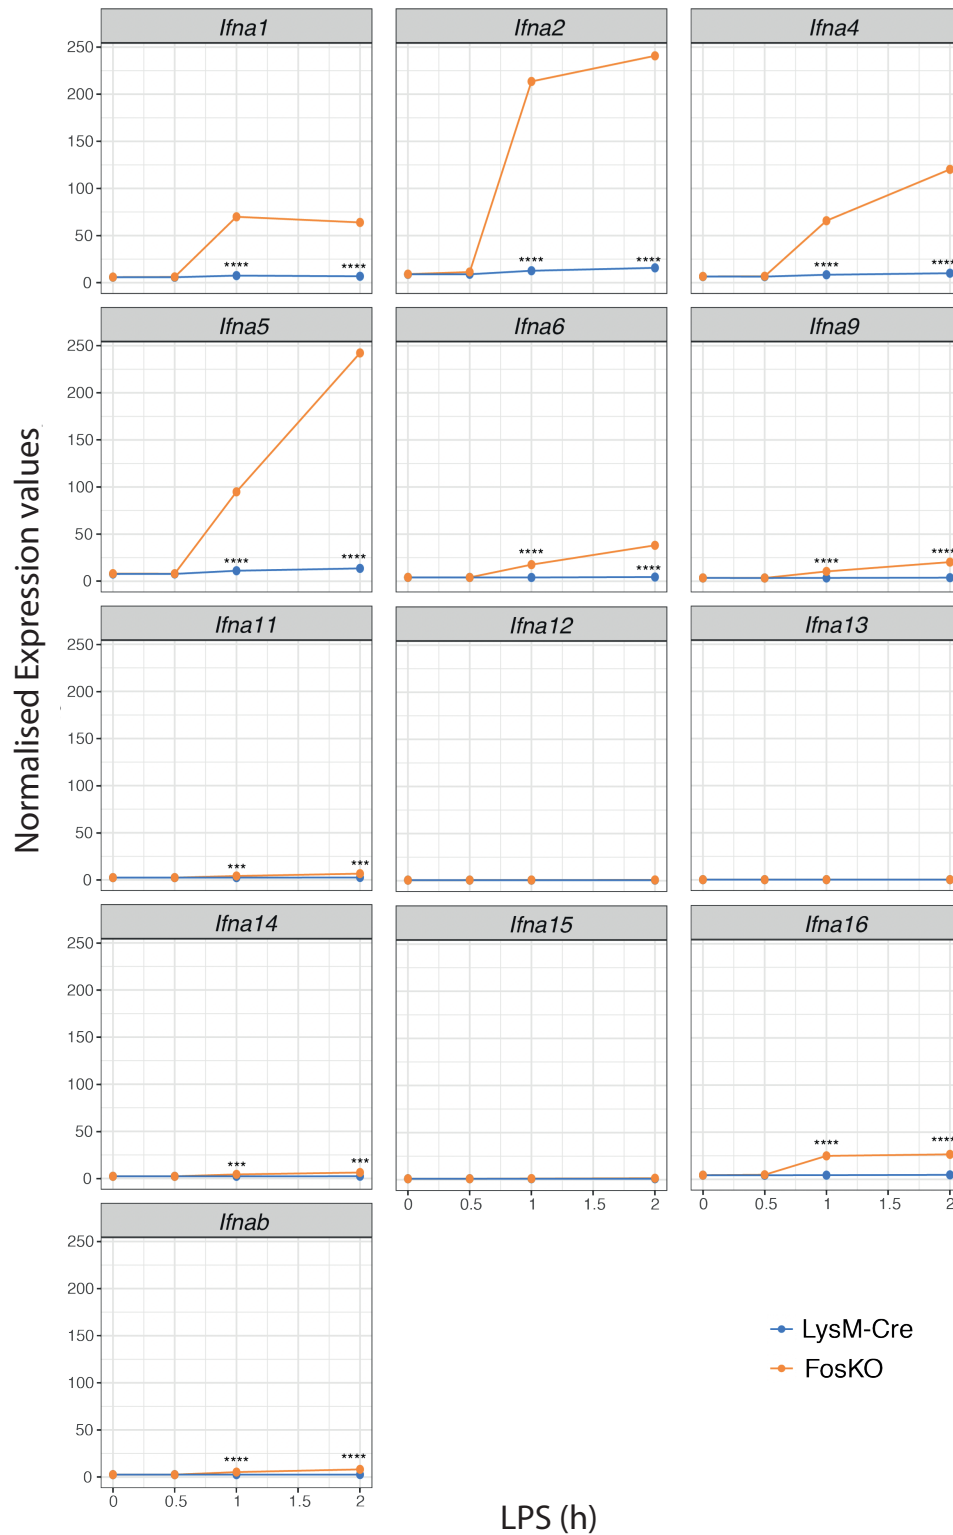

Supplementary Figure 6

### Supplementary Figure 6

#### FOS-deficiency induces expression of alpha interferons in LPS-stimulated macrophages

A) Normalised counts from the RNAseq analysis of FosKO and LysM-Cre (control) macrophages, unstimulated or stimulated with LPS hours for the indicated type I IFN genes.

\*\*\*  $p \leq 0.001$ ; \*\*\*\*  $p \leq 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

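Bone marrow–derived macrophages (BMDMs) of the mouse were sequenced by RNA-seq without LPS and after LPS at 100 ng/ml. The libraries were of WT cells (22), *Map3k8* D270A/D270A cells (24), *Elk1*-/-*Elk4*-/- cells (16), *Nfkb1* SSAA/SSAA cells (18), and WT cells treated with the MKK1/2 inhibitor PD0325901 (21), with its solvent DMSO (3), or with the RSK1/2 inhibitor RSKi47 (15). Conditions and replicate numbers came from the sample labels and the paper. The dose of RSKi47, 2 µM, is given by the sample labels, and the paper's text does not name a dose for the RNA-seq cultures. The Fos-deficient cells of the paper were not analysed here.

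According to the methods, the authors aligned single-end, strand-specific reads with STAR to mm10, estimated counts per RefSeq gene with RSEM, and tested them with DESeq2 at a false discovery rate of 0.05, to which the results and figure legends add a 2-fold change. The values the authors deposited and that were used here are on a log2 scale and normalized across libraries, with 1 value per gene and library; the transformation that made them is not given in the sources used here. They run from -2.40 to 19.81 over 18098 genes and include values below 0. A single value of 57.73, for *Fosb* in RSKi47 replicate 1 at 1 h of LPS, was treated as missing because it lay above a limit of 25. Counts could not be read back from this scale, so the depth of each library is unknown here, no interval from counts was computed, and the spread between replicates sets the precision. A pseudocount had been foreseen for values on a linear scale and was not needed.

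Groups were compared with limma 3.58.1 in R 4.3.3 by its moderated test without a trend, on the values as deposited. The first fit held the 62 libraries of WT, *Map3k8* D270A/D270A, and *Elk1*-/-*Elk4*-/- cells, and tested 11884 genes with a linear value of at least 10 in 4 libraries. The second fit held all libraries and tested 11971 genes with that value in 3. It served the comparisons with *Nfkb1* SSAA/SSAA cells and with the inhibitors, for which the WT libraries of the TPL-2 experiment were the control. The *Elk1*-/-*Elk4*-/- cells of the first fit had the same control, and no WT library is placed beside them by its label. Every adjusted p of a gene is from limma with Benjamini-Hochberg adjustment over the genes tested, except where a list alone is named. The adjusted p values of chromosomes are from Fisher's exact test, adjusted by the same method over the chromosomes tested. A gene was counted as changed at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. The fold changes are smaller than those the paper computed from counts, at all levels of expression and most so in the lowest of 3 equal parts of the genes, where the median ratio to the paper's log2 fold change was 0.625, 0.596, and 0.620 without LPS and at 0.5 and 1 h. In the other 2 parts together it was 0.681, 0.677, and 0.686, near the natural logarithm of 2 (0.693), and 92.6%, 66.7%, and 77.5% of these genes lay within 5% of that number. The levels of the same genes rose with the log2 of the paper's mean counts at slopes of 0.985, 0.894, and 0.948, so the levels are on a log2 scale. Whether the differences between libraries are on another logarithm, were drawn together by the transformation, or differ for a further reason is not known, and if they were natural logarithms, each log2 fold change printed here would be larger in size by the same factor and a 2-fold change would stand at 0.693. They were taken as log2 throughout, and the threshold of 0.693 was tried as an alternative after the data were seen.

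The paper's k-means clusters could not be rebuilt from its text, so an early, a delayed, and a constitutive set of genes were defined by fixed rules on induction in WT cells and change in *Map3k8* D270A/D270A cells. Correlations are Spearman correlations across the genes of a set, with Pearson correlations beside them. Since both sides share the WT libraries, each correlation was set beside the 97.5th percentile of 1000 simulations in which the second group was unchanged from WT, and shares of common genes were set beside 100 simulations, chosen after the data were seen, in which the changes of *Elk1*-/-*Elk4*-/- cells were moved to other genes of similar expression, and beside lists of the observed length drawn from these.

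The genes named in the text follow a rule: each gene that the paper's text names with a value in these samples (27 with the mutated genes), the 3 changed genes with the largest log2 fold change in each direction at 2 h in *Map3k8* D270A/D270A and in *Elk1*-/-*Elk4*-/- cells whose groups do not overlap, and up to 6 constitutively raised genes, of which 4 exist. The values of some of these genes in Supplemental Table I had been seen when the rule was written. Members of the sets, the neutrophil and neural gene lists, and genes near *Map3k8* or on chromosome 14 were named outside this rule, after their values were seen.

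Gene positions are those of GRCm38.p6, found for 17292 genes by symbol and for 732 by synonym, and not for 74. GC content and transcript length were had for 11579 of 11971 genes (96.7%). None of the 7021 pairs of libraries held identical values. Other settings tried were quantile normalization, upper quartile scaling, no filter, fits of the 2 groups alone, the replicate number as a term, the culture as a random effect, other definitions of the sets and shares, single replicates left out, and, chosen later, other thresholds, a trend in the moderated test, the group of replicates as a term, separate WT controls, and averaged pairs of PD0325901 libraries. Tests on counts with edgeR or DESeq2 were foreseen in case whole reads could be recovered, which was not so.

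The computation was tested on simulated data with 200 changed genes in each of 6 comparisons. Every change put in was larger than the 2-fold threshold, with independent noise and no groups of replicates or experiments. The test therefore checks the computation and not the power for smaller changes. All 200 were recovered for *Map3k8* D270A/D270A against WT without LPS and at 2 h, over 11880 and 11879 genes, for *Elk1*-/-*Elk4*-/- against WT at 2 h (11867 genes), for PD0325901 against WT at 1 h (11945 genes), and for PD0325901 against DMSO (11954 genes), and 199 for RSKi47 against WT at 1 h (11955 genes). In 200 simulations of an unchanged group over 22 genes, 9 (4.5%) gave a correlation above the limit.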

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

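Of the tests in this part, those within the groups of replicates, of handling time, and of listed neural and glial genes at a low level were chosen only after the result was seen.

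For 9 of 152 groups of libraries, the highest or lowest library stood apart from the others by more than the 95% limit of Dixon's ratio, the gap to the nearest library divided by the whole range. Chance alone gives this in about 1 in 20 groups. In *Map3k8* D270A/D270A cells these were *Fosb* (ratio 0.632, replicate 1) and *Dusp2* (0.747, replicate 4) at 0.5 h and *Jund* (0.722, replicate 4) at 2 h. In *Elk1*-/-*Elk4*-/- cells they were *Fos* at 1 h (0.984, replicate 1) and *Nr4a1* at 0.5 h (0.888, replicate 3), and in WT cells *Egr1* at 0.5 h (0.790, replicate 8), *Errfi1* at 2 h (0.874, replicate 6), and *Ngp* (0.881) and *S100a9* (0.957) at 2 h, both in replicate 7. Without the library in question, the change of *Fos* in *Elk1*-/-*Elk4*-/- cells was -0.26 with an adjusted p of 0.0601, and that of *Nr4a1* -0.32 with 0.122, so that both lost significance. The 4 libraries for *Fos* lay between 11.27 and 11.36, so the high ratio there comes from a small range. The other 7 genes kept their side of the threshold without the library. No technical or biological explanation was tested for these single values.

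For 6 genes the effect of *Map3k8* D270A mutation differed between 0.5 and 2 h of LPS by more than 1 on the log2 scale, in a test of the difference itself (limma). The reduction was smaller at 2 h than at 0.5 h for *Egr1*, by 2.60 (adjusted p = 2.07e-14), and *Fosb*, by 1.39 (adjusted p = 2.28e-06), and larger for *Fosl2*, -1.41 (adjusted p = 5.88e-09), and *Il10*, -2.22 (adjusted p = 2.46e-13). *Jun* went from lower to higher, a difference of 1.12 (adjusted p = 2.34e-09), and *Ifnb1* from no difference to higher, 1.13 (adjusted p = 1.50e-05). WT cells had 4 libraries at 2 h, of which 3 belong to 1 of the 2 groups of replicates. Within WT replicates 4 to 6 with *Map3k8* D270A/D270A replicates 1 to 3 and within the other replicates, the differences were 2.49 and 3.03 for *Egr1*, 0.74 and 1.99 for *Fosb*, -1.65 and -0.80 for *Fosl2*, -2.49 and -1.96 for *Il10*, 1.19 and 1.24 for *Jun*, and 1.00 and 1.07 for *Ifnb1*. In the first each had an adjusted p below 0.05, while the second has a single WT library at 2 h and gives only a direction, which was the same. The difference was under 1 in size for *Fosb* in the first and for *Fosl2* in the second. The time of LPS, which the design varies, stays as an explanation and was not tested further.

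The paper does not report on cells treated with PD0325901 without LPS for 40 or 70 min. Against DMSO at 10 min, 35 genes (3 lower and 32 higher) were changed at 40 min and 43 (13 lower and 30 higher) at 70 min, and the same 32 genes were changed at both times in the same direction. The genes that were lower included *Fos* (-1.35 and -1.67) and *Dusp6* (-1.13 and -2.09) at both times and *Myc* (-1.76), *Dusp4* (-1.21), and *Egr3* (-1.05) at 70 min. The genes that were higher included *Fabp7*, whose log2 value was 7.07 to 8.20 in these 6 libraries and 2.58 to 4.41 in all others, *Mir6236* (5.71 at 40 min), *Igfbp2* (4.54), *Olig1* (2.63), *Sparcl1* (2.65), and *Slc1a3* (2.08). With LPS, 40 and 70 min of the inhibitor left *Fabp7* at 2.78 to 3.43. A candidate source is RNA from neural progenitor or glial cells. Of a list of 30 marker genes, 13 were tested and 8 of these were higher, but all 8 had been seen before the list was made. With the minimum value required of tested genes, none of the 5 unseen genes was higher at 40 min by limma (0 of 5). Without that minimum, *Metrn* was higher by 0.32 (limma, adjusted p = 0.0449, against 0.0592 with it). However, *Nes*, *Aldoc*, *Ednrb*, *Dner*, and *Metrn* were at 5.91 to 11.2 in DMSO-treated BMDMs, a level that hides a small share of other cells. In a second test, made after those levels were known, 7 of 9 unseen genes below 5 in DMSO-treated cells were higher at 40 min and 8 of 9 at 70 min, by 0.54 to 1.90 at 40 min. Their highest mean at 40 min was 2.28, near the floor, and 8 listed genes had no value above 0. Such RNA therefore cannot be told apart from a response of the macrophages, because the informative genes are near the floor. Time in culture or handling and inhibition of ERK1/2 cannot be told apart for the 43 genes at 70 min either, because no DMSO-treated cells of that time were sequenced.

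*Ifnb1* was higher in RSKi47-treated than in untreated WT cells, by 2.37 at 2 h of LPS (SE 0.30, adjusted p = 1.23e-10) and by 1.33 at 1 h (adjusted p = 3.10e-05), which the paper does not report. A candidate explanation is a difference between the RSKi47 experiment and the TPL-2 experiment. Without LPS the difference was 0.27 (adjusted p = 0.429). After subtraction of the unstimulated difference, the difference at 2 h was 2.10 (adjusted p = 3.96e-05) and that at 1 h 1.06 (adjusted p = 0.100), so an offset present without LPS does not account for the 2 h value. A difference between experiments in the response to LPS cannot be told apart from an effect of RSKi47, since the 2 coincide.

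Among genes without overlap between the groups, *Ngp* had the largest increase in *Elk1*-/-*Elk4*-/- cells at 2 h. It was already higher by 4.04 (SE 0.26, adjusted p = 1.13e-18) without LPS. Its log2 value was 4.18 in WT and 8.21 in deficient cells, and other genes expressed in neutrophils rose with it: *S100a9* from 5.17 to 8.94, *Ltf* from 3.85 to 7.80, *Chil3* from 5.03 to 8.09, *S100a8* from 4.92 to 7.88, and *Lcn2* from 3.73 to 6.43. Of a list of 24 neutrophil genes made before the test, 14 were tested and 11 were higher in unstimulated deficient cells, with a median of 1.88 over the 14. The list was made after values were seen and includes *Ngp*, *S100a9*, and *Ltf*, the largest increases at 2 h. The count is therefore in part set by the choice of genes. *Mmp8*, *Mmp9*, and *Padi4* did not differ, and their WT values of 9.19, 7.08, and 5.84 show that BMDMs also express them. The list had a median of -0.04 in *Map3k8* D270A/D270A cells, whereas 6 genes were higher and 2 lower with DMSO and with RSKi47, 7 and 2 with PD0325901, and 1 and 2 in *Nfkb1* SSAA/SSAA cells. These values are consistent with RNA from neutrophils or their precursors in the *Elk1*-/-*Elk4*-/- cultures. An effect of ELK1/ELK4 deficiency on these genes or on differentiation within the cultures, which the design names, stays open and was not tested.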

How the results depend on the processing

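The thresholds other than 2-fold, the trend in limma's moderated test, the group of replicates as a term, the averaged PD0325901 pairs, the separate WT controls, and the number of starts in the k-means clustering, 10000 or 100, were chosen only after the data were seen, whereas the fits, the rules for sets and named genes, and all other alternatives were fixed before the data were examined, although values of some of the named genes in Supplemental Table I had been seen by then.

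Upper quartile scaling and the culture as a random effect (correlation within a culture 0.361 and 0.318 in the 2 fits) kept all 122 results on their side of the threshold or within the limits set for a count or a median. The same held for 120 of 122 results without a filter, all but 3 with quantile normalization, 112 with only the 2 groups compared, 121 with a trend, and 66 of 69 with the group of replicates as a term. Averaging the PD0325901 pairs left 8 of 8 results in place, of which only the counts can move by it, since the means stay as they were, counting only genes changed in both genotypes at the same time point 2 of 2, counting only LPS time points 2 of 2, and the 10 Mb window and the whole chromosome 1 of 1 each. Of the summary results, quantile normalization moved the correlation of delayed genes with RSKi47 to 0.497, below its limit of 0.522; the cause was not tested.

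Single genes changed side as follows. *Fos* at 1 h (adjusted p = 0.0511) and *Fosl1* at 0.5 h (adjusted p = 0.0529) in *Elk1*-/-*Elk4*-/- cells were lost without a filter, which raises the number of genes tested, and *Fosl1* was also lost with quantile normalization (adjusted p = 0.0696), where *Jund* in unstimulated *Map3k8* D270A/D270A cells was gained (adjusted p = 0.0315). With only the 2 groups compared, *Dusp1* (adjusted p = 0.169) and *Dusp2* (adjusted p = 0.288) at 0.5 h and *Il10* at 1 h (adjusted p = 0.0830) were lost in *Map3k8* D270A/D270A cells, as were *Fos* at 1 h (adjusted p = 0.126) and *Fosl1* (adjusted p = 0.0948), *Fosl2* (adjusted p = 0.0674), and *Nr4a1* (adjusted p = 0.227) at 0.5 h in *Elk1*-/-*Elk4*-/- cells. In that fit *Fosl2* at 1 h (adjusted p = 0.00644), unstimulated *Jund* (adjusted p = 0.0404), and *Fosb* at 2 h in *Elk1*-/-*Elk4*-/- cells (adjusted p = 0.0233) were gained. *Jund* in unstimulated and 0.5 h *Map3k8* D270A/D270A cells and *Atf5* at 2 h were gained with the group of replicates as a term, and *Jund* at 0.5 h with a trend.

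The replicate numbers in the labels do not pair the samples. Same-numbered *Map3k8* D270A/D270A and WT libraries had correlations of their deviations between -0.45 and -0.06. A paired fit with the number as a replicate block kept 95 of 122 results and gave 25, 29, and 53 changed genes in *Map3k8* D270A/D270A cells without LPS, at 0.5 h, and at 1 h, 225 and 275 in *Elk1*-/-*Elk4*-/- cells at 0.5 and 1 h, 22 genes higher in *Map3k8* D270A/D270A cells at any time, 7 constitutively raised genes, and 112 genes with DMSO. In the paired fit the early correlation with *Nfkb1* SSAA/SSAA was 0.514, above its limit, and the delayed correlations with PD0325901 and RSKi47 were 0.565 and 0.452, below theirs. The constitutive medians were 0.43, 0.37, and 0.31 with PD0325901 and 0.34, 0.48, and 0.27 in *Nfkb1* SSAA/SSAA cells at 0, 0.5, and 1 h with the replicate block. Under the replicate block *Fosl1* in *Elk1*-/-*Elk4*-/- cells at 0.5 h was 0.0023 instead of lower. *Fosl1* and *Il10* at 0.5 h, *Jund* without LPS and at 0.5 h, and *Atf6* at 2 h in *Map3k8* D270A/D270A cells and *Fos* at 2 h in *Elk1*-/-*Elk4*-/- cells passed the threshold in it, and *Fos* at 1 h, *Fosl1* at 2 h, and *Nr4a1* at 0.5 h in *Elk1*-/-*Elk4*-/- cells did not.

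The difference of LPS responses left 12 of 15 results in place. It gave 0.503 for early genes with *Elk1*-/-*Elk4*-/- cells, below its limit of 0.562, 0.661 for all regulated genes at 2 h, above its limit of 0.560, and a median of -1.02 for early genes with PD0325901. A 4-fold induction in WT cells left 14 early genes and gave delayed correlations of 0.544 with *Nfkb1* SSAA/SSAA, above its limit of 0.414, and 0.381 with RSKi47, below its limit of 0.505; fewer genes meet this rule by construction. For these settings the cause of the changes in correlation was not tested.

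The k-means cluster that holds *Egr1* depended on the number of random starts. With 100 starts, 6 seeds gave 9, 6, 6, 6, 9, and 9 genes, and the number was raised to 10000 after this was seen, where every one of the 6 seeds gave 6 genes. In the cluster of 6 the correlations were 0.886 with *Nfkb1* SSAA/SSAA (limit 0.771), 0.60 with PD0325901 (limit 0.714), -0.943 with RSKi47, and 0.60 with *Elk1*-/-*Elk4*-/- (limit 0.771), so that the first passed its limit, the second and the fourth no longer did, and the third lay below the lower limit of -0.60. The median was -0.84 in *Nfkb1* SSAA/SSAA cells and 0.14 with RSKi47, reversed in sign. In the cluster of 9 from 100 starts the correlation with *Nfkb1* SSAA/SSAA was 0.783, above its limit of 0.617, and the medians were -1.62 in *Nfkb1* SSAA/SSAA cells, -1.44 with PD0325901, and 0.050 with RSKi47, also reversed. The cause was not tested beyond the smaller number of genes.

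A 1.5-fold threshold, which passes more genes by construction, gave 26, 44, 107, and 284 changed genes in *Map3k8* D270A/D270A cells and 599, 575, 661, and 891 in *Elk1*-/-*Elk4*-/- cells over the 4 times, 265 genes lower and 77 higher at any time, and 42 early, 75 delayed, and 9 constitutive genes. It gave 487 for *Nfkb1* SSAA/SSAA, 370 for PD0325901, and 671 for RSKi47 at 1 h and 291 for DMSO. Correlations over these sets were 0.564 (early) and 0.572 (delayed) with *Nfkb1* SSAA/SSAA, now above their limits, and 0.449 with RSKi47 (delayed), below its limit. The medians were -0.86 for early genes in *Nfkb1* SSAA/SSAA cells, -0.77 with PD0325901, and -0.14 for constitutive genes with PD0325901 at 0.5 h. The threshold at the natural logarithm of 2 (0.693), tried because the median ratio to the paper's log2 fold changes lay near it, also passes more genes by construction. It left 18 of 38 results in place and gave 21, 32, 76, and 197 changed genes in *Map3k8* D270A/D270A cells and 402, 384, 460, and 594 in *Elk1*-/-*Elk4*-/- cells, 196 genes lower and 45 higher at any time, 57 delayed and 8 constitutive genes, and 328, 228, 470, and 175 genes for *Nfkb1* SSAA/SSAA, PD0325901, RSKi47, and DMSO. The shares of lower and higher genes also changed in *Elk1*-/-*Elk4*-/- cells were 50.0% and 31.1%. Its early correlation with *Nfkb1* SSAA/SSAA was 0.571, above its limit of 0.412, its delayed correlation with RSKi47 0.487, below its limit of 0.494, and its early medians -1.04 in *Nfkb1* SSAA/SSAA cells and -0.996 with PD0325901. The adjusted p alone gave 171, 163, 1163, and 3292 genes in *Map3k8* D270A/D270A and 6154, 5274, 6346, and 6041 in *Elk1*-/-*Elk4*-/- cells, 1818 lower and 2134 higher, 56 early, 172 delayed, and 21 constitutive genes, and 5083, 4268, 6317, and 2827 genes for *Nfkb1* SSAA/SSAA, PD0325901, RSKi47, and DMSO. Its correlations were 0.621 with *Nfkb1* SSAA/SSAA (early) and 0.642 with *Elk1*-/-*Elk4*-/- at 2 h, both now above the limit, and 0.342 with RSKi47 (delayed), below it. Its early medians were -0.66, -0.49, and -0.18 for *Nfkb1* SSAA/SSAA, PD0325901, and RSKi47, and its constitutive medians with PD0325901 were 0.0019 and 0.011 at 0.5 and 1 h.

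With WT replicates 4 to 6 as control for *Map3k8* D270A/D270A and 7 to 9 for the other cells, 4 of 8 correlations fell below their limits: 0.409 (early) and 0.508 (delayed) with PD0325901, 0.507 with RSKi47 (delayed), and 0.313 with *Elk1*-/-*Elk4*-/- (early). With the controls exchanged, the 8 stayed on their side. The correlation at 2 h with *Elk1*-/-*Elk4*-/- cells rests on a single WT library for 1 of its sides in both arrangements, so it says little here. Fewer libraries enter each side by construction, and the cause was not tested further.

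With single replicates left out, 1361 of 1430 results stayed in place. Values close to 0 changed sign: the early correlation with RSKi47 without WT replicates 4 (0.0662), 5 (0.0643), or 6 (0.0835), the constitutive median with PD0325901 without LPS (without *Map3k8* D270A/D270A replicates 1, 2, or 3, WT replicates 4 or 7, or PD0325901 replicates 2 or 3), at 0.5 h (without *Map3k8* D270A/D270A replicate 2 or WT replicate 7), and at 1 h (without *Map3k8* D270A/D270A replicates 1 or 3 or WT replicates 4 or 7), and that in *Nfkb1* SSAA/SSAA cells at 1 h (without *Nfkb1* SSAA/SSAA replicates 4 or 5 or WT replicates 7 or 8). So did the changes of *Jun* at 1 h and of *Atf1* and *Atf7* at 2 h in *Map3k8* D270A/D270A cells, each below 0.05 in size with or without the replicate. Changed genes numbered 7 to 10, 14 to 19, 31 to 36, and 65 to 99 in *Map3k8* D270A/D270A cells and 140 to 170, 125 to 156, 160 to 201, and 239 to 266 in *Elk1*-/-*Elk4*-/- cells over the 4 times, 125 to 145 in *Nfkb1* SSAA/SSAA cells, 79 to 95 with PD0325901, 174 to 217 with RSKi47, 46 to 51 with DMSO, and 0 to 0 for PD0325901 against DMSO (limma; 245 at an unadjusted p below 0.05 with all libraries). From 68 to 102 genes were lower and 14 to 18 higher at any time, with shares also changed in *Elk1*-/-*Elk4*-/- cells of 43.7% to 51.0% and 25.0% to 50.0%. The higher share was 50.0% without WT replicate 4 and 46.7% without WT replicate 5. The sets held 21 to 25 early, 19 to 30 delayed, and 2 to 4 constitutive genes, 2 without *Map3k8* D270A/D270A replicate 2. The share near *Map3k8* was 20.0% to 37.5%.

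Correlations with single replicates left out ran from 0.394 to 0.620 (early, *Nfkb1* SSAA/SSAA), 0.547 to 0.755 (early, PD0325901), -0.108 to 0.083 (early, RSKi47), 0.332 to 0.560 (delayed, *Nfkb1* SSAA/SSAA), 0.577 to 0.777 (delayed, PD0325901), 0.463 to 0.637 (delayed, RSKi47), 0.370 to 0.49 (early, *Elk1*-/-*Elk4*-/-), and 0.475 to 0.61 (2 h, *Elk1*-/-*Elk4*-/-). The first passed its limit without *Map3k8* D270A/D270A replicates 1 (0.49) or 5 (0.495), *Nfkb1* SSAA/SSAA replicate 2 (0.442), or WT replicates 4 (0.62), 5 (0.579), or 6 (0.561). The delayed correlation with PD0325901 fell below its limit without *Map3k8* D270A/D270A replicates 2 (0.633) or 3 (0.638) or WT replicates 4 (0.577), 5 (0.690), 6 (0.60), or 7 (0.622). That with RSKi47 did so without *Map3k8* D270A/D270A replicates 1 (0.532), 2 (0.547), 3 (0.533), or 6 (0.573), WT replicates 4 (0.463), 5 (0.60), 6 (0.505), 7 (0.517), or 8 (0.582), or RSKi47 replicate 1 (0.582). The early correlation with *Elk1*-/-*Elk4*-/- fell below its limit without WT replicates 5 (0.370), 6 (0.377), or 9 (0.477), and that at 2 h passed its limit without WT replicate 6 (0.523). Early medians were -1.40 to -1.24 in *Nfkb1* SSAA/SSAA cells, -1.19 to -1.10 with PD0325901, and -0.50 to -0.28 with RSKi47, and constitutive medians -0.097 to 0.048, -0.14 to 0.0052, and -0.20 to 0.019 with PD0325901 and 0.01 to 0.12, 0.03 to 0.10, and -0.03 to 0.04 in *Nfkb1* SSAA/SSAA cells at 0, 0.5, and 1 h.

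In *Elk1*-/-*Elk4*-/- cells, *Fos* at 1 h lost significance without any of the 4 deficient replicates or WT replicates 6, 7, 8, or 9 (-0.26 to -0.18), *Fosl1* at 0.5 h without any deficient replicate or WT replicates 7, 8, or 9 (-0.43 to -0.30), *Fosl1* at 2 h without deficient replicates 2 or 3 or WT replicates 6 or 7 (-0.44 to -0.39), *Nr4a1* at 0.5 h without deficient replicate 3 or WT replicates 7, 8, or 9 (-0.35 to -0.26), and *Fosl2* at 0.5 h without deficient replicate 4 (0.33). In *Map3k8* D270A/D270A cells, *Dusp5* at 0.5 h gained it without WT replicate 5 (-0.62), *Jund* without LPS without mutant replicate 2 or WT replicate 8 (-0.24 for both), and *Jund* at 0.5 h without mutant replicates 1 (-0.25) or 2 (-0.26).

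Pseudocounts of 5 and 0.5 were not run, because the values were already on a log2 scale, and edgeR and DESeq2, with and without its prior, were not run, because whole reads could not be recovered. The depth of the libraries is unknown here, so what depth limits could not be examined.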

Differences from the paper's values

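The 1.5-fold threshold, the threshold at the natural logarithm of 2, the adjusted p alone, the trend, the group of replicates as a term, and the number of starts in the k-means clustering were chosen only after the values were seen.

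The fold changes of the paper come from counts and those here from the deposited log2 values. For the complete lists of the paper's Supplemental Table I (329, 313, and 1475 genes without LPS and at 0.5 and 1 h), 303, 297, and 1448 genes were tested here, all with the same sign, with Spearman correlations across genes of 0.995, 0.992, and 0.996 and slopes of 0.46, 0.54, and 0.61. Taken as log2 fold changes, the values here make a 2-fold threshold stricter. Above the lowest of 3 equal parts of the genes by expression, the median ratio to the paper's values was 0.681, 0.677, and 0.686, near the natural logarithm of 2 (0.693), while the levels of these genes rose with the log2 of the paper's mean counts at slopes of 0.985, 0.894, and 0.948. Of the genes in these parts past 2-fold in the paper, 2 of 2, 5 of 20, and 9 of 32 had a ratio within 5% of 0.693, with ratios from 0.363 to 0.806 at 0.5 h and 0.617 to 0.868 at 1 h. A change of logarithm in the differences alone therefore stays open for most genes and leaves a part of the largest differences unexplained. Of the paper's 58, 72, and 122 genes past 2-fold in these lists, 33, 57, and 100 were tested, and 8, 16, and 34 were changed here. The lists for 2 h and for *Elk1*-/-*Elk4*-/- cells were had only in part and were not compared gene by gene.

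The paper gives 278 genes lower and 131 higher in *Map3k8* D270A/D270A cells at any time where it compares them with *Elk1*-/-*Elk4*-/- cells, and 131 lower and 278 higher where it introduces the experiment; here 81 were lower and 14 higher. Its total is 409, and 95 here. Of 6 alternatives set before the data were examined, only the replicate block came within 1.5 times of 131 lower genes (116), and none did for the other counts. However, the paper's own list has 203 lower genes at 2 h alone, so its count of lower genes at any time cannot be 131. Values near 131 lower genes therefore carry no weight. A 1.5-fold threshold, chosen after seeing the values, gave 265 lower and 77 higher genes. Under it 26, 44, and 107 genes were changed without LPS and at 0.5 and 1 h, of which 23, 38, and 78 were among the paper's, with 35, 34, and 44 of the paper's genes left out. With the threshold at 0.693, also chosen after seeing the values, 196 genes were lower and 45 higher, and 21, 32, and 76 were changed without LPS and at 0.5 and 1 h, of which 21, 32, and 68 were among the paper's, with 37, 40, and 54 of the paper's genes left out, so another logarithm would close a part of the gap only. For 131 lower genes, 90 were found without *Map3k8* D270A/D270A replicate 1 and 102 without WT replicate 7.

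In *Map3k8* D270A/D270A cells the paper's table has 38 lower and 20 higher genes without LPS (4 and 4 here), 51 and 21 at 0.5 h (12 and 4 here), 85 and 37 at 1 h (29 and 5 here), and 203 and 109 at 2 h (65 and 14 here). In *Elk1*-/-*Elk4*-/- cells it has 385 and 560 (55 and 92 here), 364 and 498 (53 and 86 here), 460 and 524 (79 and 103 here), and 506 and 632 (114 and 134 here). None of the 6 alternatives set before the data were examined came within 1.5 times of these 16 counts. The 1.5-fold threshold, chosen after seeing the values, gave 13 and 13, 32 and 12, 88 and 19, and 212 and 72 in *Map3k8* D270A/D270A cells and 233 and 366, 206 and 369, 292 and 369, and 401 and 490 in *Elk1*-/-*Elk4*-/- cells. The threshold at 0.693, chosen likewise, gave 9 and 12, 21 and 11, 64 and 12, and 158 and 39 in *Map3k8* D270A/D270A cells and 153 and 249, 133 and 251, 204 and 256, and 270 and 324 in *Elk1*-/-*Elk4*-/- cells. At an adjusted p below 0.05 alone the paper has 329 genes without LPS and 313 at 0.5 h in *Map3k8* D270A/D270A cells, and 171 and 163 here; of the 6 alternatives, quantile normalization came within 1.5 times of the second (219) and none of the first.

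The paper gives 153 genes lowered and 58 raised in both mutants, 211 in all, and here there were 37, 4, and 41. None of the alternatives set before the data were examined came within 1.5 times. The paper's share of raised genes is 44%, and here 28.6%; of 8 alternatives, quantile normalization (30.8%) and the culture as a random effect (33.3%) came within 1.5 times and the other 6 did not. Leaving out single replicates gave up to 50.0%. The 1.5-fold threshold gave 141 genes lowered in both (53.2% of the lowered) and 36.4% of the raised, and the adjusted p alone 64.1% and 63.1%, both chosen after seeing the values; how many of the paper's shared genes they leave out could not be counted.

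The paper's Spearman correlations at 1 h over cluster 1 are 0.748 with *Nfkb1* SSAA/SSAA, 0.897 with PD0325901, and 0.79 with *Elk1*-/-*Elk4*-/- cells, and over the early genes here 0.455, 0.624, and 0.451. Pearson correlations here were 0.657, 0.858, and 0.852. Under the 8 alternatives set before the data were examined, the first ran from 0.425 to 0.635, the second from 0.574 to 0.644, and the third from 0.451 to 0.516, each range below the paper's value. The k-means cluster of *Egr1* was also set before, but its number of starts was chosen after seeing the values: 10000 starts gave 0.886, 0.60, and 0.60, and 100 starts gave 0.783, 0.717, and 0.767, near the first and the third, and the adjusted p alone, also chosen after, gave 0.821 for the second; the members of the paper's clusters are shown only in a picture, so the genes left out were not counted. Over all regulated genes at 2 h the paper has 0.62 with *Elk1*-/-*Elk4*-/- cells, and here it was 0.520, with 0.411 to 0.661 under the 7 alternatives, a range that holds the paper's value. Near it came 0.607 with the 1.5-fold threshold and 0.642 with the adjusted p alone, both chosen after seeing the values, and 0.61 without *Map3k8* D270A/D270A replicate 5.

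Read by eye, the paper's correlation with RSKi47 over cluster 1 is about 0.13 in Fig. 1D, and that of the early genes here was -0.064, below 0 under the 8 alternatives set before the data were examined. In the k-means cluster of *Egr1* it was -0.943 with 10000 starts and 0.033 with 100, both numbers chosen after seeing the values. Other settings chosen after seeing the values gave it the opposite sign: 0.181 with the 1.5-fold threshold, 0.185 with that at 0.693, and 0.226 with the adjusted p alone, all within the limits for unchanged groups. Over clusters 3 and 4, about 0.61 and about 0.68 in Fig. 1D with PD0325901 stand beside 0.712 for the delayed genes here, about 0.29 and about 0.48 in Fig. 1D with RSKi47 beside 0.595, and about 0.53 and about 0.39 in Fig. 1D with *Nfkb1* SSAA/SSAA beside 0.519. Of the 8 alternatives for each, the culture as a random effect gave 0.68 with PD0325901. Because the paper's values were read by eye, an exact match or its absence says little. The delayed genes are 1 set here and 2 clusters in the paper.

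In *Map3k8* D270A/D270A cells without LPS, the log2 fold change in the paper's table and here was 1.27 and 0.82 for *Egr3* and -0.33 and -0.22 for *Jund*. The paper's values and these at 0.5 h were -5.83 and -4.41 for *Egr1*, -1.28 and -1.04 for *Fos*, -0.81 and -0.60 for *Jun*, and -1.06 and -0.81 for *Ier3*. At 1 h they were -4.34 and -3.24 for *Egr1*, -2.16 and -1.69 for *Egr3*, -1.35 and -1.07 for *Nr4a1*, -1.68 and -1.16 for *Fos*, -1.72 and -1.01 for *Fosl1*, -0.85 and -0.65 for *Junb*, -1.82 and -1.32 for *Ier3*, -1.01 and -0.76 for *Dusp1*, -1.13 and -0.86 for *Dusp2*, and -1.35 and -1.06 for *Dusp5*. At 2 h they were -1.60 and -0.55 for *Fosl1*, -2.13 and -1.49 for *Fosl2*, 0.93 and 0.52 for *Jun*, -0.71 and -0.49 for *Junb*, -0.69 and -0.50 for *Jund*, 0.40 and 0.28 for *Atf3*, and -3.55 and -2.57 for *Il10*. Of the 6 alternatives set before the data were examined, the replicate block (-0.31) and quantile normalization (-0.24) came within the error for *Jund* without LPS, the replicate block for *Ier3* at 0.5 h (-1.05), and quantile normalization for *Atf3* at 2 h (0.35); none did for the other genes.

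Some statements of the paper also stand beside different values. It states that TPL-2 signaling promotes induction of all Fos and Jun family mRNAs, and here all 7 were lower in *Map3k8* D270A/D270A cells at 1 LPS time at least, whereas *Jun* was also higher at 2 h (0.52, adjusted p = 2.36e-05), the sign it also has in the paper's table. It states that *Jund* was reduced at all times, and the adjusted p here was 0.0649 without LPS and 0.0558 at 0.5 h, with lower *Jund* at 1 h (-0.31, adjusted p = 0.000489) and 2 h (-0.50, adjusted p = 1.68e-07). Quantile normalization, fixed before the data were examined, the fit of only the 2 groups compared, and the replicate block gave an adjusted p below 0.05 for *Jund* without LPS, as did leaving out *Map3k8* D270A/D270A replicate 2 or WT replicate 8 and the group of replicates as a term, chosen after seeing the values. The replicate block did so at 0.5 h, as did leaving out *Map3k8* D270A/D270A replicates 1 or 2 and, chosen after seeing the values, a trend and the group of replicates. It states that TCF deficiency suppressed all Fos family mRNAs much as *Map3k8* D270A mutation did, and here all 4 were lower in *Elk1*-/-*Elk4*-/- cells at 1 LPS time at least, but *Fosl2* was higher at 0.5 h (0.39, adjusted p = 0.00832) and *Fos* was not lower at 2 h (0.20, adjusted p = 0.147). It states that *Fos* mRNA was much more abundant than that of the other Fos family members, which held at 0.5 h and not at 2 h, where the mean log2 value in WT cells was 11.83 for *Fosl2* and 9.13 for *Fos*. It states that RSKi47 did not alter expression of cluster 1 genes, and of the 22 early genes here 13 were lower and 1 higher with RSKi47 at 1 h at an adjusted p below 0.05, with a median of -0.38.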

Other observations

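The tests of rounds shared by both genotypes, of GC content or transcript length as the whole cause, of positions by adjusted p near *Map3k8*, on chromosome 14, and near *Elk4*, of ERK1/2 activity behind the constitutive genes, and of DMSO against PD0325901 were chosen only after the result was seen.

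WT replicates 4 to 6 lay apart from WT replicates 7 to 9. Between these groups, 30, 29, and 30 genes differed at least 2-fold in WT cells without LPS and at 0.5 and 1 h, and between *Map3k8* D270A/D270A replicates 1 to 3 and 4 to 6, 4, 4, and 16. The difference between the groups correlated across genes between the genotypes (Spearman 0.713), although they share no library, which is consistent with 2 rounds of culture or library preparation shared by both. When a smooth trend with GC content and transcript length was taken out of each WT library, 79 of 87 differences of at least 2-fold in genes of known length, with each gene counted at each of the 3 times, remained (90.8%), which argues against such a trend as the whole cause. As a part of the difference it stays open, because the largest mean correlation in WT cells was -0.222, but in *Map3k8* D270A/D270A cells the correlation with length was 0.436 without LPS, 0.317 at 0.5 h, and 0.120 at 1 h, where 1 of 4, 2 of 4, and 12 of 14 genes still differed 2-fold. When the libraries of both genotypes were split by these groups of replicates instead of by genotype, 9, 6, 13, and 85 genes were changed at the 4 times, against 8, 16, 34, and 79 by genotype. The split by groups thus gave as many as the genotype without LPS and at 2 h. Within the first group of replicates the genotypes differed in 21 genes without LPS and 115 at 2 h, and within the second, which has 1 WT library at 2 h, in 9 and 73. Of the 8 and 79 genes changed over all replicates, 7 and 65 were also changed within the first group and 7 and 54 within the second.

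For *Map3k8* D270A/D270A cells at 0.5 and 1 h, for *Elk1*-/-*Elk4*-/- cells at each of the 4 times, for *Nfkb1* SSAA/SSAA, PD0325901, and RSKi47 at 1 h, and for DMSO, only 1 of the splits drawn, the real one, gave as many changed genes. A random division of the same libraries is thus unlikely to give these counts. At most 100 splits were drawn for each, where up to 462 exist, so splits not drawn are not covered. Except in *Map3k8* D270A/D270A cells, the real split also divides the experiments. For those counts the splits do not set genotype or treatment apart from the experiment. Without LPS and at 2 h in *Map3k8* D270A/D270A cells the real split was also the only 1 of the 100 drawn, but the split by groups of replicates, which was not drawn, gave more, 9 against 8 and 85 against 79 genes, so the size of these 2 counts alone does not set the genotype apart from the groups of replicates. For PD0325901 against DMSO at 10 min limma found 0 genes (245 at an unadjusted p below 0.05), as it did in all 10 splits, so the count of splits says nothing here.

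Among the genes changed at least 2-fold in unstimulated *Map3k8* D270A/D270A cells, 2 of 8 (25.0%) lay within 20 Mb of *Map3k8*, a test that was planned (Fisher's exact test, p = 0.000481). The share ran from 20.0% to 37.5% with single replicates left out. Over the 171 genes with an adjusted p below 0.05, 16 lay in that window (9.36%, against 0.283% of other genes; Fisher's exact test, p = 3.9e-18). They went in both directions, such as higher *Cables1* (1.29) and *Abhd3* (0.99) and lower *Zeb1* (-0.71) and *Tmem241* (-0.67). This excess is consistent with strain variants linked to the mutated locus, which may change expression of nearby genes without TPL-2 activity. On chromosome 14 lay 20 of the 171 (11.7%, against 3.17%; Fisher's exact test, p = 8.6e-07), among them *Tnfrsf10b*, *Egr3*, *Phyhip*, and *Gfra2* between positions 69767472 and 70979840. A second linked segment is a hypothesis taken from this same excess and cannot be told apart from effects of TPL-2 by it. By chromosome, 14 (adjusted p = 8.6e-06) and 18 (adjusted p = 1.2e-07) had an adjusted p below 0.05. These are from Fisher's exact test, adjusted over the 20 chromosomes tested. For the other mutants, 3 of 144 genes lay near *Elk4* (p = 0.153) and 2 of 61 near *Nfkb1* (p = 0.127) by the exact test, too few to decide.

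The 4 genes raised in *Map3k8* D270A/D270A cells at every time lie in these 2 regions. If the cause were lower ERK1/2 activity because TPL-2 is not activated through p105, they would rise alike in *Nfkb1* SSAA/SSAA cells. There the 4 genes changed by -0.09 to 0.12 without LPS and at 0.5 and 1 h, and each was higher in *Map3k8* D270A/D270A than in *Nfkb1* SSAA/SSAA cells, by at least 1.12 (limma, adjusted p of at most 2.82e-10), although the 2 come from different experiments. This argues against that route as the whole cause. With PD0325901 they changed by -0.23 to 0.17, at most 0.070 at 1 h, but the inhibitor had acted for no more than 70 min. A lasting loss of ERK1/2 activity by a route other than p105, linked variants, and an effect of TPL-2 apart from ERK1/2 therefore cannot be told apart here.

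The *Nfkb1* SSAA/SSAA library of replicate 2 at 1 h lay apart from the other 5. Its deviation followed transcript length across genes (Spearman -0.626), which is consistent with a length trend in that library. It did not follow the change from 0.5 to 1 h (-0.019), which argues against a library of another LPS time. Replicate 4 of RSKi47 also lay apart, but its deviation at 1 h had a correlation of at most -0.163 with GC content or transcript length, which argues against such a trend as the whole cause; no biological explanation was tested.

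Unstimulated WT cells of the TPL-2 experiment differed from DMSO-treated cells in 46 genes and from cells given PD0325901 for 10 min in 55. The 2 sets of changes correlated across 11971 genes with 0.888. Unchanged groups against the same WT libraries gave a median of 0.598 and a limit of 0.938, so a difference between experiments cannot be told apart from chance values of the shared WT libraries by this correlation. The simulation used for this limit was changed after its first outcome was seen.

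The paper reports *Ifnb1* in *Nfkb1* SSAA/SSAA and PD0325901-treated cells by qRT-PCR. In the RNA-seq values *Ifnb1* was higher in *Nfkb1* SSAA/SSAA than in WT cells by 1.45 at 0.5 h (adjusted p = 1.42e-06) and 3.26 at 1 h (adjusted p = 5.68e-21), and with PD0325901 by 3.62 at 1 h (adjusted p = 3.78e-23). *Il10* was lower in *Nfkb1* SSAA/SSAA cells by -1.28 at 1 h (adjusted p = 4.86e-08) and with PD0325901 by -0.95 (adjusted p = 5.58e-05). With RSKi47 it changed by -1.72, -1.33, and -1.95 at 0.5, 1, and 2 h. These cells and the WT cells come from different experiments.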
